# Duplicated ribosomal protein paralogs promote alternative translation and drug resistance

**DOI:** 10.1038/s41467-022-32717-y

**Published:** 2022-08-23

**Authors:** Mustafa Malik Ghulam, Mathieu Catala, Gaspard Reulet, Michelle S. Scott, Sherif Abou Elela

**Keywords:** Ribosome, RNA

## Abstract

Ribosomes are often seen as monolithic machines produced from uniformly regulated genes. However, in yeast most ribosomal proteins come from duplicated genes. Here, we demonstrate that gene duplication may serve as a stress-adaptation mechanism modulating the global proteome through the differential expression of ribosomal protein paralogs. Our data indicate that the yeast paralog pair of the ribosomal protein L7/uL30 produces two differentially acetylated proteins. Under normal conditions most ribosomes incorporate the hypo-acetylated major form favoring the translation of genes with short open reading frames. Exposure to drugs, on the other hand, increases the production of ribosomes carrying the hyper-acetylated minor paralog that increases translation of long open reading frames. Many of these paralog-dependent genes encode cell wall proteins that could promote tolerance to drugs as their translation increases after exposure to drugs. Together our data suggest a mechanism of translation control that functions through a differential use of near-identical ribosomal protein isoforms.

## Abstract (web summary)

Most yeast ribosomal protein genes are duplicated but the functional significance of this duplication remains unclear. This study identifies a natural program where changing the ratio of proteins produced from duplicated genes modifies translation in response to drugs regardless of ribosome number.

## Introduction

Ribosomes are ribonucleoprotein complexes required for protein synthesis^1,2^. The basic structure of the ribosome is conserved from bacteria to human with increasing complexity in terms of the number and sizes of rRNAs and proteins in higher eukaryotes^2–5^. Ribosomes are viewed as universal machines built for precision and mass production^6–9^. However, this view is being challenged by observations of variations between ribosomal protein genes in terms of their expression, regulatory pathways, and variable incorporation into ribosomes^10–17^. While the concept of the specialized ribosome is debated, the heterogeneity of ribosome composition and regulatory programs is irrefutable. Most eukaryotes have variable amounts of mRNA produced by the different RPGs and mass-spectrometry analyses continue to detect variations in the ribosome populations extracted from different tissues and growth conditions^10,18^.

In the yeast *S. cerevisiae*, ribosomal protein genes (RPGs) are mostly produced from independently regulated duplicated genes (Supplementary Fig. 1)^18^. Out of the 137 yeast RPGs, 118 are duplicated and 94 have introns that must be removed to produce the mRNA^18^. Paralogous ribosomal protein pairs are generally more than 95% identical. However, deleting individual paralogs gives different phenotypes, suggesting functional specialization. The origin of this proposed paralog specialization remains unclear and actively debated^19–21^.

Here we systematically assess *S. cerevisiae* paralogs with respect to their expression levels and amino acid differences. For the five most disparate pairs, in terms of expression or sequence, we used gene conversion to create simplified “homogenized” strains, in which each individual duplicated RPG was expressed both from its natural locus and as a replacement of its paralog and tested them for growth under different conditions. Overall, our results indicate that duplicated ribosomal protein genes regulate drug resistance through paralog-specific effects on translation.

## Results

### Gene conversion of duplicated ribosomal protein genes reveals paralog subfunctionalization

Comparing the expression level of Yeast’s 29 duplicated ribosomal protein gene pairs with significant differences in both regulatory and coding sequence using RNA sequencing and mass spectrometry, we identified five gene pairs: one 40S and four 60S RPG pairs, that are differentially expressed (Fig. 1a–c and Supplementary Fig. 1a, b). Most of these genes exhibit differences in the regulatory sequence controlling their expression (<70% similar) (Supplementary Fig. 1b), which explain why they produce different amounts of RNA and proteins (Fig. 1b, c). In general, paralogs producing most RNA also produced most protein, except in the case of *eL37/RPL37* paralogs, which are differentially translated^22^. In all cases, one of the two paralogous proteins (the major form) dominated over the other (the minor form) by 3 to 4 times, suggesting that most of the ribosomes are produced from one gene copy (Fig. 1c). Deleting one of the two duplicated ribosomal protein gene (dRPG) copies reduced the abundance of the mRNA generated by the pair, except in the case of *uL30/RPL7* (B∆ and A∆) and the major copy of *eL36/RPL36* (B∆, Fig. 1d).

**Fig. 1:**
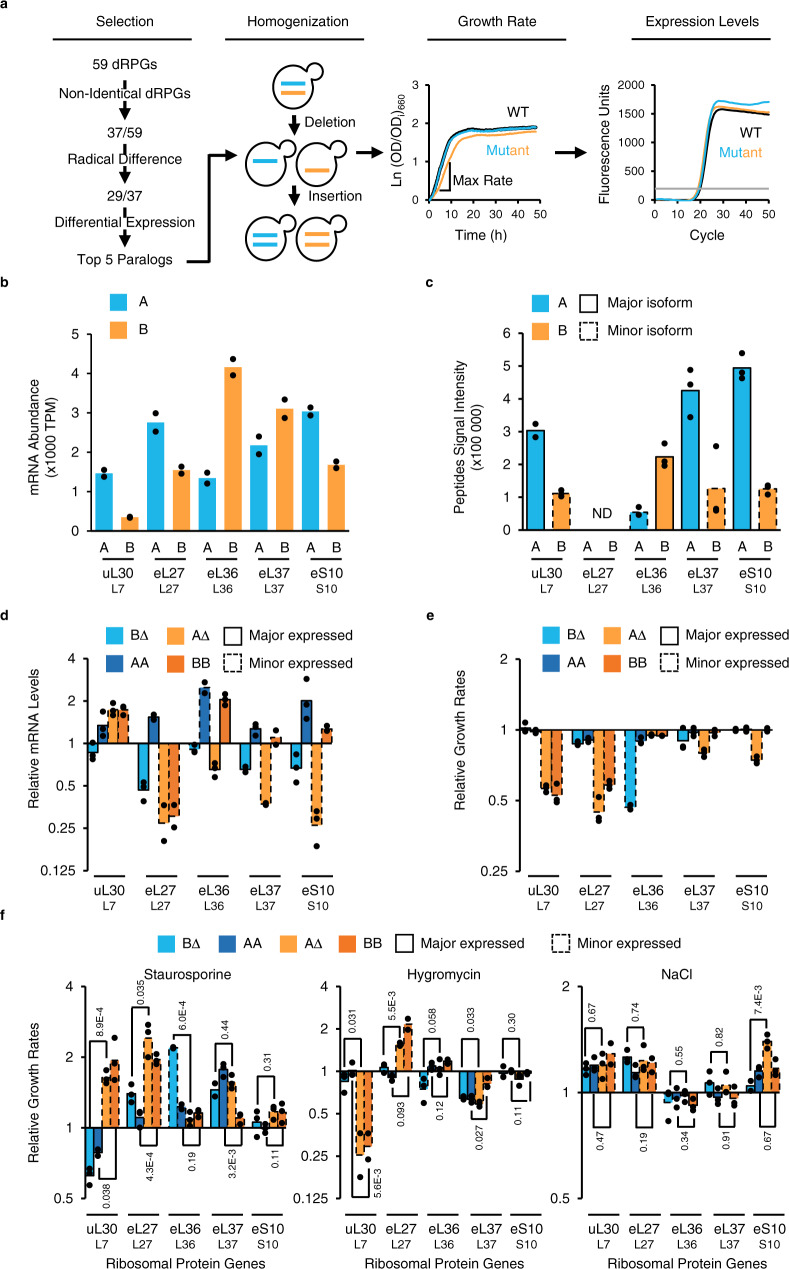
Homogenization of yeast ribosomal proteins identifies dose independent paralogs subfunctionalization. **a** Gene conversion strategy for “homogenization” of ribosomal protein genes. Genes showing paralog-specific response to different conditions were selected for homogenization. Homogenized strains were created by replacing one paralog locus including all regulatory sequences, introns and UTRs, with sequence of the other. Cells carrying one or two copies of a single paralog were examined for growth in liquid media and maximum growth rates were calculated for each strain. Duplicated ribosomal protein gene expression levels were examined by RT-qPCR to identify dose-dependency of growth defects. **b** RNA abundance in transcripts per million (TPM) of each paralog obtained by RNA sequencing *n* = 2 biologically independent samples. Universal and conventional names of each protein are shown below. **c** Abundance of protein isoforms generated by each duplicated ribosomal protein gene was determined by Swath Multiple Reaction Monitoring (MRM) identifying the major and minor isoforms. No suitable peptides to reliably distinguish between L27 paralogs were found, hence their peptide signal intensities were not determined (ND). **d** Total RNA generated by each gene pair was detected using primers common to both paralogs in RT-qPCR after deletion or homogenization of duplicated ribosomal protein genes and is shown relative to mRNA detected in wild-type strain. B∆ and A∆ indicate RNA detected in strains lacking the B or A paralog, while AA and BB indicate RNA detected in cells containing two copies of the A or B isoforms respectively. **e** Growth rates of deletion and homogenized strains were determined and shown relative to wild-type. **f** Growth rates of deletion and homogenized strains were determined in media containing staurosporine (3 µg/ml), hygromycin (100 µg/ml) or NaCl (0.9 M) and the effect on growth are shown relative to wild-type treated similarly. Bars shown in (**c**–**f**) represent the means of *n* = 3 biologically independent samples shown as data points, *p* values from two-tailed unpaired *t* test are indicated in (**f**).

To probe the function of the gene pairs we next used a strategy of gene homogenization whereby we replace one of the paralogs with the other in its natural locus. This holistic approach helped us identify all differences between paralog functions, including those stemming from difference in expression pattern or intervening sequences, and allowed us to distinguish between gene dose and gene type requirement. The results indicated that homogenization of duplicated ribosomal protein genes, except *el27bb/rpl27bb*, does not decrease the overall amount of mRNA produced for each RPG (AA and BB, Fig. 1d). As expected, the deletion of the major paralog, which produces most RPs in the cell, impaired cell growth in rich media (Fig. 1e). This growth defect is restored by the expression of two copies of the minor paralog, except in the case of *uL30* and *eL27/RP27*, where the minor paralog duplication fails to complement the deletion of the major copy (Fig. 1e). This indicates that not all copies of dRPGs could independently support normal growth and that the copy-specific requirement varies between ribosomal proteins.

Since many minor paralogs were dispensable for growth under normal condition, we next examined the effect of gene deletion or homogenization on growth under stress. We exposed our different strains to stresses in the form of exposure to three drugs: Staurosporine, Hygromycin and NaCl, which induce an array of different stresses. As expected, exposure to stress revealed different sets of paralog’s copy number-specific effects that were not observed under normal growth conditions and could not be explained by reduced RPG expression or constitutive drug independent decrease in growth rate. For example, deletion of the *eL27* major paralog, which reduced overall eL27 protein expression and inhibited growth under normal conditions, enhanced growth in the presence of staurosporine and hygromycin but not NaCl (Fig. 1f). In contrast, deletion of the minor paralog of *uL30*, which did not inhibit gene expression or cell growth, reduced cell resistance to staurosporine (Fig. 1f). These data indicate that duplicated ribosomal protein genes are not completely redundant and they identify *uL30* as a good model for studying differences between their functions.

### *uL30* paralogs differentially modulate ribosome biogenesis and cell growth

The proteins generated from the duplicated *uL30* ribosomal protein paralogs differ by five amino acids, 4 of which are clustered in the N-terminus, leading to a major difference in the predicted secondary structure of the N-terminal domain (Supplementary Fig. 2b). The protein featuring the more structured N-terminal domain (uL30A) is more abundant, forming the bulk of the ribosome in the cell, making it more likely to be the housekeeping version of the pair (Supplementary Fig. 2c). Consistently, the expression of this major paralog (*uL30A*) is required for normal growth (Fig. 2a). As expected, the absence of the major paralog (*ul30a∆* and *ul30bb)* reduced the synthesis of the 60S subunit leading to subunit imbalance, reduction in ribosome abundance and the accumulation of 40S subunit awaiting the 60S subunit, or “half-mers” (Fig. 2c and Supplementary Fig. 2). The subunit imbalance was also confirmed by the decrease in 25S/18S rRNA ratio and the overall decrease in the 25S rRNA and the 60S ribosomal proteins (Supplementary Fig. 2f, g). However, we did not see an overall decrease in the abundance of the mRNA coding for the 60S ribosomal proteins or specific decrease in the uL30 mRNA or protein relative to other 60S proteins (Supplementary Fig. 2e, f). Indeed, despite the defect in the 60S synthesis the total amount of uL30 mRNA and protein produced in *ul30bb* cells was similar or even slightly greater than that detected in ul30aa cells. This indicates that the amount of uL30 proteins is not rate limiting and that the effect observed in *ul30a∆* and *ul30bb* cells is not caused by decreased production of uL30 proteins in these cells. These data indicate that the major paralog is required for the biogenesis of the 60S subunits, and that the duplication of the chromosomal copy of the minor paralog cannot compensate for the function of the major form even when expressed at similar levels.

**Fig. 2:**
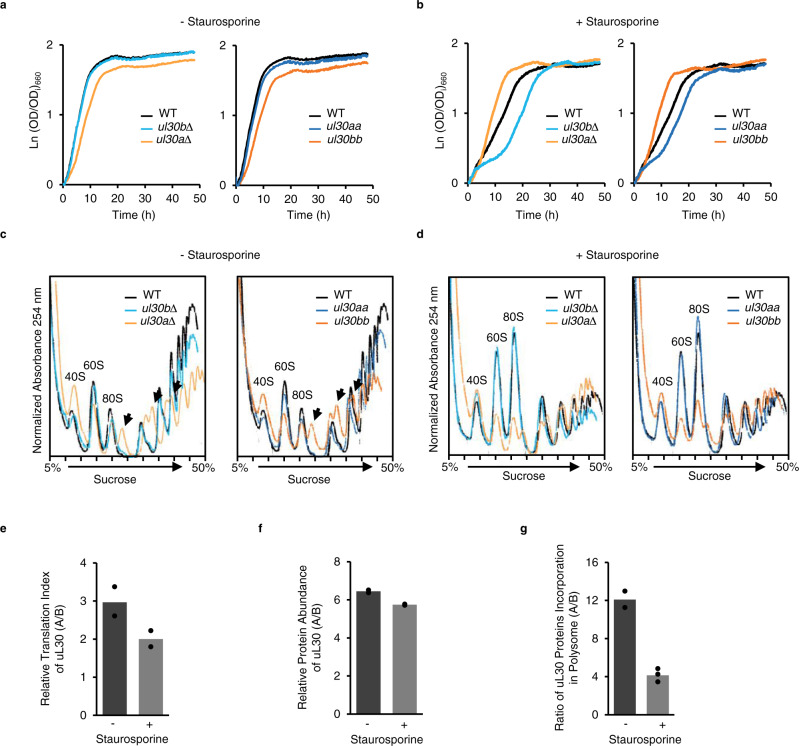
*uL30* paralogs differentially alter cell growth, ribosome biogenesis and staurosporine resistance. **a**, **b** Growth curves of wild-type (WT), deletion strains (*ul30b∆* and *ul30a∆*) and homogenized strains (*ul30aa* and *ul30bb*) grown in complete synthetic media without (**a**) or in the presence of staurosporine (**b**). **c**, **d** Polysome profiles were obtained from WT, cells lacking one paralog or expressing two copies of the same paralog from cultures grown in complete synthetic media without (**c**) or in the presence of staurosporine (**d**). Position of 40S and 60S ribosomal subunits and 80S ribosomes are indicated. Arrows indicate position of half-mers or 40S awaiting the 60S subunit. Curves shown in (**a**–**d**) are representative examples from *n* = 3 biologically independent biological samples. **e** Translation index (mRNA associated with polyribosomes/mRNA associated with monosome and subunits) was determined using RNA sequencing for each *uL30* paralog in absence (−) or presence (+) of staurosporine and the ratio for uL30A over uL30B is reported for *n* = 2 biologically independent biological samples. **f** Protein abundance of uL30 was determined by MRM in absence or presence of staurosporine and the ratio of uL30A over uL30B is reported for *n* = 2 biologically independent biological samples. **g** The amount of uL30 proteins incorporated into ribosomes was determined using MRM in absence or presence of staurosporine and the ratio of uL30A over uL30B is reported. Graphs in (**e**, **f**) show points from *n* = 2, while (**g**) show points for *n* = 2 (− staurosporine) and *n* = 3 (+ staurosporine) biologically independent biological samples.

### *uL30* minor paralog is required for cell resistance to staurosporine

Surprisingly, deletion of the minor paralog, which does not affect cell growth or ribosome biogenesis, rendered cells sensitive to staurosporine (Figs. 1f, 2b and Supplementary Fig. 3). Cells expressing one or two copies of the A version (*ul30b∆* and *ul30aa*, respectively) were more sensitive to staurosporine and produced shorter polyribosomes than wild-type cells, but the cells were otherwise normal (Fig. 2b, c, and Supplementary Fig. 2f, g). In contrast, cells expressing the B version (*ul30a∆* and *ul30bb*) were more resistant than the wild-type to staurosporine but they grew slower under normal growth conditions (Fig. 2a, b and Supplementary Fig. 3). Exposure to staurosporine significantly reduced the size of the polyribosomes in cells expressing uL30A but it had no effect on those expressing uL30B (Fig. 2c, d and Supplementary Fig. 3b). This suggests that uL30 paralogs have opposite effects on cell tolerance to staurosporine resulting in increased sensitivity to the drug when the protein is produced from the major copy and increased resistance when it is expressed from the minor counterpart.

The minor paralog-dependent resistance of staurosporine is not linked to reduced growth rate since cells growing at rates similar to *uL30bb* did not exhibit resistance to staurosporine (Supplementary Fig. 4a). Staurosporine resistance also was not reproduced by the deletion of the translation initiation factors eIF2A or TIF4632, which are known to reduce overall translation (Supplementary Fig. 4b). However, resistance to staurosporine was observed after the deletion of the gene coding for the translation elongation factor Tef4 suggesting that the paralog-specific effect of uL30 genes may stem from differences in their capacity to support translation elongation. The requirement of the minor paralog for staurosporine resistance is also supported by its increased expression in the presence of staurosporine. Exposing cells to staurosporine altered the ratio of uL30 proteins by favouring the translation of the minor paralog and its incorporation into active ribosomes (Fig. 2e–g and Supplementary Fig. 5). This suggests that the translation of uL30 paralogs is differentially regulated and as such we looked for features in this gene that could explain differences in translation. We did not find any significant difference in ORF size or UTR length but noted lower Kozak score and the clustering of suboptimal codons at the 5′ end of *uL30B*. This may explain the preferential translation of uL30A under normal condition and the resistance of uL30B to staurosporine-dependent repression of translation (Supplementary Fig. 6). We conclude that the expression *of uL30A* is required for ribosome biogenesis while uL30B is needed to optimize the cell tolerance to staurosporine.

### The two paralogs of *uL30* modulate the translation of different subsets of mRNA

By comparing the translation pattern of cells expressing two copies of *uL30A or uL30B*, we identified a set of paralog-dependent genes. We sequenced ribosome-associated mRNAs, in wild-type, *ul30aa* and *ul30bb* cells, both before and after staurosporine treatment, and verified the results by RT-qPCR (Fig. 3a and Supplementary Fig. 7a). We calculated the translation index as the ratio of mRNA associated with heavy (4 or more ribosomes) and light (subunits and monosome) ribosome fractions and verified the correlation of this presumed translation index or ribosome association ratio and the amount of protein produced by corresponding mRNA (Fig. 3a and Supplementary Fig. 7b). Wild-type and *ul30aa* cells displayed similar polyribosome association patterns with only 96 genes more- or less-associated with polyribosome in *ul30aa* cells, suggesting that the minor paralog is required for the translation of a small subset of genes (Fig. 3b, c). In contrast, 2094 genes were more-associated with polyribosome and 458 less-associated with polyribosome in *ul30bb*, than in wild-type cells (Fig. 3b, c). This paralog-dependent change in global translation did not directionally correlate with changes in RNA abundance (Supplementary Fig. 8). Therefore, the paralog-specific changes in cell growth and drug resistance are likely related to changes in translation of a defined subset of genes.

**Fig. 3:**
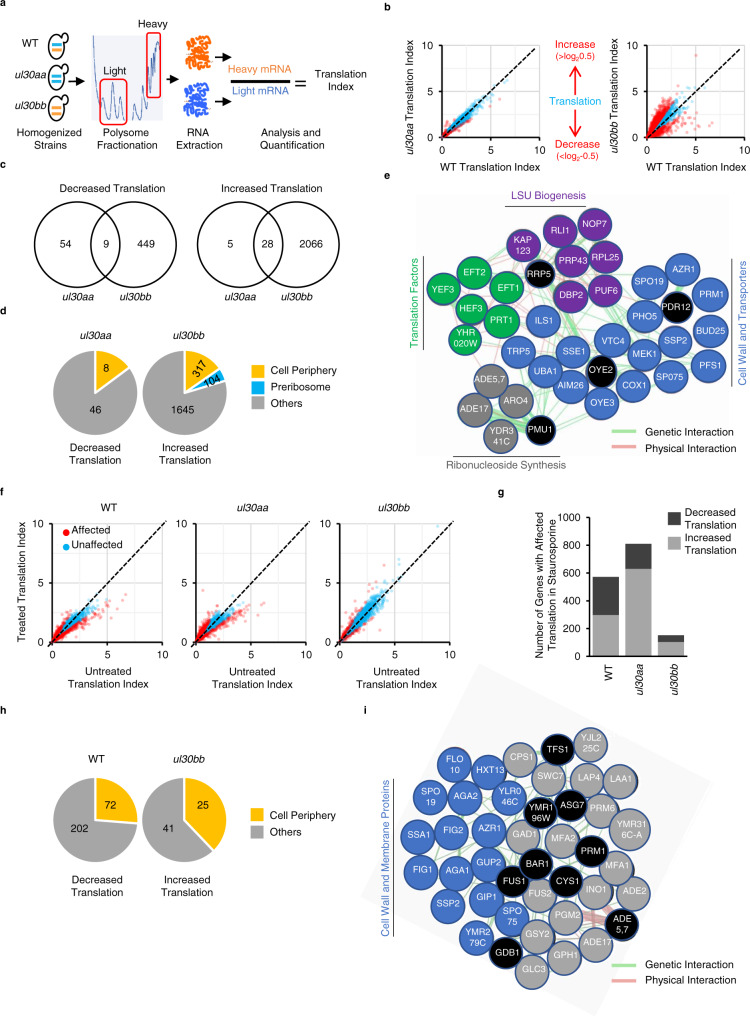
Exposure to staurosporine modulates the translation of genes coding for cell periphery proteins in a paralog-dependent manner. **a** Strategy for determining translation profiles of homogenized *uL30* strains. mRNA was extracted from heavy (polyribosome) and light (monosome and subunits) fractions and sequenced. Translation index was calculated as the ratio of mRNA associated with heavy to light fractions. **b** Translation index of mRNAs (expression > 1 TPM) in homogenized strains is compared to that of wild-type. mRNAs showing differential translation by more than log_2_ 0.5 difference are shown in red. **c** Venn diagrams of number of genes with changed association to polysomes comparing homogenized strains (*ul30aa* and *ul30bb*) to WT identified in (**b**). **d** Distribution of the number of genes present in enriched component gene ontology categories (*p* < 0.001 with Bonferroni correction) for genes with specific changes in association to polysomes. **e** Map of the genetic and physical interactions of the top up-translated genes in *ul30bb* strain was generated with the Genemania network construction tool. Up-translated genes were grouped and colored by functional pathways, genes in black circles are not affected by *ul30bb*. **f** Translation index o**f** mRNAs (expression > 1 TPM) in WT and homogenized strains is compared in cells grown in absence (untreated) or in presence of staurosporine (treated). mRNAs showing differential translation by more than log_2_ 0.5 difference are shown in red. **g** Bar graph showing the number of genes under-translated (dark gray) or over-translated (light gray) in response to staurosporine. **h** Distribution of the number of genes present in enriched component gene ontology categories (*p* < 0.001 with Bonferroni correction) for genes with specific changes in association to polysomes after staurosporine treatment. **i** Map of the genetic and physical interactions of the top up-translated genes in *ul30bb* strain in presence of staurosporine was generated with the Genemania network construction tool. Up-translated genes associated with cell wall and membrane component category were grouped and colored in blue, genes in gray associate with other categories and genes in black circles are not affected by *ul30bb*. RNA sequencing was performed on *n* = 2 biologically independent samples.

Notably, the paralog-dependent changes in translation were not strictly linked to defects in ribosome biogenesis, or reduced ribosome numbers, since the paralog-specific effects on translation were also observed in ul30aa cells, which have similar ribosome biogenesis and ribosome number to those observed in wild-type cells (Fig. 2c and Supplementary Fig. 2f, g). Importantly we noticed that a set of 16 genes were inversely regulated (opposite effects observed in ul30aa and ul30bb cells) by *uL30* paralogs, underlining the paralog-specific effect on translation (Supplementary Data 5). Together these data indicate that uL30 paralogs differentially alter translation.

### The minor paralog of *uL30* induces the translation of cell periphery genes

Gene ontology analysis identified ‘cell periphery’ as the only enriched category that is inversely regulated by *uL30* paralogs. The expression of the A form decreases the translation of cell periphery genes (gene ontology enrichment with *p* value 6.3E−4), while the B form increases the translation of genes in this category (*p* value 1.0E−7; Fig. 3d). Since most cell periphery genes are translated in the endoplasmic reticulum (ER) we examined the effect of uL30 paralog on the translation of ER-translated genes^23^. Interestingly, we also found that ER-translated genes^23^ are over-translated in our *ul30bb* strain with two copies of uL30B (Supplementary Fig. 9). This further supports the link between uL30 paralog and translation of cell periphery genes and is consistent with the proximity of uL30 and its N-terminal domain to the peptide exit channel (Supplementary Fig. 2a). Analysis of the genetic and physical interactions of the top 35 translated genes in *ul30bb* cells identified a tight network of proteins involved in translation, large subunit (LSU) biogenesis, ribonucleoside synthesis, cell wall and transport (Fig. 3e). The paralog-dependent changes in the translation of this network of related genes may explain the paralog-dependent tolerance to staurosporine treatment. Staurosporine affects cell wall integrity through the inhibition of protein kinase C (PKC) and as such the paralog-dependent changes in the expression of cell wall and membrane proteins may alter the drug effect on cell growth^24,25^. We conclude that *uL30* paralogs differentially modulate the translation of cell periphery genes, and that this likely explains the paralog-dependent differences in staurosporine resistance.

### The minor paralog of uL30 tempers staurosporine-dependent modification of translation

Staurosporine altered the translation of ~600 genes in wild type and this number of staurosporine-dependent genes was increased in *ul30aa* cells to 800 and decreased in *ul30bb* cells to only 150 genes (Fig. 3f, g). This indicates that the effect of staurosporine on translation is modulated in a paralog-dependent manner. This paralog-dependent modification of the translation response to staurosporine, at least in the case of ul30aa, occurs even when ribosome biogenesis and ribosome numbers are identical (Supplementary Fig. 2g). Interestingly, the only set of genes that were inhibited in wild-type and induced in *ul30bb* cells after staurosporine treatment were those associated with cell periphery (Fig. 3h). Genes that were most upregulated by staurosporine in the presence of the B, and not the A form were also associated with the cell wall and membrane proteins (Fig. 3i).

These data indicated that *uL30B* increases resistance to staurosporine by increasing the translation of cell periphery genes. We therefore hypothesized that the minor paralog of *uL30* might affect the response to cell wall integrity drugs other than just staurosporine. As postulated, cells expressing the A form were sensitive, while those expressing the B version were resistant to the cell wall integrity drugs ketoconazole and caffeine (Supplementary Fig. 10). We conclude that *ul30bb* dependent resistance to drugs is not limited to staurosporine but extends to other drugs affecting cell wall integrity.

### *uL30* minor paralog selectively induces the translation of mRNAs with long open reading frames

Examining the features of the genes that are differentially translated by *uL30* paralogs identified clear differences in the length of the open reading frames. Coding regions of the top 20 genes, which are more translated in the presence of *uL30b*, are on average >3 times longer than those that are under-translated (Fig. 4a). Comparison between the average ORF length of all the genes that are translated in a paralog-dependent manner with that of all genes in yeast indicated that in general cells expressing uL30B differentially translate long genes over the short genes (Fig. 4b). This change in translation was not linked to changes in mRNA abundance since we did not see any correlation between ORF length and RNA abundance in *ul30aa* and *ul30bb* cells (Supplementary Fig. 8c). The paralog-dependent change in translation of long ORFs is not linked to translation efficiency. Most of the long genes that are differentially translated between ul30bb and ul30aa cells have average translation index in wild-type cells (when calculated as the ratio of mRNA associated with heavy polyribosome/mRNA associated with light ribosomes (Supplementary Figs. 11a and 12). However, we found that the ribosome density decreases as the ORF length increases as previously observed (Supplementary Fig. 11b)^26^. Therefore, the increased translation of long ORFs in *ul30bb* cells is not linked to the fraction of the mRNA associated with heavy polysomes in wild type but could be linked to ribosome density. Remarkably, expression of long and short ORFs were inversely affected in *ul30aa* and *ul30bb* cells upon exposure to staurosporine. For example, while ORFs over-translated in response to staurosporine in *ul30aa* were relatively short, those over-translated in *ul30bb* were long when compared with wild-type cells (Fig. 4b, lower panel). Therefore, the observed ORF length-dependent change in translation after staurosporine is not restricted to *ul30bb* cells, which exhibit difference in ribosome biogenesis, but instead extends to *ul30aa*, which displays no major defect in ribosome production (Supplementary Fig. 2f, g). The effect of the shift in mRNA association to ribosomes on protein abundance was examined by mass spectrometry. As indicated in Fig. 4c, the protein abundance in *ul30bb* was reduced for genes showing decreased association with ribosome and increased for those showing increased association with ribosome. This confirms that in most cases the change in mRNA association with ribosome associates with changes in the amount of proteins produced in the cell.

**Fig. 4:**
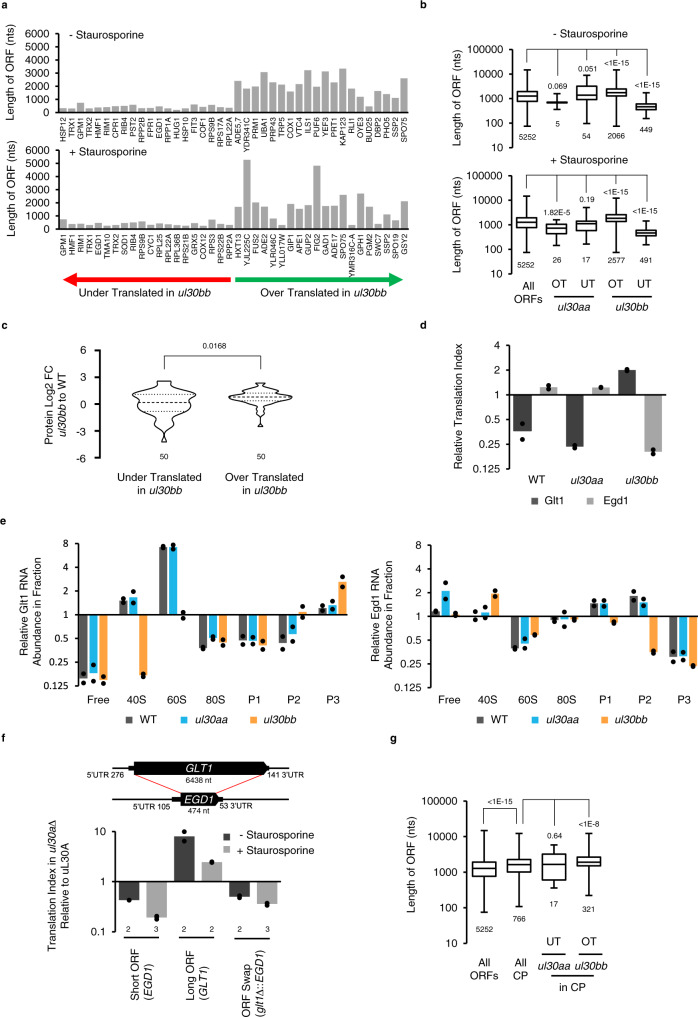
Paralogs of *uL30* modulate cell response to drug by altering the translation of long genes. **a** Top 20 genes over- or under-translated in *ul30bb* in absence (top panel) or presence (lower panel) of staurosporine are plotted relative to ORF length in nucleotides. Genes are ordered on the X-axis according to the magnitude of change in translation. **b** Box plots comparing the ORFs length of all genes and genes that are over-(OT) and under-translated (UT) in *ul30aa* and *ul30bb* in absence (top panel) or presence (lower panel) of staurosporine. Box limits represent the first and third quartiles, the middle line is the median and whiskers extend to minima and maxima. ORFs numbers in each category is stated at bottom. The results of two-tailed Mann–Withney test indicated on top. **c** The violin plots show the relative change in the protein abundance of the top 50 OT and UT genes in *ul30bb*. The data obtained from *n* = 4 (WT) and *n* = 2 (*ul30bb*) biologically independent samples. The result of two-tailed Mann–Withney test indicated on top. **d** Translation index of long (Glt1, 6438 nt) and short (Egd1, 474 nt) ORFs determined by RT-qPCR and normalized to middle size ORF (Osh6, 1344 nt). The black circles indicate data from *n* = 2 biologically independent samples. **e** Relative enrichment of Glt1 and Egd1 was monitored across sucrose gradients fractions as described in (**d**). P1 are di-trisomes, P2 are quadra-penta-hexasomes and P3 are heptasomes to decasomes fractions. **f** *GLT1* ORF was substituted by *EGD1* ORF (top panel) in strains containing or lacking major paralog of uL30. Graph shows the relative change in translation for the endogenous *EGD1*, *GLT1*, and the chimeric gene (*glt1*Δ::*EGD1*) upon deletion of uL30A in absence (−) or presence (+) of staurosporine. The number of independent biological replicates is indicated at bottom. **g** ORFs length of cell periphery proteins (CP) genes and genes that are under- (UT) or over-translated (OT) in *ul30aa* and *ul30bb* strains are represented as in (**b**). The RNA sequencing data in (**a**, **b**, **g**) are generated using *n* = 2 biologically independent samples.

The ORF length-dependent translation was next validated by RT-qPCR using the long *GLT1* (6438 nt) and short *EGD1* (474 nt) model ORFs (Fig. 4d). Once again, the translation of long and short ORFs were inversely regulated in *ul30aa* and *ul30bb* cells. The differences in the translation of mRNAs of different lengths was not due to differences in the early initiation phases, as the amount of free mRNA did not vary in cells expressing different paralogs (Fig. 4e). Instead, we observed increased association of the long ORFs with the heavy polyribosome in cells expressing uL30B. Curiously, this minor isoform also decreased the ratio of long/short ORF co-sedimentation with the 40S and 60S fractions, mostly due to an increased association of the short ORF mRNA in these fractions (Fig. 4e). It is not clear if this unusual co-sedimentation pattern with the 60S fraction represents an abnormal association with the subunit or a coincidental co-sedimentation of an independent mRNA protein complex. In all cases, it is clear that uL30B favors the optimal translation of long ORFs, through increased association with ribosomes.

To further investigate the importance of ORF length to uL30B-dependent translation, we replaced *GLT1*’s long ORF with the short *EGD1* ORF and monitored translation before and after staurosporine treatment. Strikingly, changing the ORF length abolished both paralog- and staurosporine-dependent translation, confirming the importance of ORF length to uL30B effect on translation (Fig.4f and Supplementary Fig. 13). Interestingly, ORFs coding for cell periphery proteins, as a group, are longer than the average ORF length, explaining their increased expression in the presence of uL30B (Fig. 4g). We conclude that the *uL30* paralog-dependent response to staurosporine is mediated by differential translation of genes with long ORFs.

### uL30 minor paralog-dependent drug resistance is not due to differences in ribosome biogenesis

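RNA was sequenced from 2 cultures each of wild-type (WT), R28P-30A and R28P-30B cells grown at 30 °C. R28P-30A and R28P-30B are named after plasmids that carry the cDNA of RPL7A (uL30A) or RPL7B (uL30B) behind the RPS28A promoter. The sample labels give both yeast complete medium and a synthetic minimal medium. Each culture gave a library from the total extract, from the light ribosome fraction (subunits and monosomes) and from the heavy polyribosome fraction (4 or more ribosomes), 18 libraries in all. The authors enriched poly(A) RNA, aligned the reads to the yeast genome (R64) with STAR, kept every valid position of a read that maps to several, and counted reads on genes with featureCounts. They deposited reads scaled to the same total in each library (CPM) for all 18 libraries, and reads scaled by gene length as well (TPM) for 16 of them. In every library 100% of the CPM values lie within 0.05 of a whole number of reads, and the reads per library were recovered from them. WT libraries held 26699585 and 28095211 reads in total extracts, 24541735 and 27868759 in light fractions, and 20677312 and 28640852 in heavy fractions. Libraries labelled R28P-30A held 28451342 and 31525927 reads in total extracts, 17373839 and 19244036 in light fractions, and 27148455 and 27771470 in heavy fractions. R28P-30B libraries held 22013633 and 26945553 reads in total extracts, 24392046 and 26452223 in light fractions, and 21576423 and 23834342 in heavy fractions.

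The translation index of a gene was its CPM in the heavy fraction divided by its CPM in the light fraction of the same culture, averaged over the 2 cultures of a strain. Genes were kept above 1 TPM in the mean of the 2 WT total extracts and above 0 CPM in all 12 polysome libraries. TPM was recomputed from the recovered reads and the coding length of each gene. The deposited TPM appears to divide the reads by the gene length minus a number that differs between libraries. This form is inferred and cannot hold for genes shorter than that number. The 2 filters left 5665 genes.

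Both plasmid strains are listed with chromosomal RPL7A replaced by URA3, chromosomal RPL7B deleted, and LEU2 on the plasmid, in cells that lack their own URA3 and LEU2 (Supplementary Data 1). In total extracts of R28P-30B, RPL7A (YGL076C, chromosome VII 364335 to 365996) was at 4.44 ± 0.201 TPM (SD, n = 2 cultures), against 1605 ± 10.3 TPM in WT. RPL7B (YPL198W, chromosome XVI 173152 to 174702) was at 3961 ± 220.1 TPM in R28P-30B and 323 ± 1.92 TPM in WT. In total extracts labelled R28P-30A, RPL7A was at 2120 ± 108 TPM and RPL7B at 246 ± 11.8 TPM. The paralogs are nearly identical and the authors kept all positions of shared reads, so their values are uncertain by the shared part. In total extracts of R28P-30B, RPL7A took 0.112% of the reads of the pair. URA3 (YEL021W) had 47409 reads over the 6 R28P-30B libraries, 11 over the 6 libraries labelled R28P-30A and 3 over the 6 WT libraries. LEU2 (YCL018W) had 96411, 13091 and 6 reads in the same order. The small nucleolar RNAs snR39 (chromosome VII 365163 to 365251) and snR59 (chromosome XVI 173827 to 173904) lie in introns of RPL7A and RPL7B, which the plasmid cDNAs lack. They had 2616 and 563 reads in the libraries labelled R28P-30A, 2596 and 631 in WT, and 1 read each in R28P-30B. The RPL7B, URA3, snR39 and snR59 reads go against the label R28P-30A, while the LEU2 reads also set these libraries apart from WT. They are therefore called the libraries labelled R28P-30A throughout, and any difference drawn from them rests on that label. The summed TPM of RPL7A and RPL7B was 1.23 times WT in total extracts labelled R28P-30A and 2.06 times WT in R28P-30B. In each strain the 2 libraries lay above both WT libraries (exact permutation test, two-sided p = 0.33, the smallest p that 2 cultures against 2 allow).

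**Figure D1:**
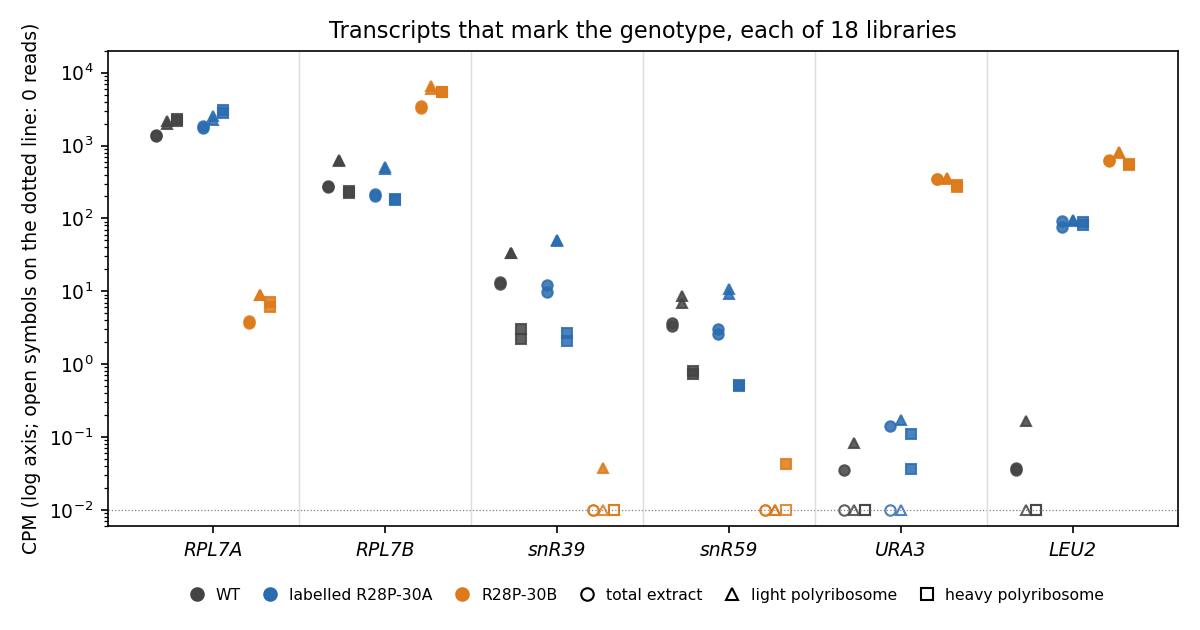
CPM (logarithmic axis) of RPL7A, RPL7B, snR39, snR59, URA3 and LEU2 in each of the 18 libraries, by strain and fraction. Open symbols on the dotted line mark libraries with 0 reads. URA3 is high in R28P-30B alone, while snR39 and snR59 are read in WT and in the libraries labelled R28P-30A.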

To evaluate the contribution of their chromosomal loci and regulatory sequences to the paralogs’ functional specificity, we compared cells expressing the cDNA of either paralog from identical plasmids and promoters (Fig. 5a, b). The cDNAs were transcribed from the promoter of the 40S subunit protein *eS28A/RPS28A* as the sole source of uL30 protein in the cell. Unlike the native copy, the plasmids borne copies of uL30A or uL30B equally increased the abundance of total uL30 mRNA produced in the cell (Fig. 5c and Supplementary Fig. 14a). As would be expected, the increased mRNA abundance did not increase the amount of uL30 proteins, as free RPs are rapidly degraded (Supplementary Fig. 14b)^27^. Importantly, plasmids did not alter the amount of other RPs or rRNA suggesting that the ribosome numbers in these cells remain similar (Supplementary Fig. 14c–e). However, expression of the ORFs from the plasmid eliminated differences in the paralogs’ Kozak scores and thus reduced the preferential association of the A mRNA with heavy polyribosomes (Supplementary Fig. 6). The lower Kozak scores and reduced association with heavy polyribosome of uL30B that favors the translation of uL30A are altered when it is expressed from plasmid. This indicates that the native and plasmid-borne copies of the uL30 are not translated in the same way. Together these results indicate that cells expressing *uL30* copies from plasmids generate equal amount of protein forms and ribosomes but differ from wild-type cells in paralog mRNA abundance and translation pattern.

**Fig. 5:**
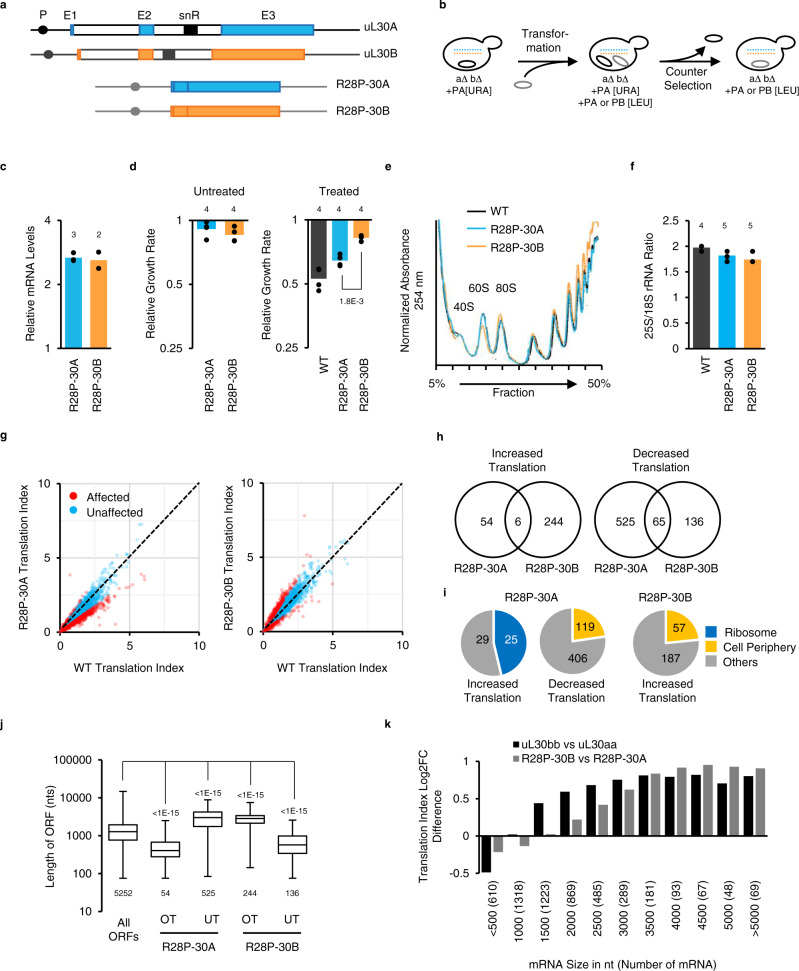
*uL30B* promotes translation of long mRNAs and staurosporine resistance independent of the noncoding regulatory sequences. **a** Endogenous wild-type genes are shown on top and those of plasmids expressing paralogs cDNA from *RPS28A* promoter and *ADH1* terminator sequences are below. Blue, orange and white boxes indicate exons of *uL30A*, *uL30B* and introns. Lines show 5′ and 3′ UTRs. P, E1, E2, E3 and snR indicate position of promoter, exon 1–3, and snoRNA. **b** Strategy for creating haploid yeast strains expressing a single copy of uL30 genes from plasmids. **c** uL30 mRNA expression from plasmid was quantified by RT-qPCR relative to endogenous mRNA. **d** Growth of cells harboring R28P-30A or R28P-30B plasmids compared to that of WT in absence (left panel) or presence (right panel) of staurosporine. The results of two-tailed paired *t* test indicated at bottom. **e** Polysome profiles of cells expressing uL30 from plasmid. Curves are representative examples from *n* = 3 biologically independent samples. **f** The ratio of 25S to 18S rRNA was determined by capillary electrophoresis. **g** Translation index of mRNAs (expression > 1 TPM) detected in R28P-30A or R28P-30B was compared to that of wild-type. Differentially translated mRNAs (difference > log_2_ 0.5) are shown in red. **h** Venn diagrams of the number of genes showing differential polyribosome association in (**g**). **i** Number of differentially translated genes in each enriched component gene ontology category (*p* < 0.001 with Bonferroni correction). **j** Box plots representing the length of differentially translated ORFs. Box limits represent the first and third quartiles, the middle line is the median and whiskers extend to minima and maxima, the number of ORFs in each category is stated under the boxes, the results of two-tailed Mann–Withney test are stated above. **k** Bar graph showing the relative translation index for B/A paralogs according to mRNA sizes. RNA sequencing for (**g**–**k**) was performed on *n* = 2 biologically independent samples. The number of biologically independent samples shown in (**c**, **d**, **f**) is stated above the bars representing the means.

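By the rule of the legend, 745 of the 5665 genes differed from WT in the libraries labelled R28P-30A, 65 with a higher and 680 with a lower translation index. In R28P-30B, 503 genes differed from WT, 271 higher and 232 lower. Of these, 60 were higher in the libraries labelled R28P-30A and not in R28P-30B, 266 higher in R28P-30B and not in the former, and 5 higher in both. Lower in the libraries labelled R28P-30A and not in R28P-30B were 599, lower in R28P-30B and not in the former 151, and lower in both 81. These counts take each direction by itself, and 66 of the 599 and of the 266 are the same genes, lower in the libraries labelled R28P-30A and higher in R28P-30B. The strains share their WT cultures, so overlap between unchanged strains was simulated with 100 draws. Each draw made all 6 cultures anew around the mean WT index, with noise independent between genes. Both simulated strains shared the drawn WT cultures. The simulated strains gave a median of 57 and 59.5 differing genes, with 9 higher in both (3 to 15) and 10 lower in both (2 to 19). These call counts lie far below the 745 and 503 observed. The simulation therefore shows what shared WT cultures alone give, and not what overlap chance gives at the observed counts. With the same limit, it gave a median of 1 (0 to 3) for the 66 genes that moved in opposite directions. Their number depends on the choices made: it was 35 when centred on the median gene, 33 with scaling without ribosomal protein genes, 10 under the filter on the deposited TPM (chosen after seeing the data), 2 when all 4 pairs of cultures had to pass and 1 at a threshold of log2 1, and the simulation was not repeated for these. Across genes, which are not independent replicates, the log2 fold changes of the strains correlated at −0.0733, against 0.495 (0.429 to 0.553) in the simulation. RPL7B and URA3 reads contradict the label of the first strain, so its directions hold for the libraries as labelled.

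A threshold of log2 1 lowered the counts to 66 genes for the libraries labelled R28P-30A and 38 for R28P-30B. Computing the index from the deposited TPM raised both, to 3572 in R28P-30B. The deposited TPM lacks the heavy fraction of R28P-30A replicate 1, so the other count rests on 1 culture of that label and is not given. An alternative chosen after seeing the data set the expression filter on the deposited TPM of WT total extract replicate 1 and kept 2543 genes. Under it 62 genes were higher and 148 lower in the libraries labelled R28P-30A. The deposited TPM raises short genes over long ones, so this filter also selects by coding length. The same filter left 71 higher and 159 lower genes in R28P-30B, and more genes were also lower than higher in R28P-30B at log2 1 (18 and 20), with scaling without ribosomal protein genes (247 and 251) and without R28P-30B replicate 2 (238 and 262). Which side holds more genes there therefore depends on these choices and on 1 culture. The median gene of the libraries labelled R28P-30A lay at −0.13 against WT on the log2 scale. Fold changes centred on the median gene gave 182 higher and 383 lower genes in these libraries, so the lower share depends on the scaling. Leaving out WT replicate 1 raised the R28P-30B count to 765.

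limma with Benjamini-Hochberg adjustment, on log2((heavy CPM + 0.1)/(light CPM + 0.1)) per culture, called 1747 genes in the libraries labelled R28P-30A against WT, 315 higher and 1432 lower. In R28P-30B against WT it called 1282 genes, 704 higher and 578 lower. With each culture centred on its median gene, the calls for the libraries labelled R28P-30A became 862 higher and 607 lower, and those for R28P-30B 658 and 668. Scaling without ribosomal protein genes gave 660 and 657 for R28P-30B. An edgeR quasi-likelihood test of the interaction between strain and fraction on the recovered reads called 666 higher and 411 lower in the libraries labelled R28P-30A, and 514 higher and 364 lower in R28P-30B. Under the filter on the deposited TPM, limma called 239 higher and 217 lower genes in the libraries labelled R28P-30A and 120 higher and 342 lower in R28P-30B. For the libraries labelled R28P-30A, limma called 1043 genes without WT replicate 1 and 1132 without R28P-30A replicate 2. For R28P-30B it called 384 without WT replicate 2, 459 without R28P-30B replicate 2 and 835 without R28P-30B replicate 1. A strain left with 1 culture was assumed to vary like the other strains.

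RPS28A (YOR167C, chromosome XV 648804 to 649007), whose reads can be shared with its paralog RPS28B, had an index of 0.220 ± 0.0268 (SD, n = 2) in the libraries labelled R28P-30A and 0.113 ± 0.00243 in WT. Its log2 fold change was 0.96 (standard error 0.10, adjusted p = 1.56e-05 from limma). USV1 (YPL230W, chromosome XVI 115312 to 116487) fell by 1.41 on the log2 scale in the same libraries (standard error 0.15, adjusted p = 1.56e-05). In R28P-30B, YBR032W (chromosome II 301519 to 301821) had an index of 0.533 ± 0.00392 against 0.156 ± 0.0367 in WT, a log2 fold change of 1.79 (standard error 0.24, adjusted p = 0.000127). SPI1 (YER150W, chromosome V 468370 to 468816) fell by 1.61 in R28P-30B (standard error 0.15, adjusted p = 4.24e-06). RPL7B rose by 1.22 there (standard error 0.09, adjusted p = 9.77e-07), with the limit on its shared reads given above. The other genes picked by the rule for named genes were RPP2A and RPL43A (higher), YKL044W and RGM1 (lower) in the libraries labelled R28P-30A, and RRT5 (higher), YML100W-A and YNL143C (lower) in R28P-30B. Their log2 fold changes ran from −1.79 in YKL044W to 1.30 in RRT5. YML100W-A passed at an adjusted p of 0.0294, and lost the call without WT replicate 1 (0.293), without R28P-30B replicate 1 (0.0863) and without R28P-30B replicate 2 (0.142). YNL143C passed at 0.0109, and lost the call without WT replicate 2 (0.202) and without R28P-30B replicate 1 (0.089).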

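Coding lengths were compared across genes, which are not independent replicates, for genes called in one direction in one strain and not in that direction in the other. The 60 such genes higher in the libraries labelled R28P-30A had a median coding length of 357 nt (quartiles 268.5 and 629.25 nt). The 599 genes lower in these libraries had a median of 2724 nt (quartiles 1357.5 and 4168.5 nt). In R28P-30B, the 266 higher genes had a median of 2761.5 nt (quartiles 1866 and 3348 nt) and the 151 lower genes 486 nt (quartiles 280.5 and 757.5 nt). The higher and the lower genes differed in length in R28P-30B and in the libraries labelled R28P-30A (two-sided Mann-Whitney statistic across genes with 100000 permutations, p = 1e-05 each, the smallest these permutations can give). The 599 and the 266 genes share 66, with a median of 3433.5 nt. Without genes called in the other strain in either direction, a choice made after seeing the data, the medians were 357 nt (58 genes) and 2643 nt (533 genes) in the libraries labelled R28P-30A, and 2590.5 nt (200 genes) and 489 nt (149 genes) in R28P-30B. Between the strains, the same permutation test on these classes gave p = 0.0387 for the 533 and the 200 genes and p = 0.0642 for the 58 and the 149. These directions take the first strain as labelled, against its RPL7B and URA3 reads. When the threshold had to be passed in all 4 pairs of cultures, the medians were 298.5 nt (14 genes) and 2743.5 nt (246 genes) in the libraries labelled R28P-30A, and 2592 nt (95 genes) and 444 nt (57 genes) in R28P-30B.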

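Between the 2 cultures of the same strain, 151 genes in WT, 212 in the libraries labelled R28P-30A and 160 in R28P-30B differed in translation index by more than log2 0.5. Between a WT culture and a culture labelled R28P-30A, 650 to 1010 genes differed by as much over the 4 pairs of cultures. The 4 pairs of WT and R28P-30B gave 377 to 895 genes. The numbers between strains therefore exceed those between cultures of 1 strain in every pair.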

Comparison between cells expressing different versions of *uL30* genes from plasmids indicated, that unlike the chromosomal copies, the plasmid-borne versions equally supported growth and subunits production under normal conditions (Fig. 5d–f). This might be due to the difference in expression and translation of the plasmid-borne copies. However, despite the lack of differences in ribosome biogenesis, cells expressing the B form from the plasmid were more resistant to staurosporine than those expressing the A form (Fig. 5d). The B form-specific increase in translation of long ORFs and cell periphery genes was also maintained in cells expressing the paralogs from plasmids (Fig. 5g–i). 

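Genes of the cell periphery were taken from 7 gene ontology terms, in place of the planned list of the paper (Fig. 4g), whose copy at hand is incomplete. The set is therefore not the paper's, and 576 of the 600 genes passed the expression filter. They and the ribosomal protein genes were tested with camera of limma, with a preset correlation between genes of 0.01, and p was adjusted over the 6 tests of 2 sets in 3 comparisons. In R28P-30B the cell periphery median of the log2 fold change against WT was 0.04, against −0.04 over all genes tested (higher, p of 0.0273, adjusted p = 0.0328). In the libraries labelled R28P-30A, whose label the RPL7B and URA3 reads contradict, the median was −0.21, against −0.13 over all genes (lower, p of 0.00934, adjusted p = 0.014). R28P-30B compared directly with the libraries labelled R28P-30A gave a median of 0.22, against 0.07 over all genes (higher, p of 0.00217, adjusted p = 0.00435). Under fry, which tests a set against no change and not against the other genes, the 3 calls held. Its adjusted p were 0.04, 0.000952 and 0.000952 in the same order. In the last 2 comparisons all genes were shifted in the called direction (medians of −0.13 and 0.07), which fry does not set apart. With an estimated correlation the unadjusted p was 0.0428 for the libraries labelled R28P-30A, 0.0281 for the direct comparison and 0.0637 for R28P-30B against WT, and no call held after adjustment. The call for R28P-30B against WT was also lost without R28P-30B replicate 1 (unadjusted p of 0.511) and without WT replicate 2 (0.129). The call for the libraries labelled R28P-30A was lost after adjustment without WT replicate 1 (adjusted p = 0.0531), and that for the direct comparison without R28P-30B replicate 1 (adjusted p = 0.0653). Cell periphery genes had a median coding length of 1644 nt, against 1212 nt over the genes tested. In a permutation test across genes against 10000 random sets matched on coding length, the cell periphery median differed in the libraries labelled R28P-30A (two-sided p = 0.0056), but not in R28P-30B (p = 0.78) or in the direct comparison (p = 0.0542). By the rule of log2 0.5, cell periphery genes made up 41 of the 271 higher genes in R28P-30B, 15.1% against 10.2% of the genes tested (Fisher's exact test across genes, two-sided p = 0.00957).

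The 137 ribosomal protein genes, many of which share reads with a paralog, had a median log2 fold change of 0.34 in the libraries labelled R28P-30A (higher, p of 4.33e-45, adjusted p = 2.6e-44 from camera). In R28P-30B it was 0.03 (adjusted p = 0.209), and in the direct comparison −0.31 (lower, p of 1.37e-18, adjusted p = 4.1e-18). Under fry both calls held (adjusted p of 0.0121 each), and with an estimated correlation neither held after adjustment (unadjusted p of 0.0299 and 0.0938). The 10000 random sets matched on coding length had medians of −0.04 in the libraries labelled R28P-30A, −0.22 in R28P-30B and −0.19 in the direct comparison. The ribosomal protein median differed from them in all 3 comparisons (permutation across genes, two-sided p = 0.0002 each, the smallest these sets can give), R28P-30B against WT included, where camera made no call. Of the 65 genes higher in the libraries labelled R28P-30A, 24 encode ribosomal proteins, 36.9% against 2.42% of the genes tested (Fisher's exact test across genes, p = 3.54e-23).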

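The dependence of the translation index on coding length was measured in each culture as the slope of log2 index on log2 coding length over the 5665 genes. The slope was 0.381 ± 0.0388 (SD, n = 2 cultures) in WT, 0.279 ± 0.0171 in the cultures labelled R28P-30A and 0.522 ± 0.00281 in R28P-30B. R28P-30B exceeded WT by 0.141 and the cultures labelled R28P-30A by 0.243, and the cultures labelled R28P-30A lay at −0.102 from WT. The cultures of no strain overlapped those of another, and each difference gave p = 0.33 in a two-sided exact permutation test. The direction for the cultures labelled R28P-30A takes the label as given, against their RPL7B and URA3 reads.

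The slopes were also taken for each fraction over the total extract of the same culture. For the light fraction they were −0.253 ± 0.0228 in WT, −0.15 ± 0.0489 in the cultures labelled R28P-30A and −0.409 ± 0.0168 in R28P-30B. For the heavy fraction they were 0.127 ± 0.016, 0.129 ± 0.0318 and 0.113 ± 0.014 in the same order, and the strains overlapped. The difference between R28P-30B and the cultures labelled R28P-30A was −0.259 for the light fraction and −0.0154 for the heavy fraction. An alternative chosen after seeing the data set the expression filter on the deposited TPM of WT total extract replicate 1 and kept 2543 genes. Under it the difference in slope between R28P-30B and the cultures labelled R28P-30A was 0.112. That between the latter and WT was 0.00316. This TPM raises short genes 288 times over long ones, so the filter also selects by coding length. These values therefore cannot show how the slope depends on expression alone.

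**Figure D2:**
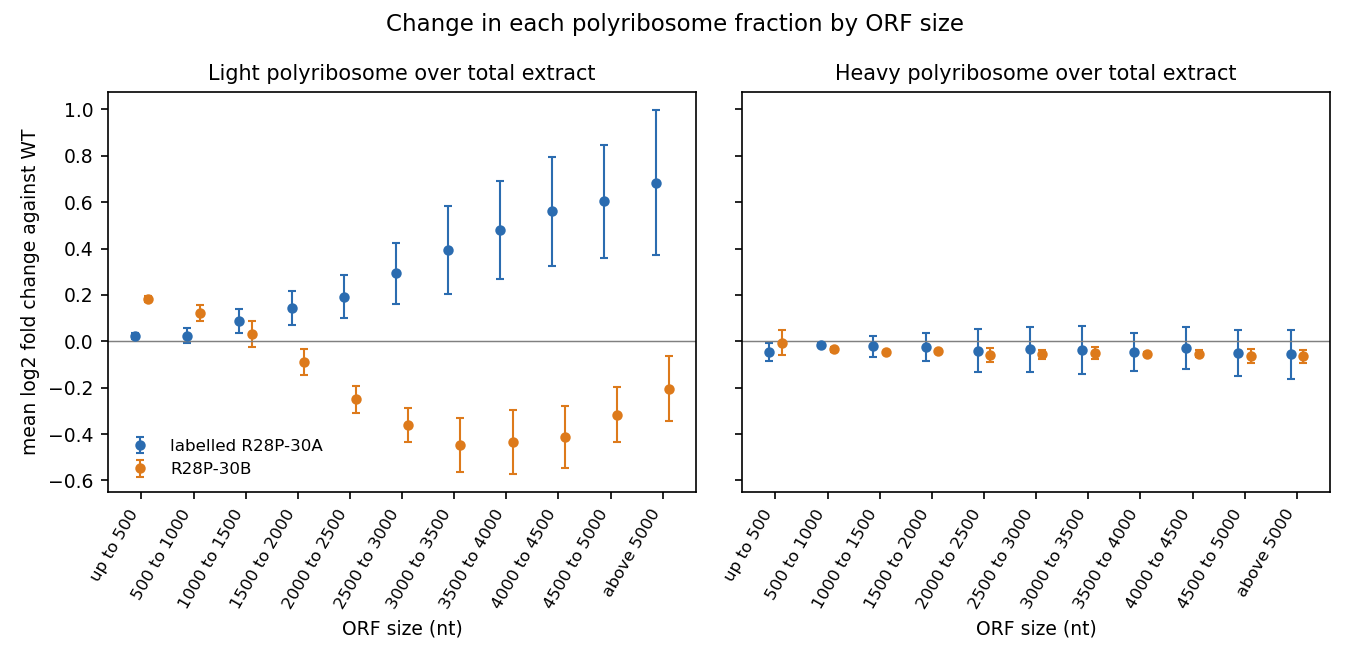
Mean log2 fold change against WT of the light fraction over the total extract and of the heavy fraction over the total extract, in 11 bins of coding length (nt), for R28P-30B and the libraries labelled R28P-30A. Bars span the 4 pairs of cultures. In the longest bin the light fraction stands at 0.68 in the libraries labelled R28P-30A and at −0.20 in R28P-30B, and the heavy fraction at −0.06 and −0.07.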

The differential effects of the uL30 paralog on the translation of long ORFs was also maintained when they are expressed from plasmid and was confirmed using RT-qPCR (Fig. 5j, k and Supplementary Figs. 14f, 15). This indicates that uL30 paralog may differentially alter the translation pattern independent of any regulatory or intervening sequence (e.g., introns or snoRNA) or significant variations in ribosome production or number (e.g., the 60S biogenesis defects). 

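In R28P-30B compared directly with the libraries labelled R28P-30A, 1416 genes differed in translation index by more than log2 0.5, 1159 higher and 257 lower in R28P-30B. The 4 pairs of cultures gave 1460 to 1596 such genes each, and 809 genes were higher and 89 lower in all 4. limma called 2609 genes, 1738 higher and 871 lower. Centred on the median gene, the rule gave 1005 higher and 427 lower genes. With each culture centred, the limma calls turned to 1201 higher and 1862 lower, so which side holds more of them depends on the scaling. The filter on the deposited TPM, chosen after seeing the data, left 164 higher and 216 lower genes by the rule and 247 and 648 in limma. More genes were lower than higher under it, but it also selects by coding length. PRM7 (YDL039C, chromosome IV 381985 to 384081) had an index of 1.23 ± 0.328 (SD, n = 2) in R28P-30B and 0.362 ± 0.121 in the libraries labelled R28P-30A, a log2 fold change of 1.78 (standard error 0.18, adjusted p = 6.27e-07 from limma). RRT5 (YFR032C, chromosome VI 222090 to 222959) had a log2 fold change of 1.85 (standard error 0.15, adjusted p = 1.38e-07), and YBR032W one of 1.81. RPL41B (YDL133C-A, chromosome IV 221724 to 221801), which can share reads with RPL41A, fell by 1.35 (standard error 0.18, adjusted p = 9.71e-06). AIM1 (YAL046C, chromosome I 57029 to 57385) fell by 1.05 (standard error 0.13, adjusted p = 4.23e-06). YML007C-A fell by 1.11 (adjusted p = 0.04), and its adjusted p rose to 0.0936 without R28P-30B replicate 1, 0.158 without R28P-30B replicate 2, 0.114 without R28P-30A replicate 1 and 0.0616 without R28P-30A replicate 2. The comparison takes the libraries labelled R28P-30A as expressing uL30A from the plasmid, and their RPL7B, URA3, snR39 and snR59 reads go against this. The paper proposes that the paralogs alter translation without regulatory or intervening sequences or changes in ribosome production. It draws this from the different translation of long ORFs and cell periphery genes between cells carrying the plasmid-borne paralogs. These plasmids share promoter and terminator and have no introns. It also draws on RT-qPCR of long ORFs, growth with and without staurosporine, polysome profiles, and rRNA and ribosomal protein amounts. Those experiments were not analysed here. The paper concludes that the translation and drug resistance phenotypes of the minor paralog do not depend on defective synthesis of the large subunit.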

We conclude that the uL30 minor paralog-specific translation and drug resistance phenotypes do not depend on defects in the synthesis of the 60S subunit.

### The different functions of the *uL30* paralogs are driven by differentially acetylated N-terminal domain sequences

Most of the differences between the uL30 copies are found in the first 42 amino acids of the N-terminal domain (Fig. 6a and Supplementary Fig. 6b). Indeed, the N-terminus includes 4 out of the 5 non-identical amino acid that distinguish between the uL30 versions and features paralog-specific acetylation. In total extract, the N-terminal serine residue of the B form is 100% acetylated, while the alanine residue at the corresponding position of the A version is mostly unmodified (Fig. 6a, b). The acetylation level of the A, and not the B, form depends on the levels and ratios of the two paralogs. In strains containing plasmids encoding the uL30A paralog under the control of a heterologous promoter the percent of acetylated A form was 75%, compared to 10% in wild type. In contrast, expression from a plasmid had no effect on the mostly acetylated B form (Supplementary Fig. 16c). This lack of difference in B form acetylation may explain the reduced difference between the A and B phenotypes when the paralog is expressed from plasmids.

**Fig. 6:**
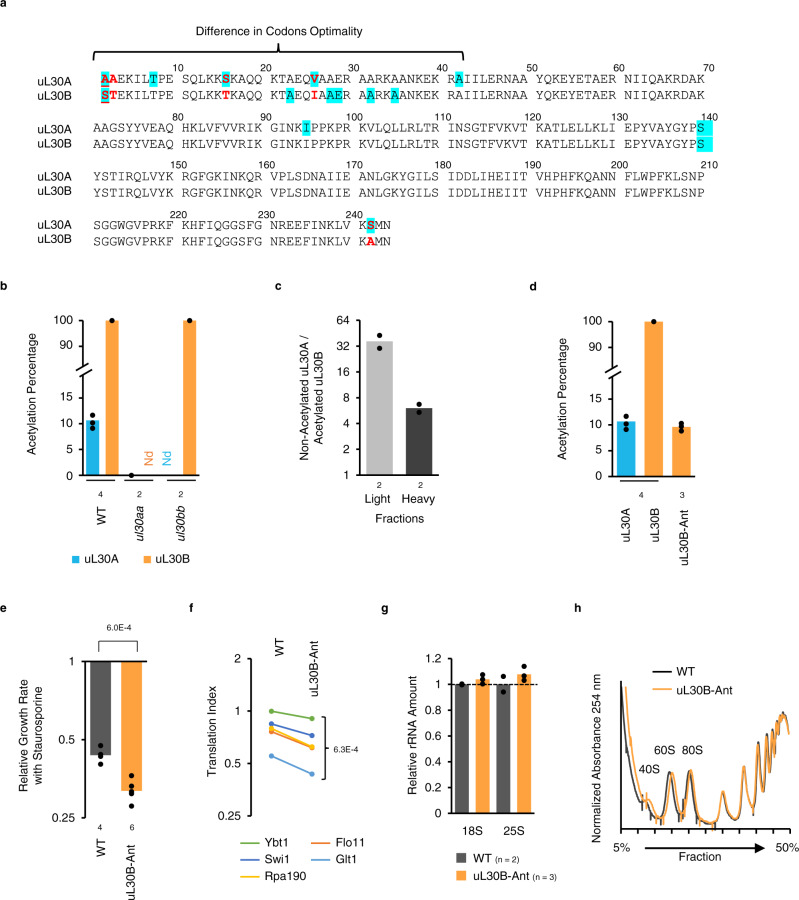
Post-translation modification alters function of uL30 paralogs. **a** Amino acid sequences of uL30 paralogs were aligned using Clustal/W2. Different amino acids are indicated in red, amino acids encoded by suboptimal codon are highlighted in cyan and position of N-terminal acetylation is underlined. **b** N-terminal acetylation was measured by mass spectrometry in wild-type, *ul30aa* and *ul30bb* cells. The number of biologically independent samples is indicated at bottom. **c** N-terminal acetylation level of uL30 proteins detected in light (60S) and heavy (heptamers and heavier) polyribosome fractions in WT cells using mass spectrometry. The number of biologically independent samples is indicated at bottom. The ratio of non-acetylated uL30A over acetylated uL30B in each fraction is reported. **d** N-terminal acetylation was measured by mass spectrometry in wild-type and uL30B-Ant mutant. The number of biologically independent samples is indicated at bottom. **e** Relative growth rates of WT and uL30B-Ant mutant after exposure to staurosporine. The results of the two-tailed *t* test assuming unequal variance are indicated on top. The number of biologically independent samples is indicated at bottom. **f** Translation index of 5 long mRNAs (3945-6438 nt) that were found down regulated in *ul30aa* by RNA sequencing was analyzed by RT-qPCR in WT and uL30B-Ant. The result of the paired two-tailed *t* test of the change in the translation of the indicated genes is shown on the right. **g** 18S and 25S rRNA was quantified by capillary electrophoresis and reported relative to WT. The number of biologically independent samples is indicated at bottom. **h** Polysome profiles of WT and uL30B-Ant. Curves are representative examples of biologically independent samples *n* = 2 WT and *n* = 4 uL30B-Ant.

The acetylated uL30 proteins were more abundant in heavy polyribosomes, and exposure to staurosporine increased the amount of ribosome incorporating the 100% acetylated B form (Figs. 6c, 2g and Supplementary Fig. 16). Notably, the small proportion of uL30A proteins that were acetylated were also preferably found in heavy polyribosome (Supplementary Fig. 16a). This indicates that ribosomes with acetylated uL30 are more likely to be in heavy polyribosomes, which normally are associated to longer ORFs. We conclude that the minor paralog of uL30 is differentially acetylated and incorporated into actively translating ribosome.

The differential acetylation of uL30 paralogs and their resulting effects on translation and staurosporine resistance depend on the sequence of the N-terminal domain. As indicated in Fig. 6d, swapping the first 42 amino acids of the chromosomal copy of the B form with the A version abolished the hyper-acetylation of the B form. As expected, this swap (uL30B-Ant), which only modifies the amino acid sequence of the uL30B N-terminus, without affecting the overall chromosomal structure of either A or B genes or ribosome numbers, also increased cell sensitivity to staurosporine and reduced the translation of long ORFs (Fig. 6e–h).

Next, we swapped the N-terminal domains of uL30A and uL30B in the context of the same plasmid and promoter sequences (Supplementary Fig. 17a). Swapping the N-terminus on a plasmid thus produced the chimeric protein as the sole source of uL30. This clearly also swapped the effect of the paralogs on growth, staurosporine resistance and translation of long ORFs, with little effect on ribosome numbers, biogenesis, or overall polyribosome profile (Supplementary Fig. 17). The lack of connection between the paralog-specific translation and tolerance to staurosporine is also clear form the general comparison of the rRNA and growth rate of the different strains used in this study (Supplementary Figs. 18 and 19). All strains except those showing uL30A dependent defect in ribosome biogenesis (*ul30a∆* and *ul30bb*) displayed growth rates and rRNA amount similar to that detected in wild-type cells. Exposure to staurosporine also had no effect on ribosome number in any of the strains tested compared to wild type (Supplementary Fig. 19a, b). Interestingly, we found that exposure to staurosporine induces the expression of uL30B when uL30A is absent (*ul30a∆ and ul30bb*) and represses the expression of uL30A when uL30B is absent (*ul30b∆*) (Supplementary Fig. 19c). This is consistent with the presumed cells’ preference for expressing uL30B when exposed to staurosporine. We conclude that the N-terminal domain of the uL30 paralogs differentially affects cells tolerance to staurosporine.

## Discussion

In this study, we show that exposure to drugs modifies ribosome composition and translation by altering the ratio of proteins generated from duplicated ribosomal protein genes. Most yeast ribosomes are generated from one predominant (major) housekeeping paralog required for normal growth and a minor paralog needed under certain conditions (Fig. 1). Interestingly, we discovered that quasi-identical RPGs could produce two differentially modified proteins with different effects on translation. For the uL30 gene pair the major paralog is hypo-acetylated and required for optimal ribosome biogenesis and cell growth, while the minor form is hyper-acetylated to provide optimal drug resistance (Figs. 2, 4 and 6). Paralog-dependent differences in drug-resistance originate from variation in the sequence of their differentially acetylated N-terminal domains (Fig. 6). Together our data provide clear evidence of programmed growth condition-specific changes in ribosome composition that promote drug resistance by modifying translation.

The paralog-specific effects of *uL30* include differences in 60S biogenesis, translation and staurosporine resistance. The different effects of the paralogs on ribosome biogenesis are consistent with the previously established role of *uL30* in assembling the 25S rRNA domains^28^. The synthesis of the 60S subunit is dependent on the expression of the chromosomal copy of the major paralog and its function cannot be restored by the expression of two copies of the minor isoform *uL30B* (Fig. 1). The major paralog function in ribosome biogenesis is not linked to the intron, or the snoRNA embedded therein, since intron deletions of either paralog did not affect ribosome production (Fig. 5e)^29^. Instead, uL30B protein appears to be less efficient than uL30A in supporting ribosome biogenesis, a defect that could be overcome by increasing the expression of uL30B from plasmids (Fig. 5). Expression of uL30 genes from plasmids modifies the paralog mRNA amounts, translation pattern and post-translation modifications, which may in turn alter the proteins’ natural functions and localization and consequently blur the difference in their capacity to support ribosome biogenesis (Supplementary Figs. 6, 14 and 16)^30^. In all cases, the difference in the capacity of uL30 paralog to support ribosome biogenesis is not strictly linked to the amount of mRNA produced by these genes but the location from which they are expressed as demonstrated by the comparison between the *ul30aa* and *ul30bb* cells (Fig. 2 and Supplementary Figs. 2 and 17).

In contrast to ribosome biogenesis, the copy-specific effect of uL30, on translation and resistance to drugs, cannot be erased by the expression of the paralog from plasmid (Fig. 5). Instead, the copy-specific effect of uL30 depends at least in part on the sequence of the N-terminal domain, which features paralog-specific structure and acetylation patterns (Fig. 6 and Supplementary Fig. 2). The effect on translation and drug resistance is not strictly linked to defects in ribosome synthesis or ribosome number. Indeed, paralog-specific differences in translation and tolerance to staurosporine are not restricted to cells exhibiting defects in ribosome biogenesis (e.g., *ul30a∆* and *ul30bb*) but extends to cells with no observable defects in ribosome production (e.g., *ul30aa*, uL30B-Ant, R28P-30A, and R28P-30B, Figs. 2, 6 and Supplementary Figs. 2, 17).

The effect on translation is not due to pleiotropic reprogramming of translation, like previously suggested in the case of the knockout of the mammalian eS25 genes^31^. The effects of the paralog deletion could be completely restored by expressing a copy of the native gene from plasmid. In addition, we can see the difference in translation in identical yeast strains transformed by plasmids that differ only in the amino acid sequence of uL30 (Supplementary Fig. 17). Most importantly the paralog-specific effects were not linked to a single deletion or mutation but could be reproduced in multiple strains and by mutations in both plasmid and chromosome borne genes (Figs. 2, 5 and 6).

The data presented here support earlier work suggesting that gene duplication in yeast permits the cell to express one major copy for housekeeping functions and another for special growth conditions or stress^18,22,32^. In the case of uL30, it is the A form that is better expressed and translated under normal condition, while the B form becomes more expressed after exposure to drugs. The increased abundance of the B form under stress is achieved through the decreased translation of its major counterpart. This could be explained by the general tendency of RNAs with less optimal codons and a weaker Kozak scores to be more resistant to stress than highly translated transcripts^33,34^. Indeed, we have previously found that in general the major copies of duplicated ribosomal protein genes are more likely to be inhibited under stress than the minor copies^22,29^. In theory, differences in the paralogs’ responses to stress could also be achieved by specific stress response elements but we have not found any obvious candidates so far.

In this model, the abundance of hypo-acetylated uL30A form ribosome ensures optimal translation, especially of short mRNAs, which in turn ensures the most rapid elongation and recycling rate (Fig. 7). In contrast, translation is inhibited under stress, reducing translation of the major paralog, with little effect on the already under-translated minor version. This mechanism is supported by previous studies showing that under-translated genes are better translated under stress and that most major and not minor, paralogs are repressed under stress^33,34^. This differential inhibition of uL30 paralog increases the number of ribosomes containing the hyper-acetylated minor protein form, slowing-down translation further and increasing the association of ribosomes with long mRNAs. In this model then, the paralogs change the translation equilibrium of long and short ORFs. This switch is likely due to reduced availability of free 60 S subunits, either through reduced production of the 60S, as in the case of *ul30bb* cells (Fig. 2), or by delayed release from the mRNA, as would be the case in cell expressing a single copy of uL30B from plasmid (Fig. 5). This model is not necessarily inconsistent with earlier reports suggesting that ribosomal protein depletion or changes in ribosome numbers may alter translation^34^. Reducing ribosome activity by increasing the expression of a less active form (e.g., the minor copy) of ribosomal proteins may mimic the effect of ribosomal protein depletion without reducing the overall amount of ribosomal proteins or ribosome produced.

**Fig. 7:**
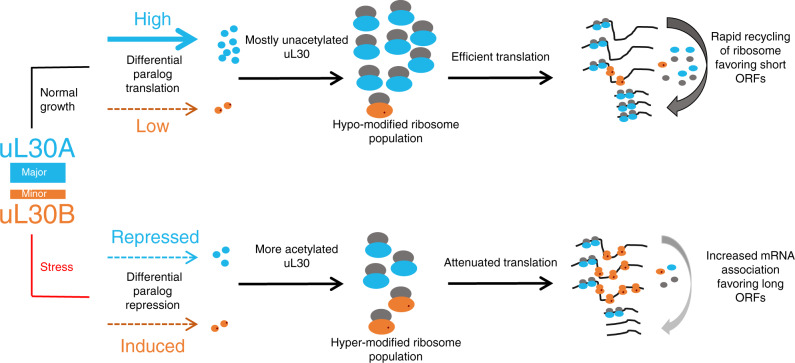
Schematic representation of a hypothetical model for paralog-dependent modulation of translation. Expression of the major and minor ul30 paralogs and their impact on translation is depicted under normal growth conditions or after exposure to stress (e.g., staurosporine). In this model, the major paralog (uL30A, shown in blue) is predominantly translated under normal growth condition (shown on top) leading to the generation of a highly active population of ribosomes incorporating the hypo-modified version of uL30. These ribosomes support efficient translation cycles and reduce the association time with long ORFs which in turn permits repeated translation of genes with short ORFs. In contrast, when cells are exposed to drugs (shown at bottom), the translation of the major paralog is inhibited thus increasing production of a less active population of ribosomes incorporating the hyper-acetylated minor paralog (uL30B, shown in orange). This change in the ribosome profile slows translation resulting in an increase in the number of ribosomes associated with long ORFs. This reduces the number of ribosome free to reinitiate subsequent translation rounds and by consequences decrease the translation of short ORFs. Large ribosomal subunits incorporating major and minor paralogs are indicated as blue and orange ovals. Post-translational modification of the minor paralog is indicated as orange dots and mRNAs are indicated as black lines.

In summary our work shows that the duplication of ribosomal protein genes provides the cells not only with greater flexibility for fine tuning ribosomal protein expression but also may provide means for shifting the translation equilibrium under adverse or suboptimal growth conditions.

## Method

### Experimental model

*Saccharomyces cerevisiae* strains used in this study share the BY background^35^ and are described in Supplementary Data 1. Cultures were grown in yeast complete (YC) media (1.7 g/l yeast nitrogen base without amino acids and ammonium sulfate, 1 g/l sodium glutamate, 100 mg/l cysteine and threonine, 85 mg/l tryptophan, 80 mg/l leucine, 60 mg/l lysine, 50 mg/l aspartic acid, isoleucine, methionine, phenylalanine, proline, serine, tyrosine, uracil and valine, 20 mg/l adenine, arginine and histidine, pH 6) or YEPD (5 g/l yeast extract, 10 g/l peptone, 100 mg/l adenine) with 2 g/l dextrose at 30 °C. Strains were constructed using standard procedures^36^ and gene replacements verified by PCR using oligonucleotides described in Supplementary Data 2. Plasmids R28P-30A, R28P-30B, R28P-30A-Bnt, and R28P-30B-Ant were synthesized and sequenced by Biobasic.

### Growth assays

Overnight saturated starter cultures from freshly streaked single colonies were used to inoculate pre-cultures grown to reach a cell density of 1.67–3.33E7 cells/ml after an overnight incubation. These pre-cultures were diluted the next morning to 0.83–1.25E6 cells/ml and the experiment started when the cultures reached 2.33–2.67E6 cells/ml. For growth assays in tubes, IC 50 (drug concentration which reduces the growth of wild-type cells by 50%) quantities of drugs were added at this point and absorbance at 660 nm was measured at regular intervals for 10–48 h. For growth assays in 96-well microplates, the absorbance at 660 nm of 100 µl cultures was measured at 10 min intervals for 48 h in a Biotek Powerwave or Epoch2 readers. The maximal growth rates (doubling times) for each strain were calculated as previously described^37^. Doubling times of all uL30 strains are reported in Supplementary Data 4.

### Total RNA isolation

Cells from 5–10 ml cultures grown to 1–1.33E7 cells/ml were collected by centrifugation, washed with DEPC-treated water, and resuspended in 300 μl of LETS buffer (0.01 M Tris-HCl pH 7.5, 0.1 M LiCl, 0.01 M Na_2_EDTA pH 8.0, 0.2% SDS), then 300 μl of phenol and 1 volume of acid-washed glass beads were added. Cells were broken by 10 cycles of vortexing for 30 s and cooling on ice for 30 s. Proteins were removed by phenol:chloroform extraction and the RNA precipitated by the addition of 2.5 volumes of ethanol and 0.3 M sodium acetate pH 5.5. RNA samples were resuspended in 50 μl of DEPC-treated H_2_O and quantified by Nanodrop. Samples diluted to 25–100 ng/µl were used for 25S/18S quantification on an Agilent TapeStation 2200 using RNA screen tape.

### Polysome and RNA preparation for translation index analysis

Polysomes were prepared as described by^38,39^ with the following modifications. 50 ml pre-cultures made by inoculating with a single colony from a freshly streaked plate and incubated overnight to reach a cell density of 5.83–8.33E7 cells/ml. The pre-cultures were diluted to 0.83E6 cells/ml in a volume of 400 ml. Staurosporine treatment started when the cultures reached a density of 3.33E6 cells/ml and ended when the cultures reached a density of 1–1.33E7 cells/ml. The cells were collected in precooled 400 ml plastic bottles, cycloheximide was added to a final concentration of 0.1 mg/ml and they were immediately spun down at 3000 g for 5 min at 4 °C. The pellets were washed twice in cell lysis buffer (20 mM Tris-HCl pH 8, 140 mM KCl, 1.5 mM MgCl_2,_ 0.5 mM DTT, 0.1 mg/ml cycloheximide, 1% Triton X-100, 1 mg/ml heparin). The washed cells were resuspended in 3 ml of lysis buffer, 500 µl of acid-washed glass beads were added, and the samples were vortexed 4 × 20 s at full speed on a vortex Genie 2 (VWR Scientific Products). The cellular debris were removed by centrifugation at 2600 × *g* for 5 min at 4 °C and 1.5 ml of the lysate was transferred to a microtube and centrifuged again at 9500 × *g* for 5 min at 4 °C. Within 2.5 h, the supernatant was layered onto a 5–50% sucrose gradient prepared with 20 mM Tris-HCl pH 8, 140 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 0.1 mg/ml cycloheximide, 1 mg/ml heparin on Gradient Master 108 (Biocomp) at an angle of 60° for 5 min at 25 rpm and placed at 4 °C for at least 10 h) and centrifuged at 34,000 × *g* for 13 h in a Beckman SW28 rotor at 4 °C. Gradients were fractionated using a Teledyne Isco gradient collector with pump speed set at 2 ml/min and chart speed at 30 cm/h. The fractions were collected in 13 ml round-bottom polypropylene tubes and transferred to 50 ml Nalgene Oakridge centrifuge tubes (3118-0050). Two volumes of guanidine-HCl 8 M and 3 volumes of 100% ethanol were added to samples for an overnight crude RNA precipitation at −80 °C. The samples were centrifuged at 20,000 × *g* for 20 min at 4 °C. The pellets were washed with 3 ml of 85% ethanol and spun again for 20 min at 20,000 × *g* at 4 °C. The pellets were dissolved in 3 ml of DEPC-treated water by vigorously vortexing 4 × 20 s. The resuspended RNAs were transferred to 13 ml polypropylene round-bottom tubes and precipitated with 300 µl of 3 M sodium acetate pH 5.3 and 2.5 volumes of 100% ethanol overnight at −80 °C and then centrifuged at 20,000 × *g* for 20 min at 4 °C. The pellets were washed with 3 ml of 85% ethanol and spun again for 20 min at 20,000 × *g* at 4 °C. The pellets were then dissolved in 1 ml of DEPC-treated water by vigorously vortexing 4 × 20 s. Proteins were removed by successive phenol:chloroform and chloroform extractions. 900 µl of aqueous phase was transferred to a 2 ml microtube and RNAs were precipitated with 1 ml of 3 M LiCl overnight at −80 °C. The RNAs were precipitated in a microcentrifuge at 13,000 × *g* for 20 min at 4 °C and pellets were washed with 85% ethanol and spun again for 20 min at 13,000 × *g* at 4 °C. The pellets were resuspended in 350 µl of DEPC-treated water. To remove LiCl, samples were precipitated again with 35 µl 3 M sodium acetate pH 5.3 and 1,155 ml of 100% ethanol overnight at −80 °C. The pellets were washed with 75% ethanol and dried in a speedvac at 40 °C for 20 min. The pelleted and dried pure RNAs were finally resuspended in 100 µl of DEPC-treated water and stored at −20 °C before deep sequencing analysis and RT-qPCR.

### RNA sequencing

Starting with 1 µg RNA from total, light polysome (40S + 60S + 80S) and heavy polysome (tetrasome and heavier) fractions, we enriched mRNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490S). NGS libraries were then prepared with NEBNext using Ultra II Directional RNA Library Prep Kit for library construction in a poly(A) mRNA enrichment workflow (E7760S) according to the manufacturer’s protocol. Individual libraries were purified with Ampure XP beads, analysed on an Agilent Bioanalyzer 2100 (HS DNA) for size and quality then quantified using Qubit 2.0. A first round (wild-type and *uL30bb* for light and heavy polysome fractions, untreated and staurosporine treated samples) of sequencing was performed on Illumina’s NextSeq 500 sequencer. Two pools (one for each N) of 8 libraries/pool were sequenced in 2 separate runs using NextSeq 500/550 High output v2 kit (150 cycles) FC-404-2002 achieving a mean depth of 70 million reads per sample. A subsequent round (Wild-type and *ul30bb* total extracts; *ul30aa* total light, and heavy polysome fractions) of sequencing was performed with a pool of 20 samples for a mean depth of 30 million reads per sample. Two biological replicates of WT, R28P-30A and R28P-30B were run similarly as a pool of 18 samples.

### RT-qPCR

Contaminant genomic DNA from 5-25 μg of RNA, extracted either from total extracts or from sucrose gradient fractions, was removed by treatment with 33 units of Qiagen RNAse-free DNase (79254) on Qiagen RNeasy Minikit (74106) spin columns for 25 min at 37 °C. DNase was inactivated and washed away by the provided buffers and RNAs were eluted twice with 70 °C DEPC-treated water. A total of 50 ng DNase-treated RNA was used as template for reverse transcription using either RT Transcriptor from Roche and random hexamers or Moloney Murine Leukemia Virus-RT (MMULV-RT) locally produced by the protein purification service of Université de Sherbrooke. The qPCR reactions were carried out in 384 well plates in a Bio-rad CFX384^TM^ Real Time System thermocycler in 10 μl volumes using the Bio-Rad iTaq Universal SYBR Green Supermix, 1 ng of cDNA and 200 nM of primers described in Supplementary Data 2.

### Protein preparation for mass spectrometry

Protein quantification by mass spectrometry was carried as previously described by^32^ with the following modifications. Cells were grown and harvested as described in the polysome preparation section. For Figs. 1c, 2f and Supplementary Figs. 2d, f, 7b, 14b–d, the proteins were extracted in protein extraction reagent type 4 in 50 mM tris pH 8.0. For Fig. 2g and Supplementary Fig. 2c cells were grown and harvested and the sucrose gradients were performed as described in the polysome preparation section. To avoid interference, no heparin was added in extraction buffer nor in sucrose gradients. Spectra (3500 Da, Spectrum laboratories) tubing was used to dialyze the protein extracts against TSM buffer (10 mM Tris, 3 mM succinic acid, 10 mM MgCl_2_, pH 8) over 70 h at 4 °C with continuous agitation and 6–8 changes of 5 litres of buffer. The dialyzed samples were frozen at −80 °C in 50 ml Nalgene Oakridge centrifuge tubes (3118-0050), lyophilized at low atmospheric temperature (150–250 mtorr) and resuspended in phosphate buffer (140 mM NaCl, 2.5 mM KCl, 4 mM Na_2_HPO_4_, 1.5 mM KH_2_PO_4_, pH 7.3). The samples were mixed by slow agitation at 4 °C with 0.4 volume of 1 M MgCl_2_ and 2 volumes of glacial acetic acid, then centrifuged at 20,000 × *g* for 10 min at 4 °C. A second dialysis was performed against 0.5% acetic acid over 70 h at 4 °C with continuous agitation and 6–8 changes of 5 l of buffer and lyophilized. Paralog-specific protein quantification was performed on LC-MS/MS TripleTOF 5600 mass spectrometer (ABSciex; Foster City, CA) equipped with a DuoSpray source at PhenoSwitch Bioscience (Sherbrooke, Canada). Reagent 4 (6 M urea, 2 M thiourea, 4% CHAPS in 50 mM Tris pH 8) was used to suspend lyophilized proteins and Pierce 660 protein assay used to estimate the protein quantity. DTT was used to alkylate and reduce 40 µg of protein followed by overnight precipitation with 1 volume of ice-cold methanol and 8 volumes of ice-cold acetone at −80 °C. After centrifugation, pelleted proteins were washed 3 times with ice-cold methanol and briefly air dried. A first digestion was performed using 1:30 w/w ratio, of lysine C to proteins, followed by digestion using the same ratio of trypsin in 0.75 M urea and 50 mM Tris pH 8 for 4 h at 37 °C. Formic acid 2% v/v was used to stop digestion followed by peptide purification by solid-phase extraction on a polymeric reverse-phase cartridge (Phenomenex, Torrance, CA). LC-MS/MS. Digested and purified proteins were ionized by an ESI (Electron spray ionization) source in a 25 µm ESI probe (Eksigent) using a microLC200 system (Eksigent) equipped with a 150 mm × 300 µm HALO C18 2.7 µm column (Eksigent). Samples were injected by overfilling a 5 µl injection loop. A gradient of water containing 0.2% formic acid and 3% DMSO and ethanol containing 0.2% formic acid 3% DMSO were used to perform chromatography at 50 °C. Rolling collision energy and optimized SWATH windows in positive product ion mode with a mass range from 100 to 1800 m/z and in high sensitivity MS/MS mode were used for data acquisition. For Fig. 6b–d and Supplementary Fig. 16, proteins were extracted or resuspended in 8 M urea, 20 mM Tris pH 8. Samples containing 50 µg total proteins were treated with 5 mM DTT for 2 min at 95 °C, cooled down to RT for 30 min then treated with 7.5 mM chloroacetamide at RT for 20 min in the dark. Following dilution with 3 volumes of 50 mM NH_4_HCO_3_, samples were digested overnight at 37 °C with 1 µg of LysC (Promega)^40^. Samples were purified and desalted on 100 µl ZipTips (Pierce), eluted in 1% formic acid/50% acetonitrile, dried and resuspended in 30 µl of 1% formic acid. Following quantification at 205 nm, 1.5 µg of peptides were separated at the Plateforme de Protéomique (Université de Sherbrooke, Canada) on a Dionex Ultimate 3000 nanoHPLC system using an Acclaim PepMap100 C18 column (0.3 mm id × 5 mm, Dionex) followed by an EasySpray PepMap C18 nano column (75 µm × 50 cm, Dionex) with a 5–35% of 90% acetonitrile/0.1% formic acid over 240 min at a rate of 200 nl/min. Samples were ionized by an EasySpray source and transferred to an OrbiTrap Q Exactive mass spectrometer (Thermo Fisher Scientific). The spray voltage was set to 2.0 kV and the column temperature to 40 °C. Full scan MS survey spectra (*m/z* 350–1600) in profile mode were acquired in the Orbitrap with a resolution of 70,000 after accumulation of 1,000,000 ions. The ten most intense peptide ions from the preview scan in the Orbitrap were fragmented by collision-induced dissociation (normalized collision energy 25% and resolution 17,500) after the accumulation of 50,000 ions. Maximal filling times were 250 ms for the full scans and 60 ms for the MS/MS scans. Precursor ion charge state screening was enabled and all unassigned charge states as well as singly, 7 and 8 charged species were rejected. The dynamic exclusion list was restricted to a maximum of 500 entries with a maximum retention period of 40 s and a relative mass window of 10 ppm. The lock mass option was enabled for survey scans to improve mass accuracy. Data files were generated by the Xcalibur (v4.3.73.11) software.

### Total protein extraction and western blot analysis

Cells from exponentially growing 40 ml cultures were pelleted by centrifugation for 3 min at 3000 × *g* at 4 °C and washed with cold water. The pellets were resuspended in 500 µl of lysis buffer (20 mM Tris pH 8, 150 mM NaCl, 0.1% Triton X-100, 1 mM PMSF, 1 mM benzamidine, 1 μg/ml aprotinin, 1 μg/ml leupeptin, 1 μg/ml pepstatin A, 1 μg/ml antipain) and transferred to 2 ml tubes with 300 µl acid-washed glass beads. Cells were broken by 5 cycles of vortexing in a Bertin Precellys 24 homogenizer at 5000 rpm for 30 s followed by 30 s on ice. Lysates were cleared by centrifugation at 13,000 × *g* for 15 min at 4 °C and dosed by Bradford. Protein samples (20 µg) were separated on 15% SDS-PAGE and transferred to Protran nitrocellulose membranes (GE Healthcare). Membranes were blocked overnight at 4 °C with 5% milk in TBS-T (20 mM Tris pH 7.6, 150 mM NaCl, 0.1% Tween-20), then incubated overnight at 4 °C with the following primary antibodies: rabbit anti-L7 (Bethyl Laboratories, cat#A3100-741A-M, 1:1000), rabbit anti-L5 (kindly provided by Woolford lab, 1:2000), mouse anti-L3 (kindly provided by the Warner lab, 1:5000) and mouse anti-Pgk1 (Invitrogen/Thermo Fisher, cat#459250, 1:10,000) diluted in blocking solution. After washing with 4 changes of TBS-T over 40 min, the membranes were incubated for 90 min at room temperature with secondary antibodies (donkey anti-rabbit HRP-IgG, GE Healthacare, cat#NA934V, 1:5000 or goat anti-mouse HRP-IgG, GE Healthcare, cat#NA931V, 1:2000) diluted in blocking solution and washed as before. Western Lightning Plus-ECL reagents (Perkin Elmer) were used for bioluminescence and a LAS4000 system (GE Healthcare) for data acquisition. The Quantity One software from Bio-Rad was used for the quantification. Unprocessed blots are available in the source data file.

### Quantification and statistical analysis

#### RNA sequencing analysis

Saturation and coverage tests were performed for all samples and coverage was found adequate in all cases. Sequencing reads were aligned on a genome reference sequence (R64/sacCer3) using the STAR aligner (default parameters) and all valid positions mapped were kept. Gene expression was quantified in TPM for the sequence generated from total RNA extracts or CPM for sequence used for the calculation of the translation index using featuresCount from the Rsubread package^41,42^. A summary of the sequencing data is presented in Supplementary Data 3.

#### Proteomics analysis^43^

Data integration and analysis were initially performed by Peakview version 2.2. Peptide quantification carried out by Peakview was used for inter-sample normalization. Peak selection, protein quantification was performed using Skyline (MacCoss Lab). Relative paralog-specific quantification was performed without any normalization (Figs. 1c, 2f, g and Supplementary Fig. 2c, d, f), expression of uL30 from plasmids was normalized to large subunit RPs (Supplementary Fig. 14b), while protein quantification of genes over- and under-translated in *ul30bb* and RP quantification was done after normalization to Pgk1 protein (Supplementary Figs. 7b, 14d). For Figs. 4c and 6b–d and Supplementary Fig. 16, the raw files were analyzed using MaxQuant (v2.0.1.0) and Uniprot *S. cerevisiae* database (31/05/2021, 6079 entries). The settings used were: enzyme: LysC (K not before P); miscleavages: maximum of 4; fixed modifications: carbamidomethylation on C; variable modifications: carbamylation on K and N-termini, methionine oxidation and N-terminal acetylation; precursor ion mass tolerance of 7 ppm; fragment ion mass tolerance of 20 ppm; PSM FDR, protein FDR and site decoy fraction were set at 0.05. Peptides with the “Reverse” or “Potential contaminant” attributes were removed from the analysis. For Fig. 4c, the MaxQuant protein group table output of the wt and *ul30bb* samples were treated by LFQ analyst^44^ with default settings and the Log2 FC was normalized to Pgk1. For Fig. 6b–d and Supplementary 16, the intensities of the N-terminal peptides specific for uL30A and uL30B were summed and classified as N-terminal acetylated or not. Percentage of acetylation or paralog ratios were calculated within samples, hence no normalization was applied. The detection of uL30 N-terminus was achieved by considering the 13 amino acid long peptide that results from the cleavage at the second lysine of ul30. The analysis took into consideration partial cleavage, and we verified that the efficiency of LysC digestion was similar across the samples at the proteome level.

#### RT-qPCR analysis

RT-qPCR were done in 2–3 biological replicates with 3 technical replicates. Relative quantification of mRNA was calculated according to the formula: RQ = 2^(CT_Reference_ − CT_Test_)_Gene_/2^(CT_Reference_ − CT_Test_)_Control_, where CTs are the cycle threshold values determined by the Bio-Rad CFX Manager software; Reference and Test represent strain, conditions or fractions compared; and Gene and Control represent the gene of interest quantified and the normalization control gene. Inter-sample comparison was achieved by normalizing mRNA to Osh6 mRNA or Nme1 noncoding RNA as internal. The translation index was calculated by dividing the amount of mRNA in heavy polysome fractions (tetrasome and heavier fractions) by the amount of mRNA detected in light polysome fraction (40S, 60S, 80S).

#### Gene ontology analysis

The Gene Ontology (GO) Cellular Component enrichement analyses were carried out using the SGD server (https://www.yeastgenome.org/) with the default settings of GO Term Finder. Only the major categories of component gene ontology with significant *p* value <0.001 using Bonferroni correction were considered.

#### Kozak score analysis

The Kozak score for 6717 transcripts were obtained by creating a matrix of the nucleotide frequencies (incidence of a nucleotide) for the six nucleotides upstream and three nucleotides downstream of the initiation codon AUG. A maximum score of 3.992 for the sequence ACAAAA-AUG-GCU was calculated.

### Statistical analysis

Statistical tests and Ns are specified in figure legends and were performed using GraphPad Prism for Windows. Significance is given as *p* value from a *t* test for growth rates or mRNA and protein level comparisons, or from a Mann–Whitney test for genome-wide distribution comparisons as described in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The RNA-seq data data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE133457 and GSE202803. The Proteomic data generated in this study have been deposited in the Peptide Atlas (http://www.peptideatlas.org/) under accession number PASS01404 and in the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD033843. All strains are available upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Duplicated ribosomal protein paralogs promote alternative translation and drug resistance
**Source:** Nat Commun. 2022 Aug 23;13:4938. doi: 10.1038/s41467-022-32717-y
**Supplement:** Supplementary file 1 — Supplementary Information

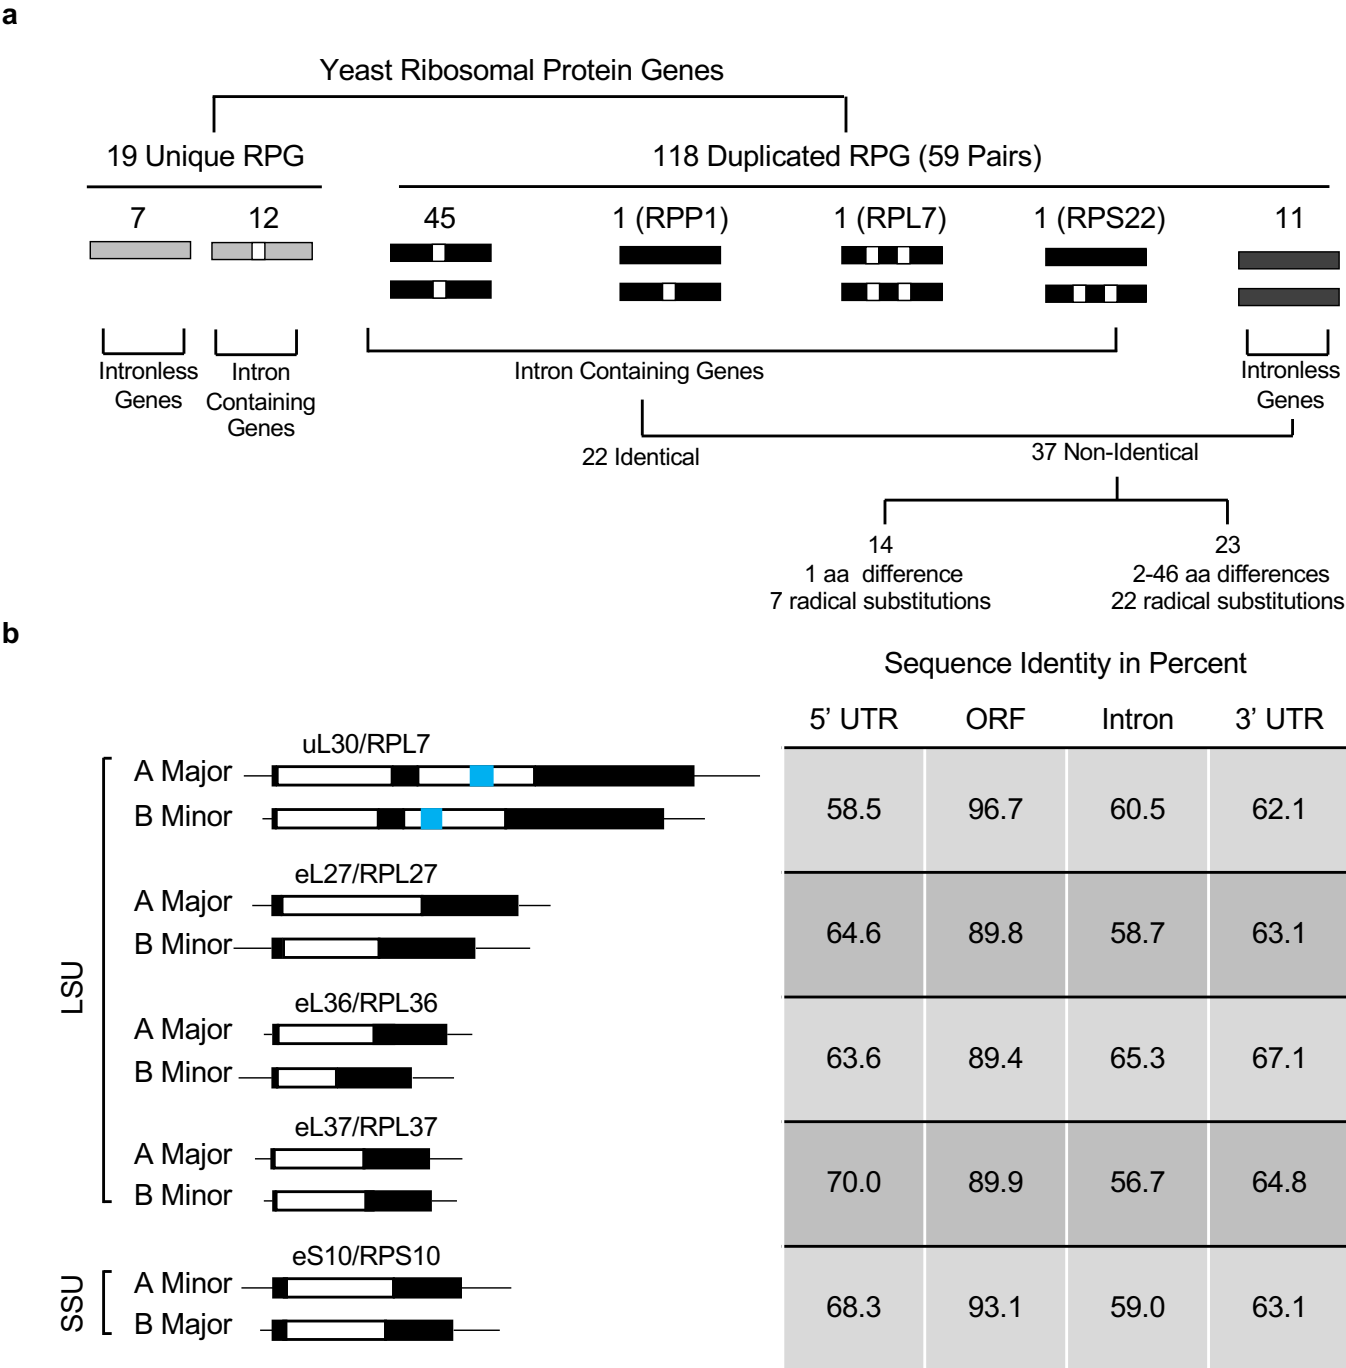

Supplementary Fig. 1. Classification and characteristics of yeast ribosomal protein genes. **a**, Schematic representation of yeast RPGs. RPGs were separated based on gene duplication, number of introns and number of amino acid difference between ohnologs. Non-identical paralogs contain at least one amino acid difference. Radical substitution indicates change in the amino acid that may cause charge or structural change. Black boxes indicate exons and white boxes indicate introns. **b**, Characteristics of the RPGs used to generate homogenized yeast strains. Genes coding for large (LSU) and small ribosomal subunits (SSU) proteins are indicated on the left. Both classical and universal protein names are indicated on the top of each gene pairs. Black, blue and white boxes indicates, exon, snoRNA and introns, respectively. The percent sequence identity between the different regions of each pair of genes is indicated on the right.

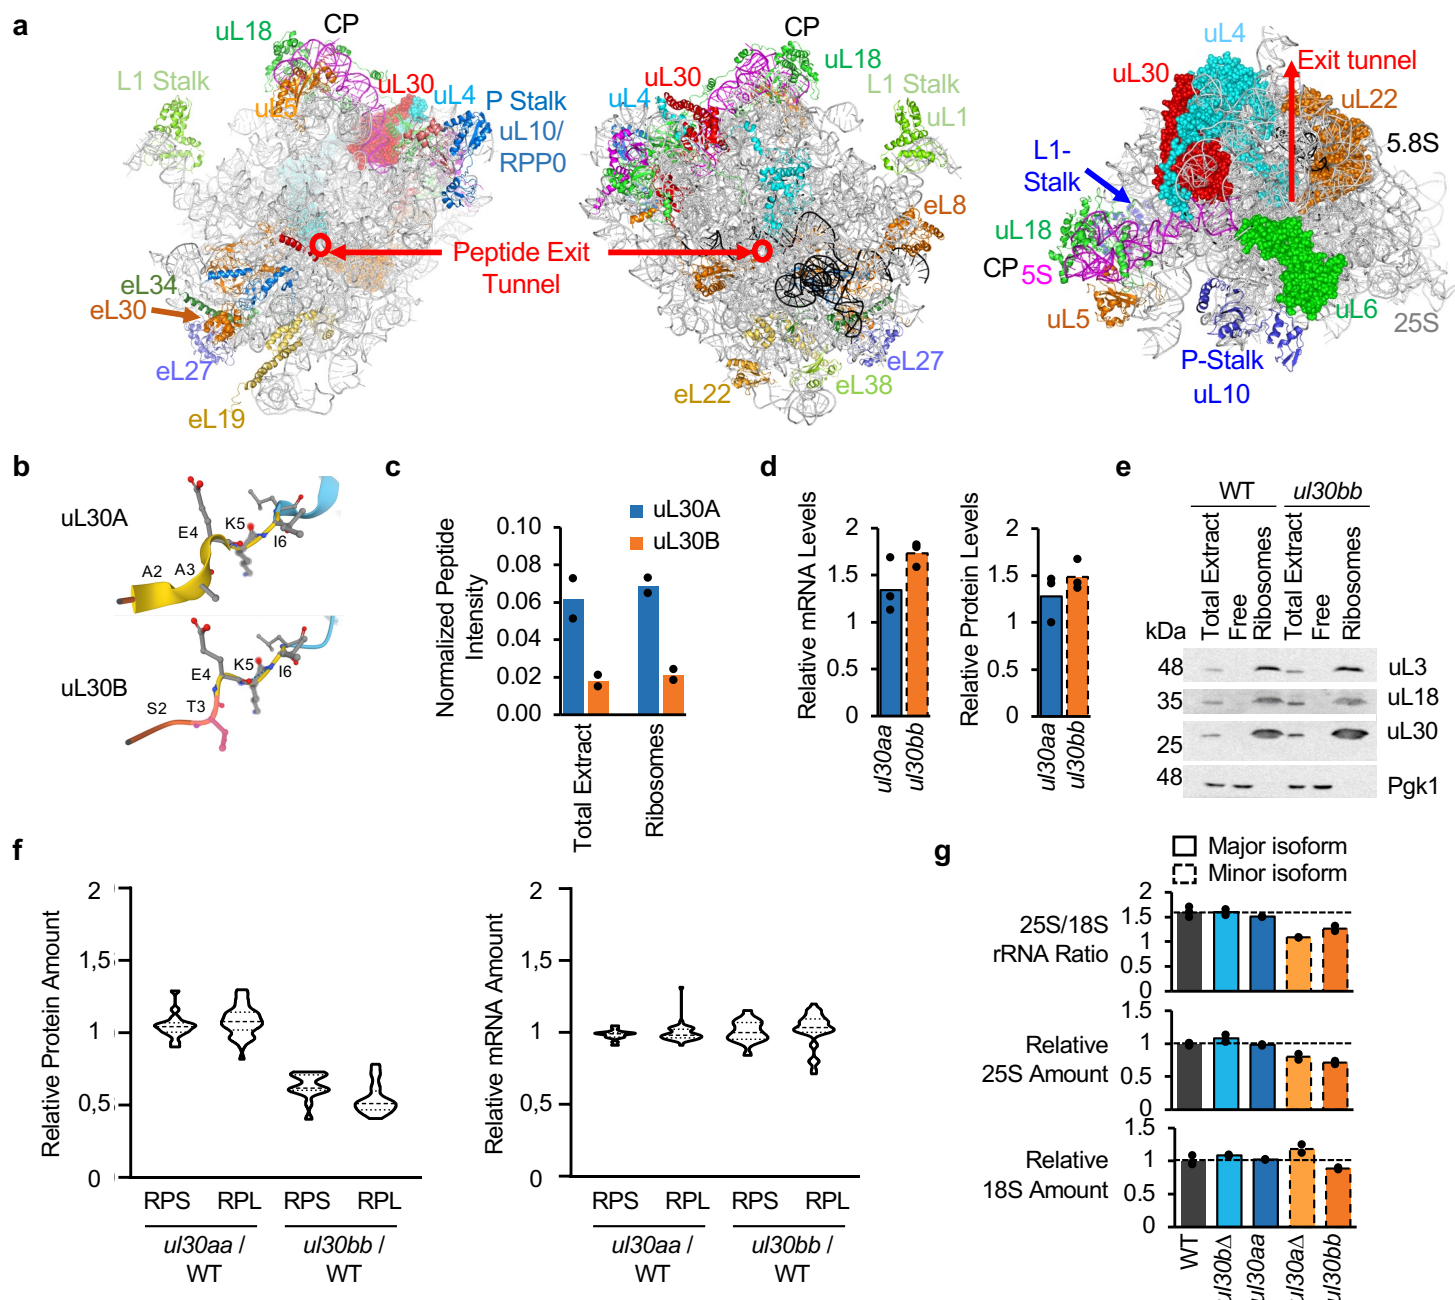

Supplementary Fig. 2. Impact of uL30/RPL7 paralog on protein and ribosome production. **a**, Position of uL30/RPL7 protein within the 60S subunit. The ribosome structure was obtained from PDB file 5JUO (<https://www.rcsb.org/structure/5JUO>) originating from Ben-Shem et al., 2011, Science 334:1524. uL30 is indicated in red spheres. The rRNA and spatially or functionally related proteins are labeled. CP and P-stalk indicate the central protuberance and P-stalk base. **b**, A N-terminal ribbon structure is specific to uL30A as predicted by secondary structure comparison of the N-termini of uL30 paralogs from AlphaFold Protein Structure Database. **c**, Paralog-specific peptides were detected and normalized to 60S RPs using Swath MRM in total extract and ribosomes containing fractions from sucrose sedimentation in = 2 biologically independent samples. **d**, Total uL30 mRNA was detected in *ul30aa* or *ul30bb* cells using common primers in qRT-PCR and shown relative to wild-type (left panel). The amount of uL30 protein in *ul30aa* or *ul30bb* cells was determined as in (c) and shown relative to WT (right panel). The data is from n = 3 biologically independent samples. **e**, Western blot of uL30, uL3, uL18 and the control Pgk1 proteins from total extracts and sucrose sedimentation fractions. An example is shown from n = 2 biologically independent experiments. Pgk1 and uL3 have similar molecular weights and were run on separate gels with repeats of uL30 and uL18. **f**, Violin plots showing the change in protein (left panel) and mRNA (right panel) produced by different RPGs in homogenized strains compared to WT. Peptides common to both paralogs were used for dRPGs protein quantification and TPMs from both paralogs were added for mRNA assessment. The dotted lines represent the first and third quartiles, the dashed lines represent the median. 16 RPS and 40 RPL were quantified in both dataset and presented in the plots. Proteomic data comes from n = 3 and Rnomic data comes from n = 2 biologically independent samples. **g**, rRNA quantification using capillary electrophoresis. The data comes from n = 3 WT and n = 2 biologically independent samples for the mutant strains.

**a**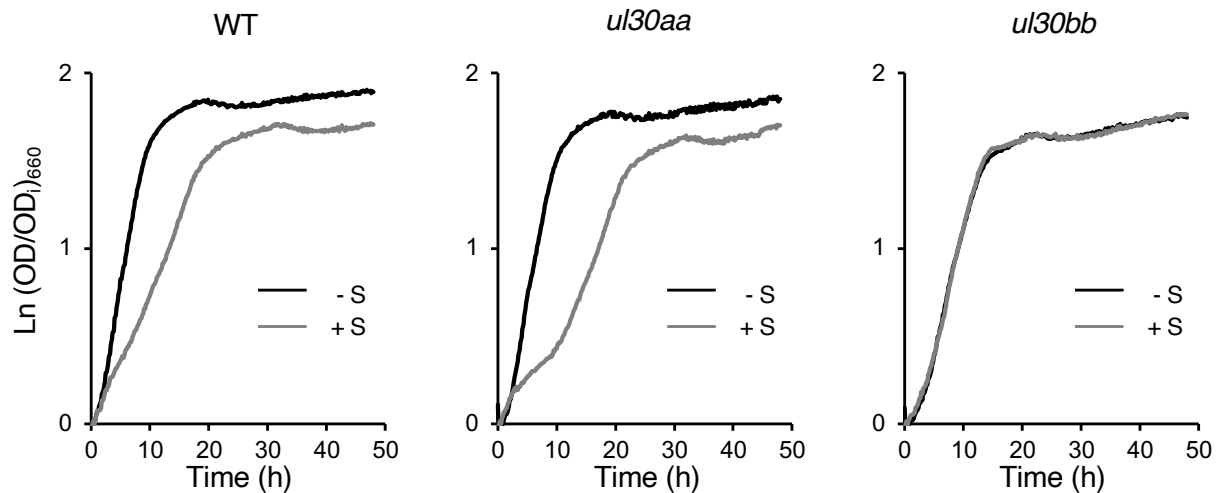**b**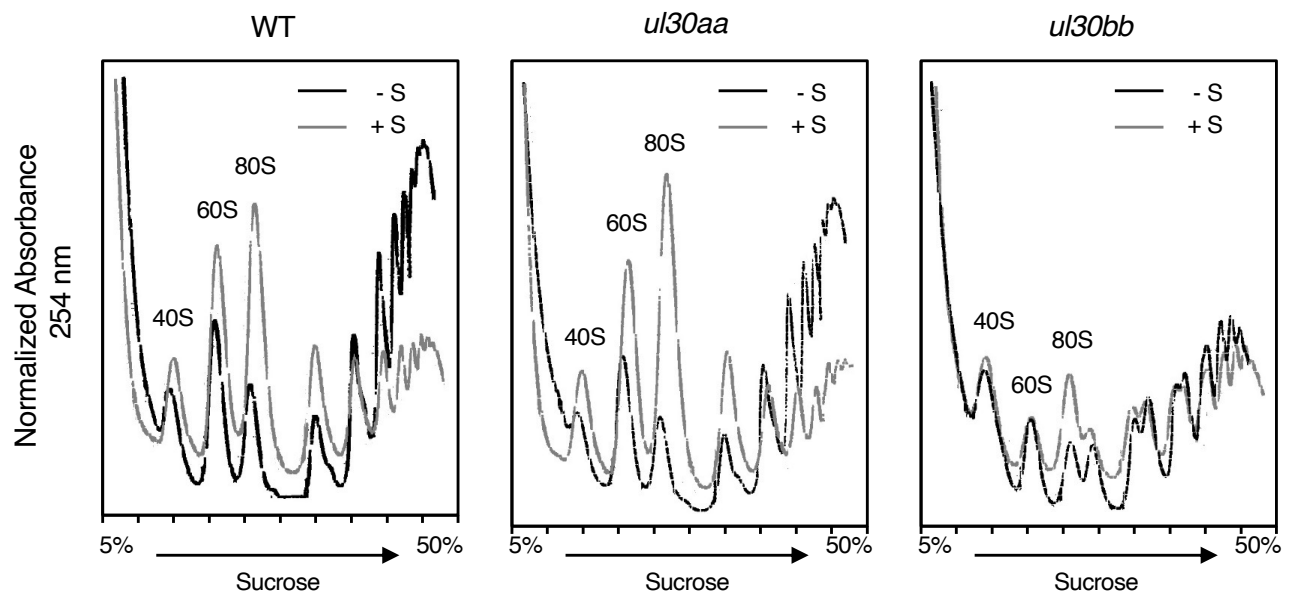

Supplementary Fig. 3. Features and impact of uL30/RPL7 paralogs on cell growth and translation. **a**, Comparison of the growth profile of wildtype (WT) and homogenized (*ul30aa* and *ul30bb*) strains in the presence (+ S) or the absence (- S) of staurosporine. **b**, Comparison of the polysome profile generated from wildtype (WT) and homogenized (*ul30aa* and *ul30bb*) strains strains grown in the presence (+ S) or the absence (- S) of staurosporine. The position of the monosomes and subunits is shown on top. Curves shown are representative examples of  $n = 3$  biologically independent samples.

**a**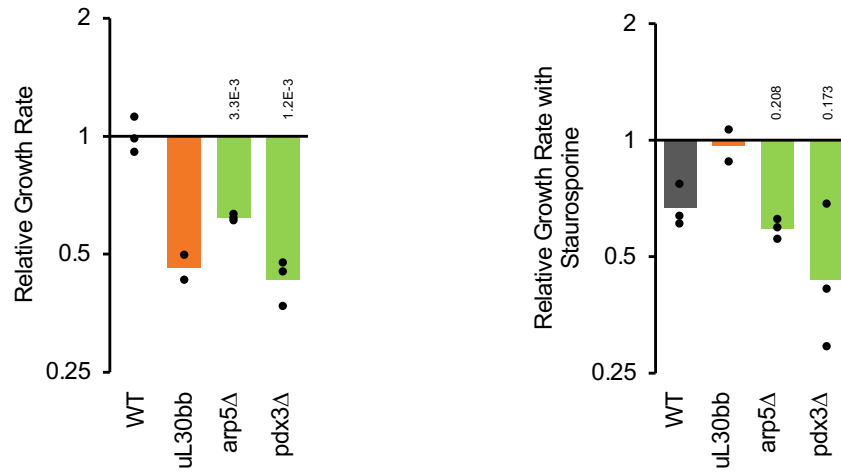**b**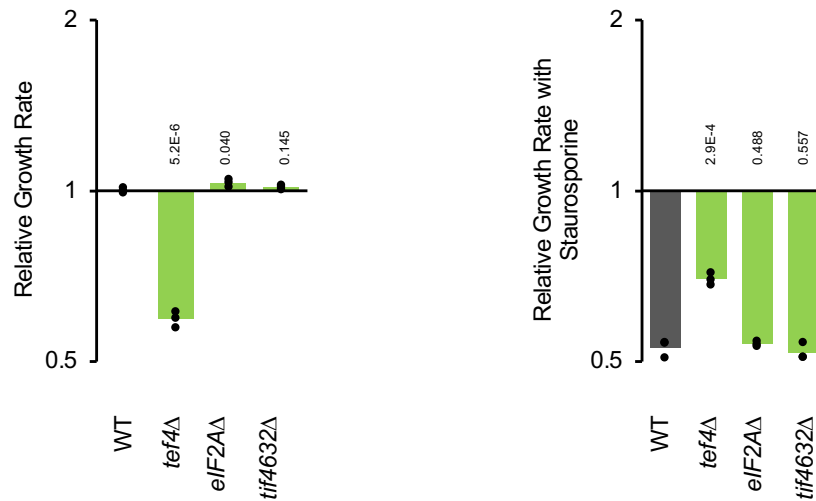

Supplementary Fig. 4. Effect of changes in growth rate and translation efficiency related to cell resistance to staurosporine. **a**, Reduced growth rate is not sufficient for the increased resistance to staurosporine. Relative growth rates of slow growing strains (*arp5Δ* and *pdx3Δ*) were compared to those obtained with *ul30bb* and WT strains both in the absence (left panel) and the presence of staurosporine (right panel). **b**, Inhibition of translation elongation and not translation initiation induces resistance to staurosporine. The growth of strains carrying deletion of the translation elongation factor *TEF4*, the initiation factors *eIF2A* and *TIF4632* genes was monitored in the absence (left panel) and the presence (right panel) of staurosporine and the relative growth rates calculated and shown in the form of bar graphs. The data obtained from  $n = 2$  *ul30bb* and  $n = 3$  biologically independent samples for all other strains are indicated by the black circles. The significance of difference in growth relative to that obtained with wild type strains is indicated above, when appropriate, as calculated with two-tailed unpaired t-test.

**a**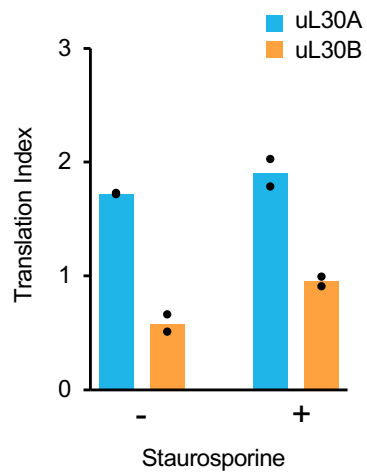**b**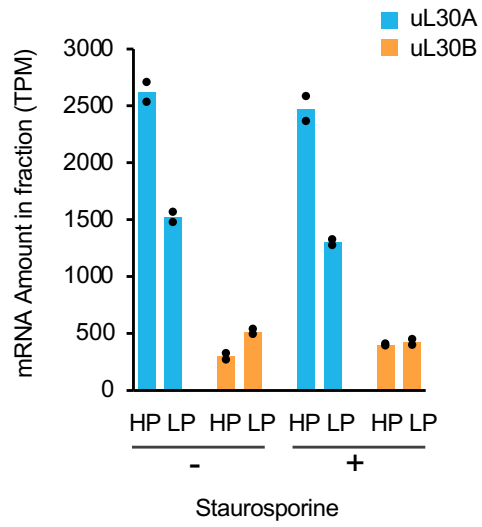

Supplementary Fig. 5. **a**, Translation index of uL30A and uL30B from RNA-seq in WT in untreated and staurosporine treated cells (raw data of Fig. 2e). **b**, TPM values of the uL30A and uL30B mRNAs in heavy (HP) and light (LP) polysome fractions used for the translation index calculation in (a). Data points correspond to n = 2 biologically independent samples.

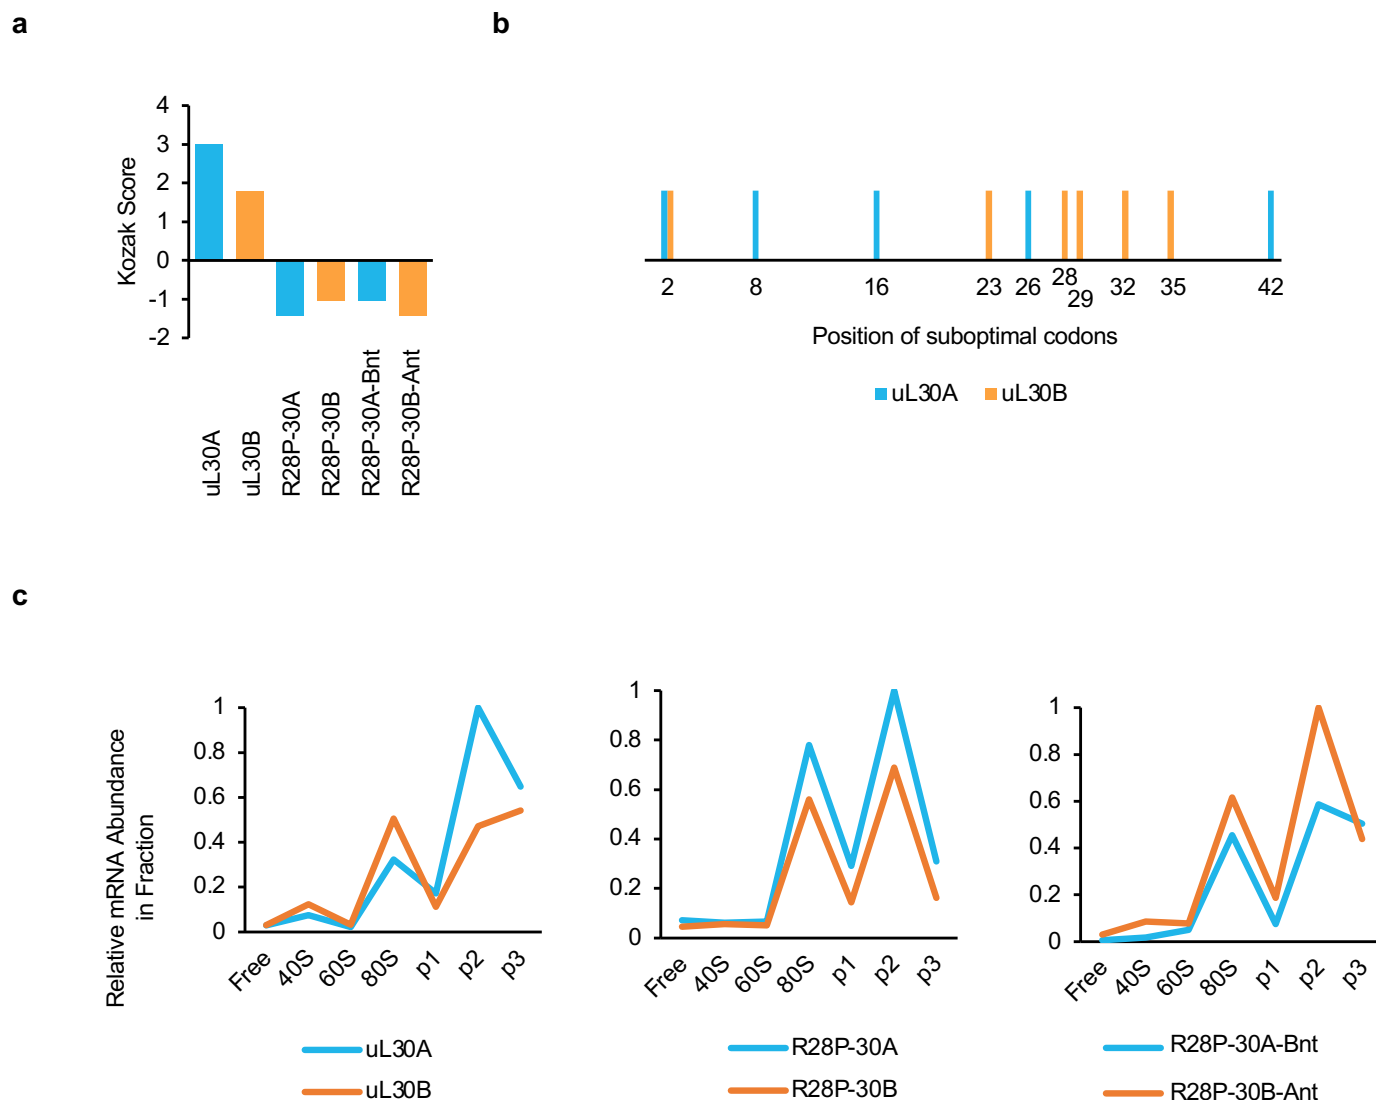

Supplementary Fig. 6. uL30A paralog mRNA is preferentially translated. **a**, The Kozak score (optimal start codon context) was calculated for each construct and presented in the form of a bar graph. **b**, Graph mapping the distribution of suboptimal codons in the first 42 amino acids of uL30A and uL30B. **c**, Translation profiles of uL30A and uL30B in WT and constructs. uL30A and uL30B mRNA from sucrose sedimentation fractions was determined using qRT-PCR. Enrichments were normalized to the highest point per strain pairs and curves represent the average of  $n = 2$  (WT, R28P-30A-Bnt and R28P-30B-Ant) or  $n = 3$  (R28P-30A and R28P-30B) biologically independent samples.

**a**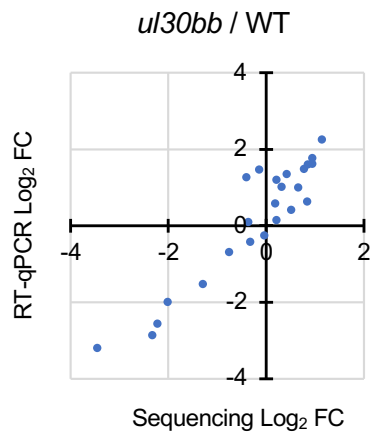**b**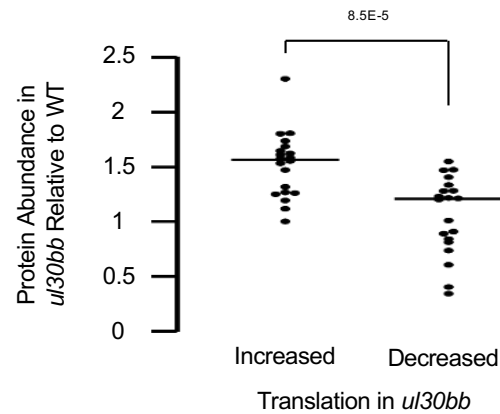

Supplementary Fig. 7. Confirmation of uL30 paralog dependent changes in translation using RT-qPCR and mass spectrometry. **a**, Comparison of the translation index measured by RNA sequence and qRT-PCR. The translation index of 25 genes with altered translation in *ul30bb* strain was calculated using qRT-PCR and compared to that detected by RNA sequencing. The two data set come from  $n = 2$  biologically independent samples and exhibited Pearson correlation coefficient of 0.887. **b**, Protein abundance of the top 20 genes with altered translation in *ul30bb* strain was determined using Swath Multiple Reaction Monitoring (MRM) and compared to WT after normalization to Pgk1p. The data points are average of  $n = 3$  biologically independent samples, the line represent the median. The result of the two-tailed t-test assuming unequal variance is indicated above.

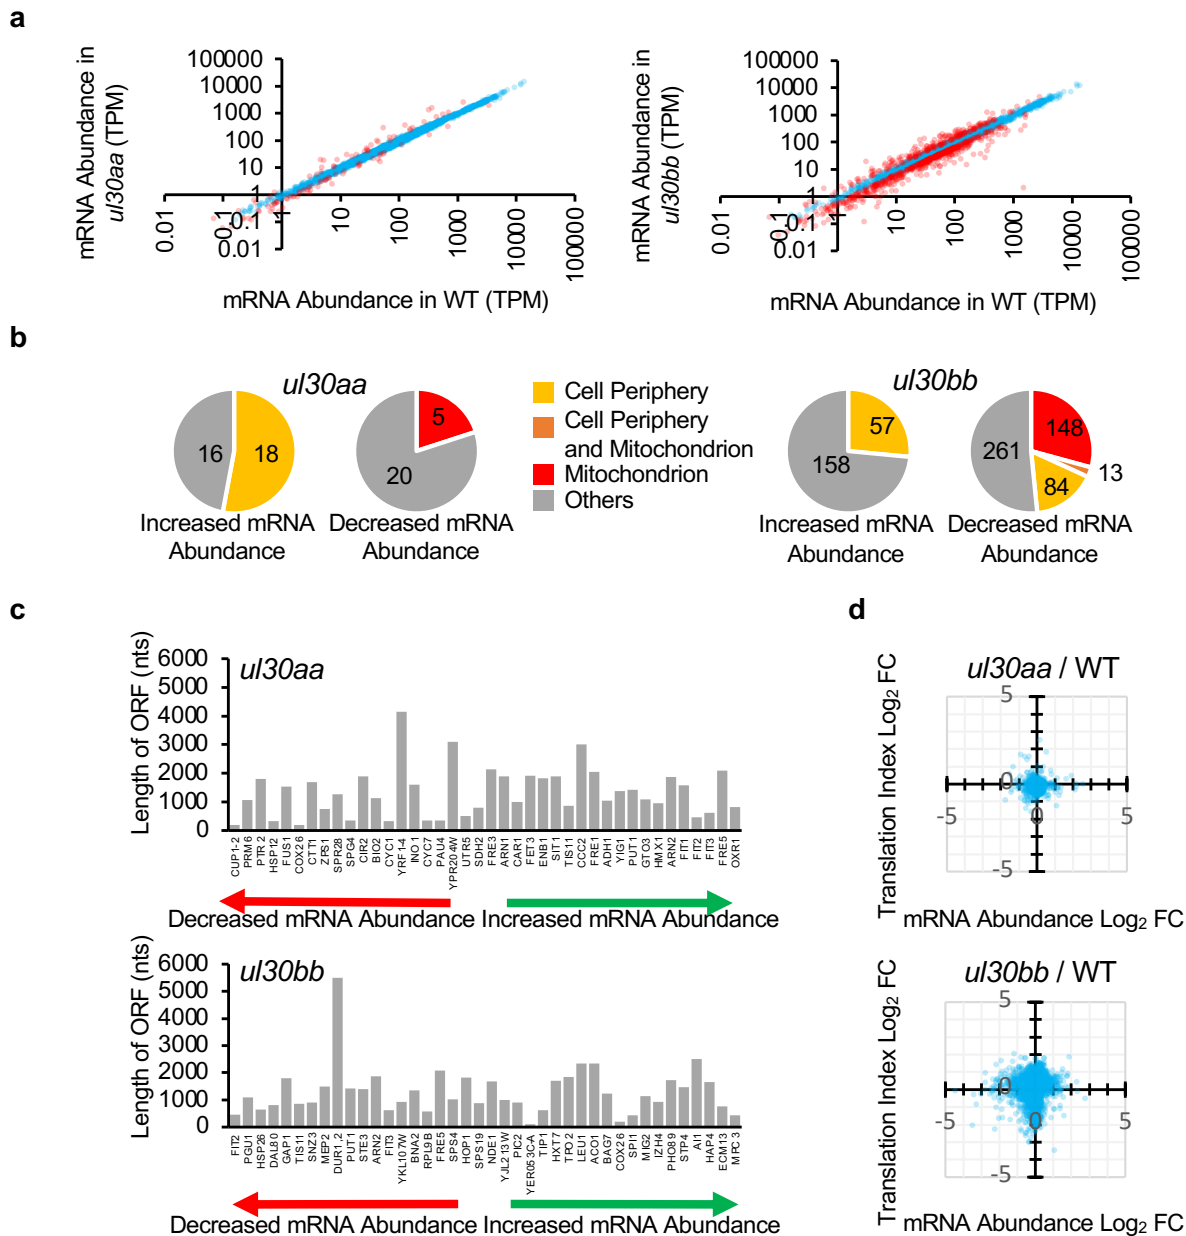

Supplementary Fig. 8. Impact of the homogenization of *uL30/RPL7* paralogs on RNA abundance. **a**, Comparison of expression levels from total RNA sequencing. Genes that vary relative to the wild-type by  $>\text{Log}_2 0.5$  are shown in red. Data points are an average of  $n = 2$  biologically independent sample. **b**, Distribution of the number of genes present in enriched component gene ontology categories ( $p < 0.001$  with Bonferroni correction) for genes with changes in expression identified in **(a)**. An overlap of 13 genes was found in the cell periphery and mitochondrion categories within the mRNAs under-expressed in *ul30bb*. **c**, The top 20 genes over- or under-expressed in *uL30aa* strain (top panel) or *ul30bb* (lower panel) are plotted relative to the length of their ORF in nucleotides. Genes are ordered on the X-axis as function of the magnitude of their change in expression. **d**, Comparison between the change in translation index and mRNA abundance in *ul30aa* and *ul30bb* relative to wild-type strain. The sequencing data comes from  $n = 2$  biologically independent samples. The translation index was calculated described in Fig. 3a.

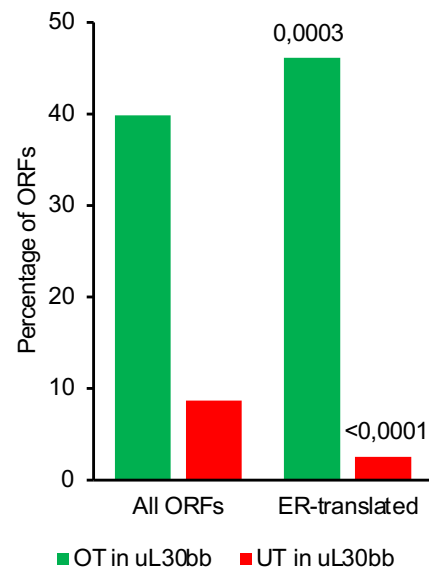

Supplementary Fig. 9. uL30 minor paralogue induces the translation of ER-translated genes. The bar graph indicates the percentage of ER-translated ORFs with changed translation index in uL30bb (OT: over translated, UT: under translated). All ORFs: 5252 ORFs quantified in this RNAseq study. ER-translated: 709 ORFs quantified out of 814 mRNAs found enriched in ER bound ribosomes by Medina-Munoz 2020 PNAS (pmid 32907940). Fisher's exact tests were calculated for the number of ORFs found in the over and under translated categories when compared to all ORFs and are related on top of the column

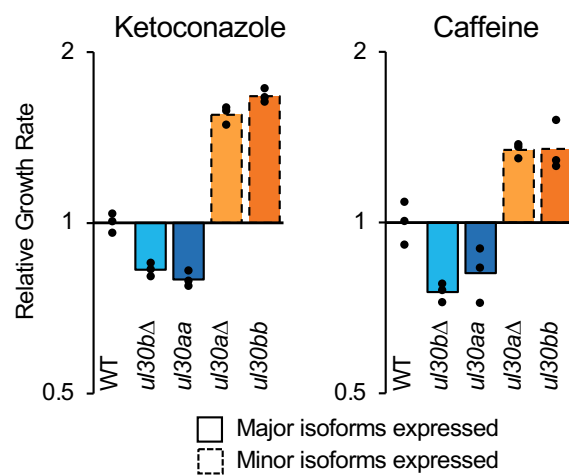

Supplementary Fig. 10. The minor paralog of *uL30/RPL7* increases resistance to drugs inducing cell wall stress. Wild type, *ul30bΔ*, *ul30aΔ*, *ul30aa* and *ul30bb* cells were grown in the presence or the absence of ketoconazole (32 µg/ml, left panel) or caffeine (10 mM, right panel) and the effect on growth rate on the different strains shown relative to that of wild type. The bars represent the average effect observed in n = 3 biologically independent samples shown as data points.

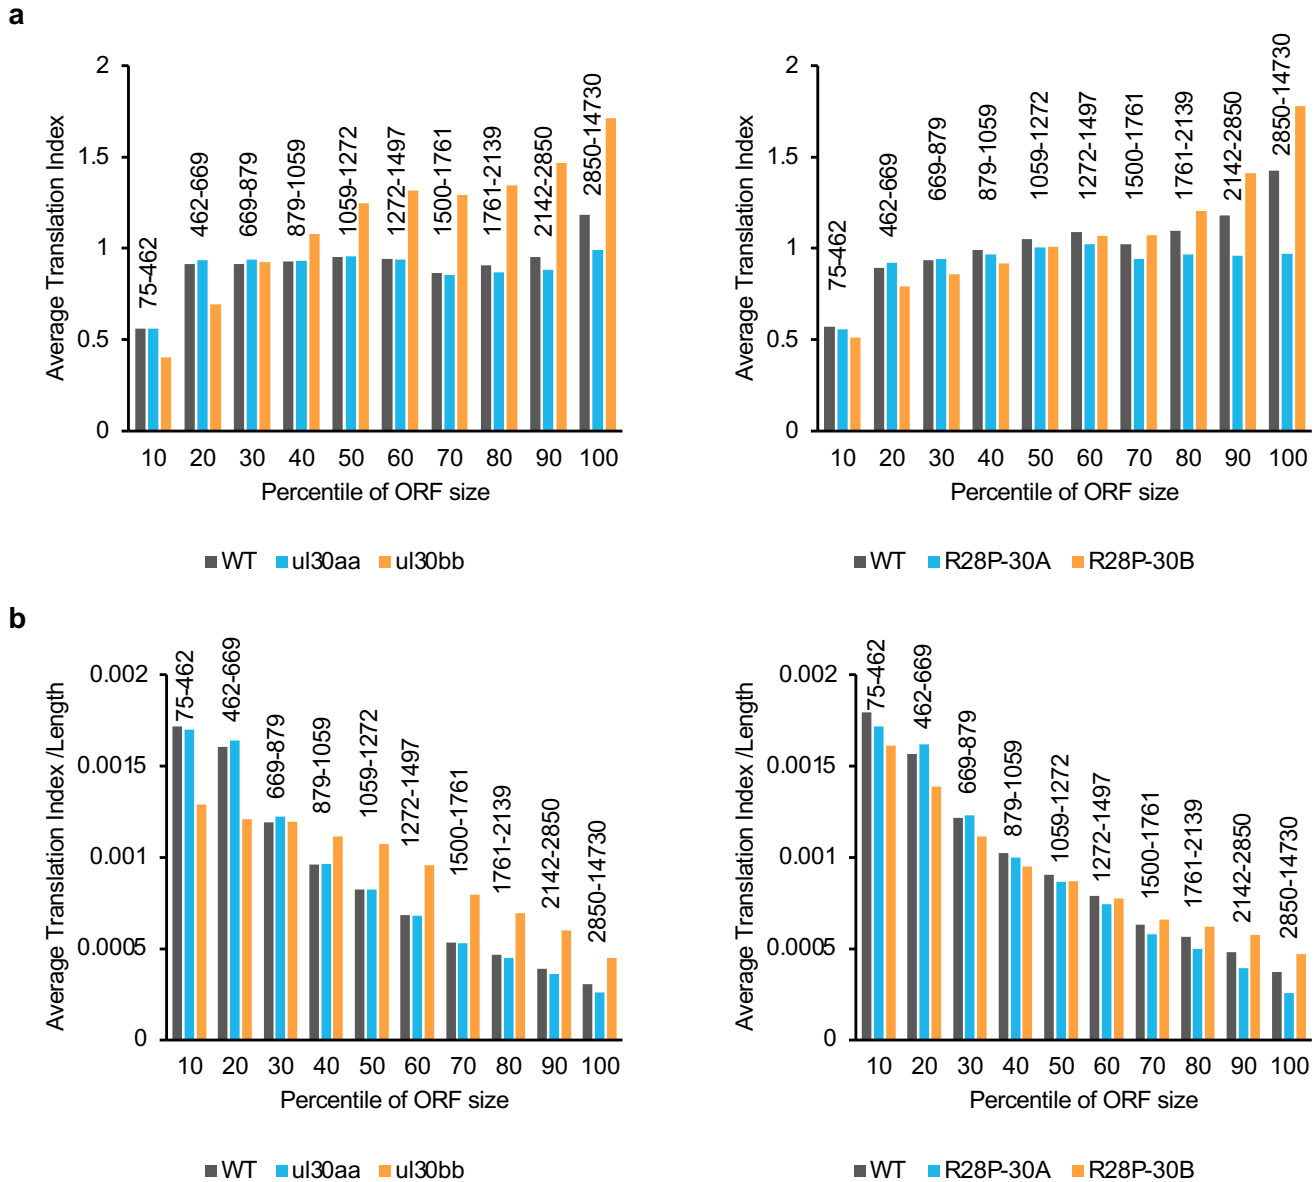

Supplementary Fig. 11. Relationship between the translation index and the length of open reading frames. **a**, Relationship between ORF length and the translation index. Yeast ORFs were separated in 10 bins of 525-526 ORFs according to their size (range in nucleotides noted above bars) and the average translation index (mRNA associated with heavy polyribosome / mRNA associated with light ribosomes, see Figure 3a) was calculated for each bin. The comparison between the values obtained for the wild-type cells, cells expressing two chromosomal copies of *uL30A* (*ul30aa*) and cells expressing two chromosomal copies of *uL30B* (*ul30bb*) is shown on left while the comparison involving cells expressing the plasmid copies of *uL30A* (R28P-30A) or *uL30B* (R28P-30B) genes is indicated on the right panel. **b**, Relationship between ORF length and ribosome density. The translation index was calculated as in (a) then divided by ORF's length (number of nucleotides) to calculate ribosome density and the data comparing cells expressing chromosomal copies of *uL30* genes (WT, *ul30aa* and *ul30bb*) are shown on the left while those comparing cells expressing *uL30* from plasmids (WT, R28P-30A and R28P-30B) are shown on right.

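With the 5665 genes divided into 10 bins of 566 or 567 by coding length, the shortest bin (75 to 405 nt) had a mean translation index of 0.551 ± 0.0105 (SD, n = 2 cultures) in WT, 0.501 ± 0.0026 in the libraries labelled R28P-30A and 0.518 ± 0.0034 in R28P-30B. The longest bin (2817 to 14730 nt) had 1.43 ± 0.156 in WT, 0.975 ± 0.0394 in the libraries labelled R28P-30A and 1.78 ± 0.03 in R28P-30B. The ratio of the longest to the shortest bin was 2.59 in WT, 1.95 in the libraries labelled R28P-30A and 3.43 in R28P-30B. In WT and R28P-30B the mean was highest in the longest bin, and in the libraries labelled R28P-30A in bin 6 (1212 to 1449 nt), at 1.03 ± 0.0175. With the median over genes in place of the mean, the ratios were 3.25, 2.37 and 4.73. The order of the strains takes the label R28P-30A as given, which RPL7B and URA3 reads contradict.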

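Divided by coding length, the mean index per 1000 nt was 2.2 ± 0.0465 (SD, n = 2 cultures) in the shortest and 0.372 ± 0.0395 in the longest bin in WT. The libraries labelled R28P-30A had 1.92 ± 0.0253 and 0.259 ± 0.00911, and R28P-30B had 2.07 ± 0.000315 and 0.47 ± 0.00946. In the longest bin the cultures of the 3 strains did not overlap.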

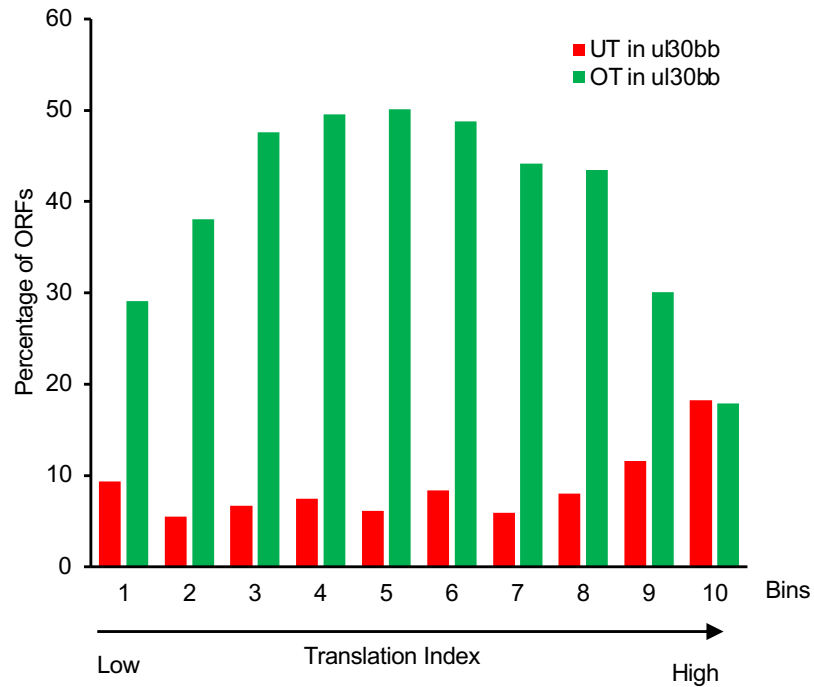

Supplementary Fig. 12. The effect of the minor paralog uL30B on translation is not strictly linked to mRNA level of association with heavy polyribosome. All ORFs were sorted according to their translation index (mRNA associated with heavy polyribosome / mRNA associated with light ribosomes, see Figure 3a) in wild-type cells and separated in 10 bins each containing 525-526 ORFs. Bins were ordered from low (left) to high (right) translation index. The percentage of ORFs in each bin that are found to be under- (UT) or over- (OT) translated in *ul30bb* cells is shown in the form of a bar graph.

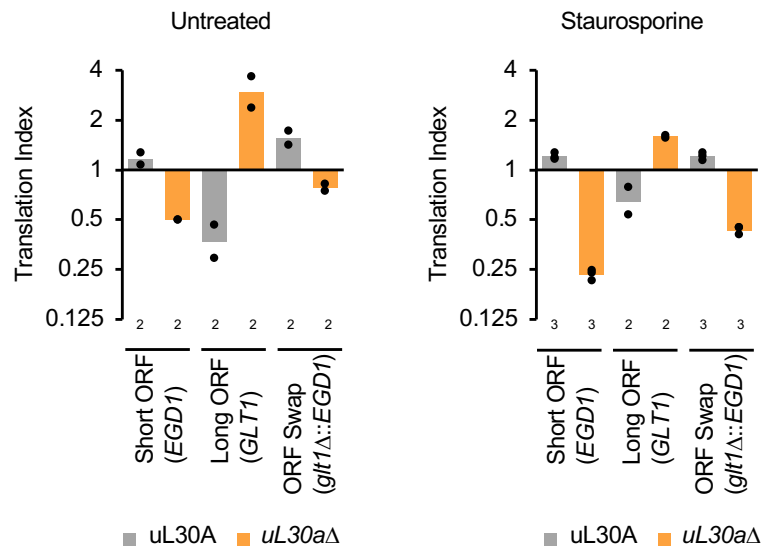

Supplementary Fig. 13. Translation index of short, long and swapped ORF in untreated and staurosporine treated cells expressing uL30A and uL30B (uL30A) or uL30B only (uL30aΔ) (raw data of Fig. 4f). Data points correspond to biologically independent samples with n displayed below the graph.

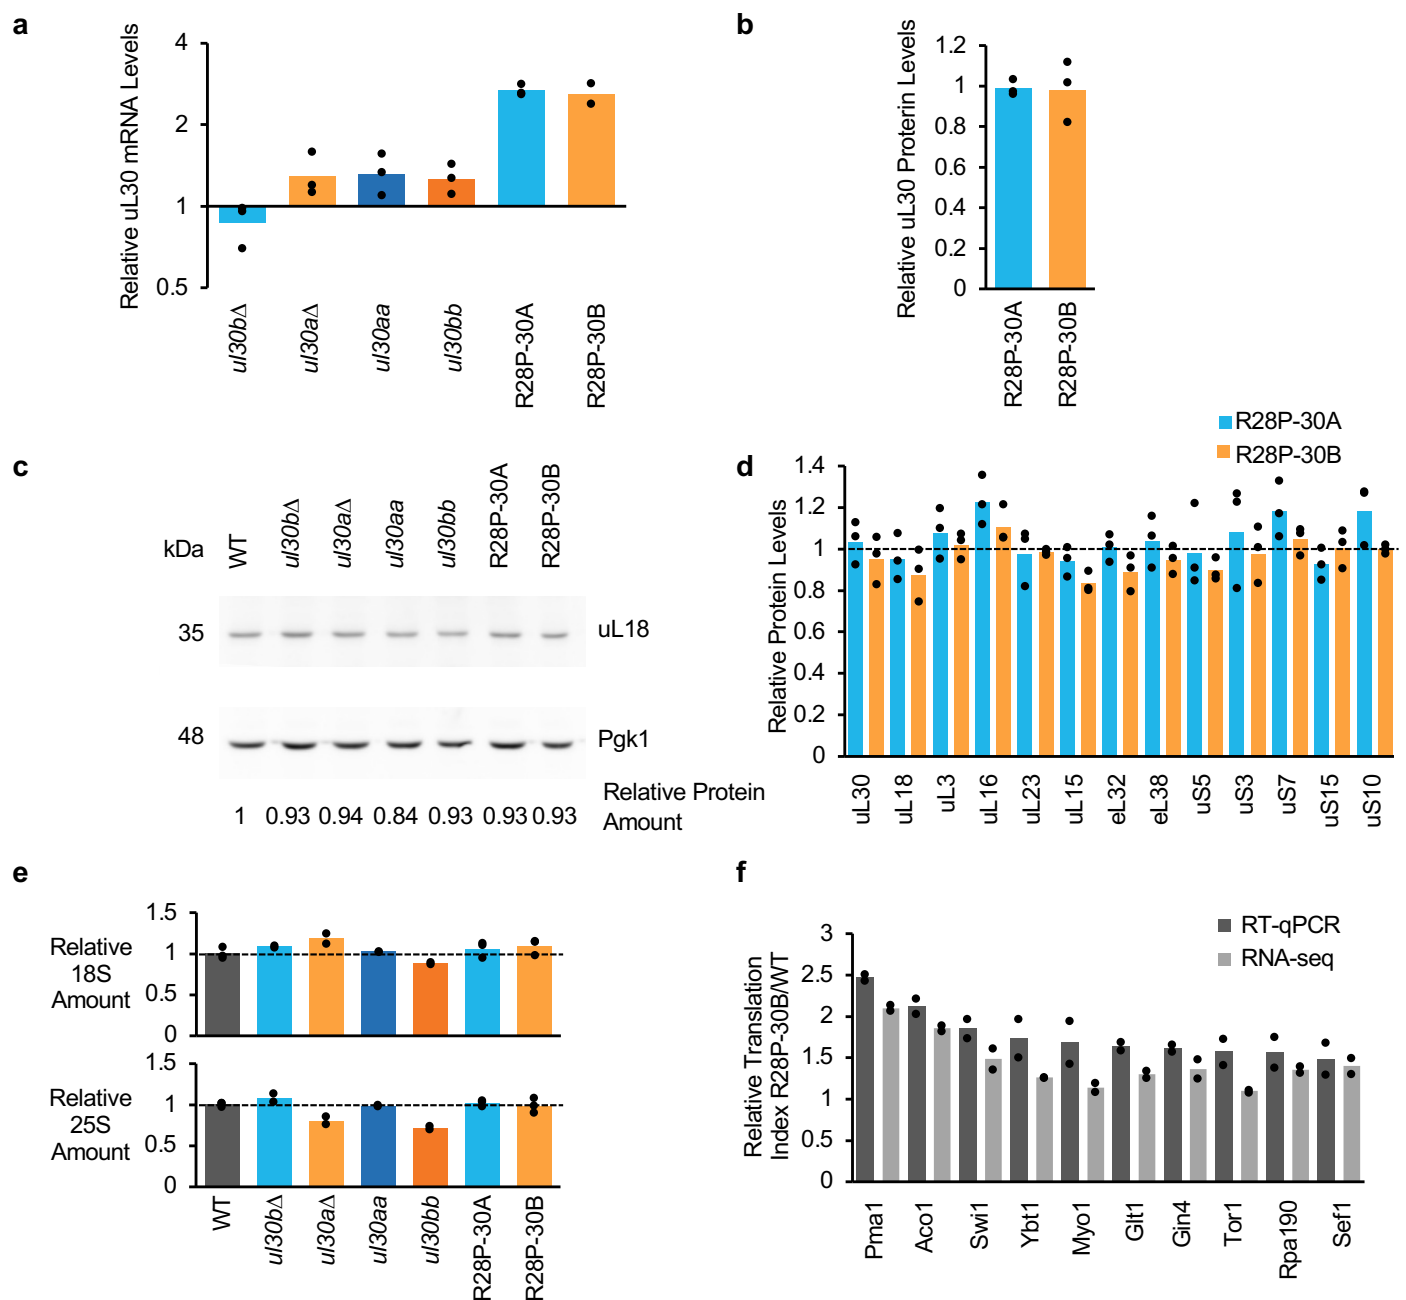

Supplementary Fig. 14. Comparison between RNA, protein and ribosome abundance generated from the chromosomal and plasmid-borne copies of *uL30/RPL7*. **a**, *uL30/RPL7* mRNA level from either plasmid or the chromosomal locus was determined using qRT-PCR and shown relative to the WT for  $n = 2$  R28P-30B and  $n = 3$  biologically independent samples for all other strains. **b**, Quantification of uL30/RPL7 paralogs expressed from plasmids relative to WT after normalization to 60S RPs for  $n = 3$  biologically independent samples using Swath MRM. Both strains express only one version of uL30. **c**, Western blot of uL18 with relative quantification to Pgk1 in strains expressing *uL30/RPL7* paralog from either the chromosomal locus or plasmid calculated from  $n = 2$  biologically independent samples. **d**, Swath MRM was used to quantify RPs normalized to Pgk1 in strains expressing *uL30/RPL7* from plasmids for  $n = 3$  biologically independent samples. **e**, rRNA quantification using capillary electrophoresis for  $n = 3$  (WT, R28P-30A and R28P-30B) or  $n = 2$  biologically independent samples of other strains. **f**, The translation index of 10 long mRNAs (2337-7413 nts) were calculated using qRT-PCR as described in Figure 3a and compared to that detected by RNA sequencing. The bar graph represent the average from  $n = 2$  biologically independent samples.

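The relative translation index of the 10 long mRNAs (PMA1, ACO1, SWI1, YBT1, MYO1, GLT1, GIN4, TOR1, RPA190 and SEF1, coding lengths 2334 to 7410 nt) was taken as the ratio of the R28P-30B to the WT index per replicate number, and averaged over 2 replicates. The 10 ratios had a median of 1.38 and ran from 1.11 for TOR1 to 2.12 for PMA1. All 10 lay above 1, with and without centring on the median gene. In 8 of the 10 both R28P-30B cultures had a higher index than both WT cultures, and in MYO1 and TOR1 the cultures overlapped. PMA1 (YGL008C, chromosome VII 479910 to 482666) had an index of 2.8 ± 0.0667 (SD, n = 2) in R28P-30B and 1.33 ± 0.225 in WT. ACO1 (YLR304C, chromosome XII 735212 to 737548) had 1.48 ± 0.0367 and 0.798 ± 0.0372. In the libraries labelled R28P-30A, a label that RPL7B and URA3 reads contradict, the median ratio was 0.625 (0.508 for SWI1 to 0.958 for ACO1), and ACO1 rose to 1.04 after centring. Of the 16 genes named for these strains, 9 passed an adjusted p of 0.05 in R28P-30B against WT in limma over all genes. When adjusted over the list alone, 10 passed. The 9 include RPL7A and RPL7B, which the strain construction changes. Of the 10 long mRNAs, GLT1 (adjusted p over all genes of 0.0648), MYO1 (0.186) and TOR1 (0.424) did not pass. The count over all genes fell to 5 without WT replicate 2 and to 5 without R28P-30B replicate 2, with a lone culture assumed to vary like the others. The paper reports the 10 mRNAs from the same samples, so the second count is not independent evidence.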

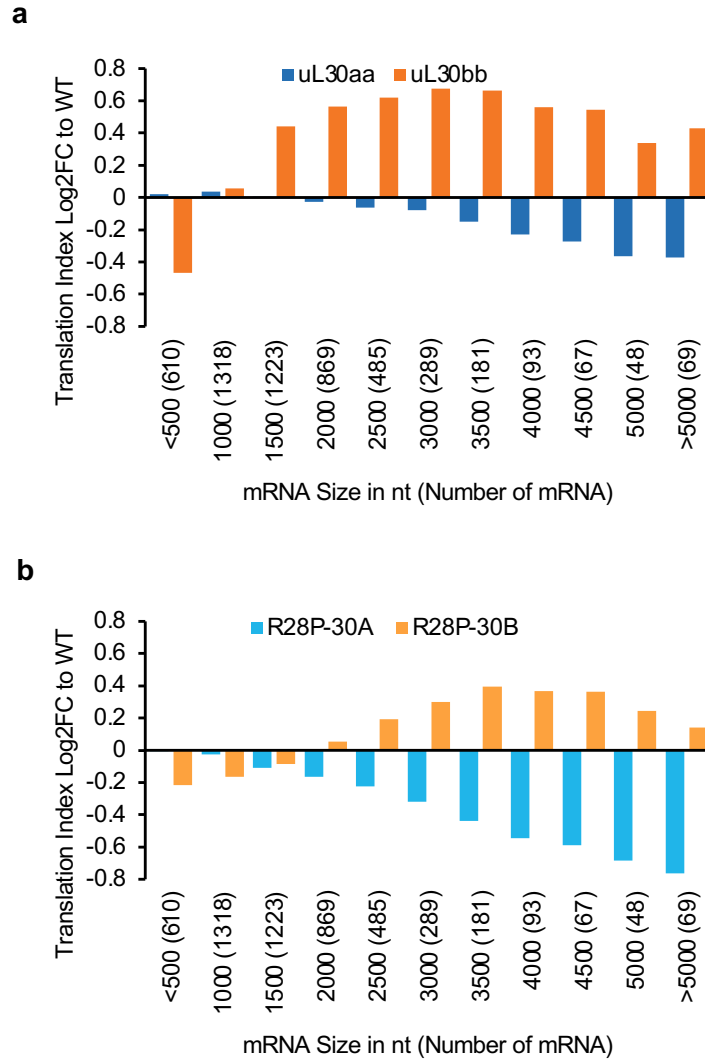

Supplementary Fig. 15. Translation index Log2 fold change to WT for uL30aa and uL30bb (**a**) and R28P-30A and R28P-30B (**b**) according to mRNA size. The average Log2FC for mRNAs in indicated size bins (number of mRNA per bin in parenthesis). The sequencing data comes from  $n = 2$  biologically independent samples (raw data of Fig. 5k).

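Over the same size bins, the mean log2 fold change of the translation index against WT was −0.19 in R28P-30B for mRNAs up to 500 nt (828 genes, −0.25 to −0.13 over the 4 pairs of cultures). It was highest at 3000 to 3500 nt (183 genes), at 0.39 (0.27 to 0.52), and stood at 0.13 (−0.01 to 0.29) above 5000 nt (85 genes). In the libraries labelled R28P-30A it was −0.08 up to 500 nt (−0.14 to −0.02) and −0.74 above 5000 nt (−0.95 to −0.54). After centring on the median gene the bin up to 500 nt changed sign to 0.05, and the bin above 5000 nt stood at −0.61. R28P-30B compared directly with the libraries labelled R28P-30A gave −0.11 up to 500 nt (−0.15 to −0.08), 0.95 at 4000 to 4500 nt (66 genes, 0.88 to 1.02) and 0.88 above 5000 nt (0.79 to 0.98). Directions against the libraries labelled R28P-30A take that label as given, despite their RPL7B and URA3 reads.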

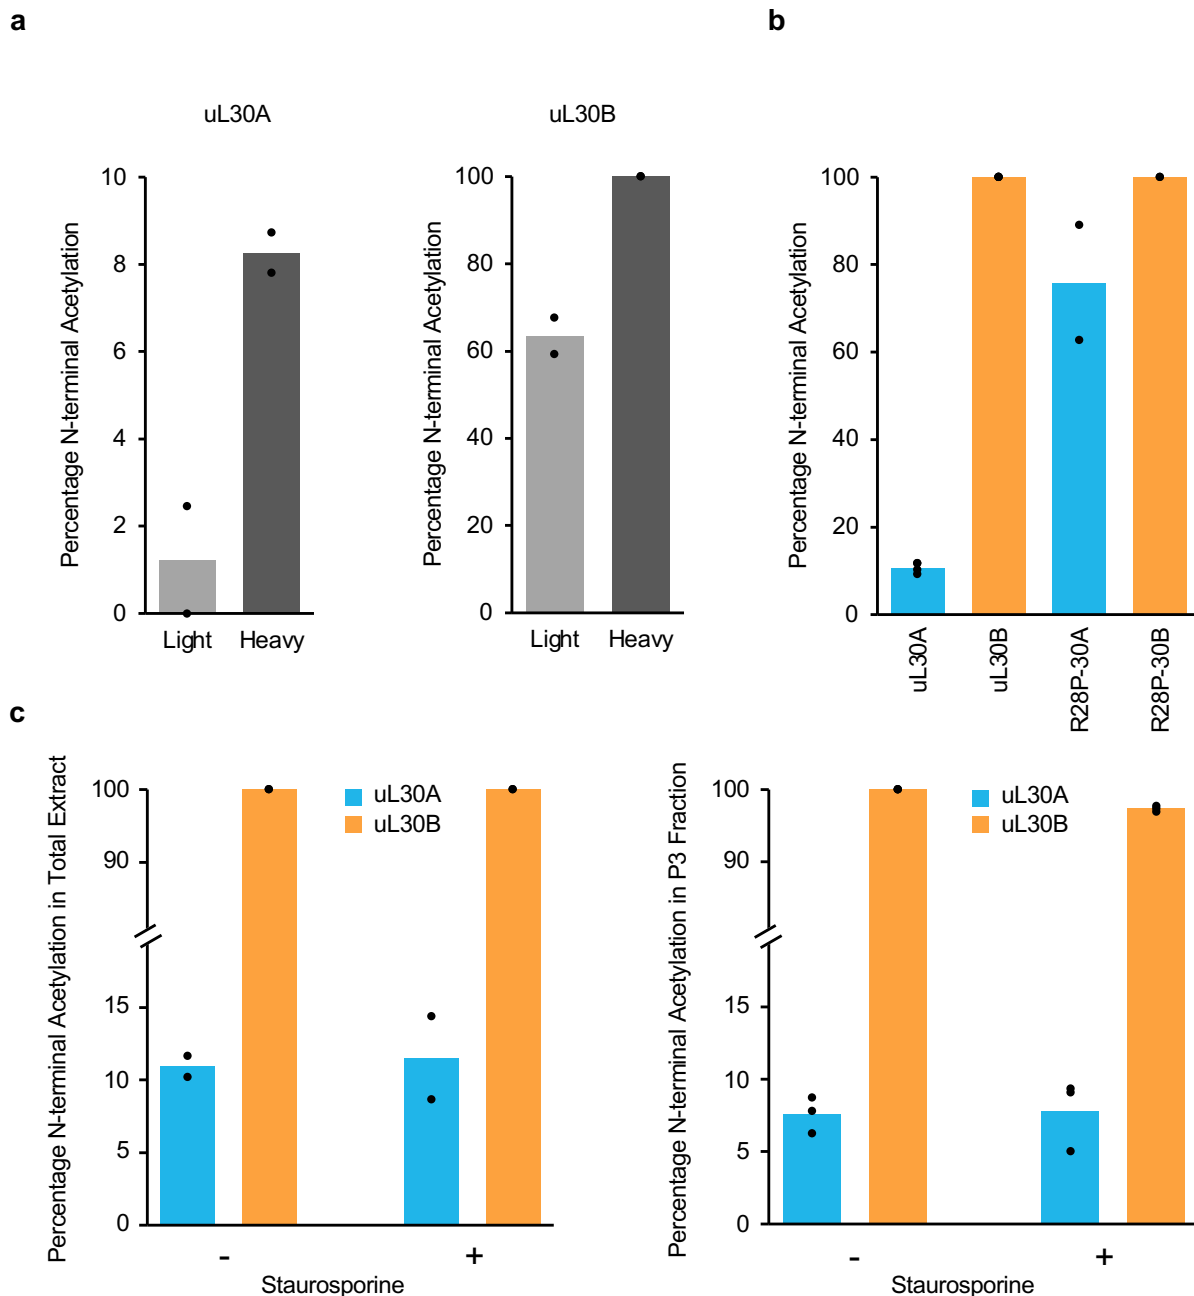

Supplementary Fig. 16. Difference in the acetylation of uL30 proteins associated with different ribosome fractions and growth conditions. **a**, Percent N-terminal acetylation of wild type uL30A (left panel) and uL30B (right panel) proteins associated with the light and heavy polyribosome fractions obtained (raw data of Fig. 6c) for  $n = 2$  biologically independent samples. **b**, Percent N-terminal acetylation of uL30A and uL30B proteins in the total extract of wild type (WT) cells and cells expressing either the A (R28P-30A) or B (R28P-30B) version of the protein from plasmids from  $n = 4$  WT and  $n = 2$  R28P-30A and R28P-30B biologically independent samples. **c**, Effect of staurosporine on uL30 acetylation. The percent N-terminal acetylation of uL30A and uL30B was detected in total extract (left panel) and heavy polyribosome (right panel) before and after staurosporine treatment. Points represent data from  $n = 2$  total extract and  $n = 3$  P3 fractions biologically independent samples.

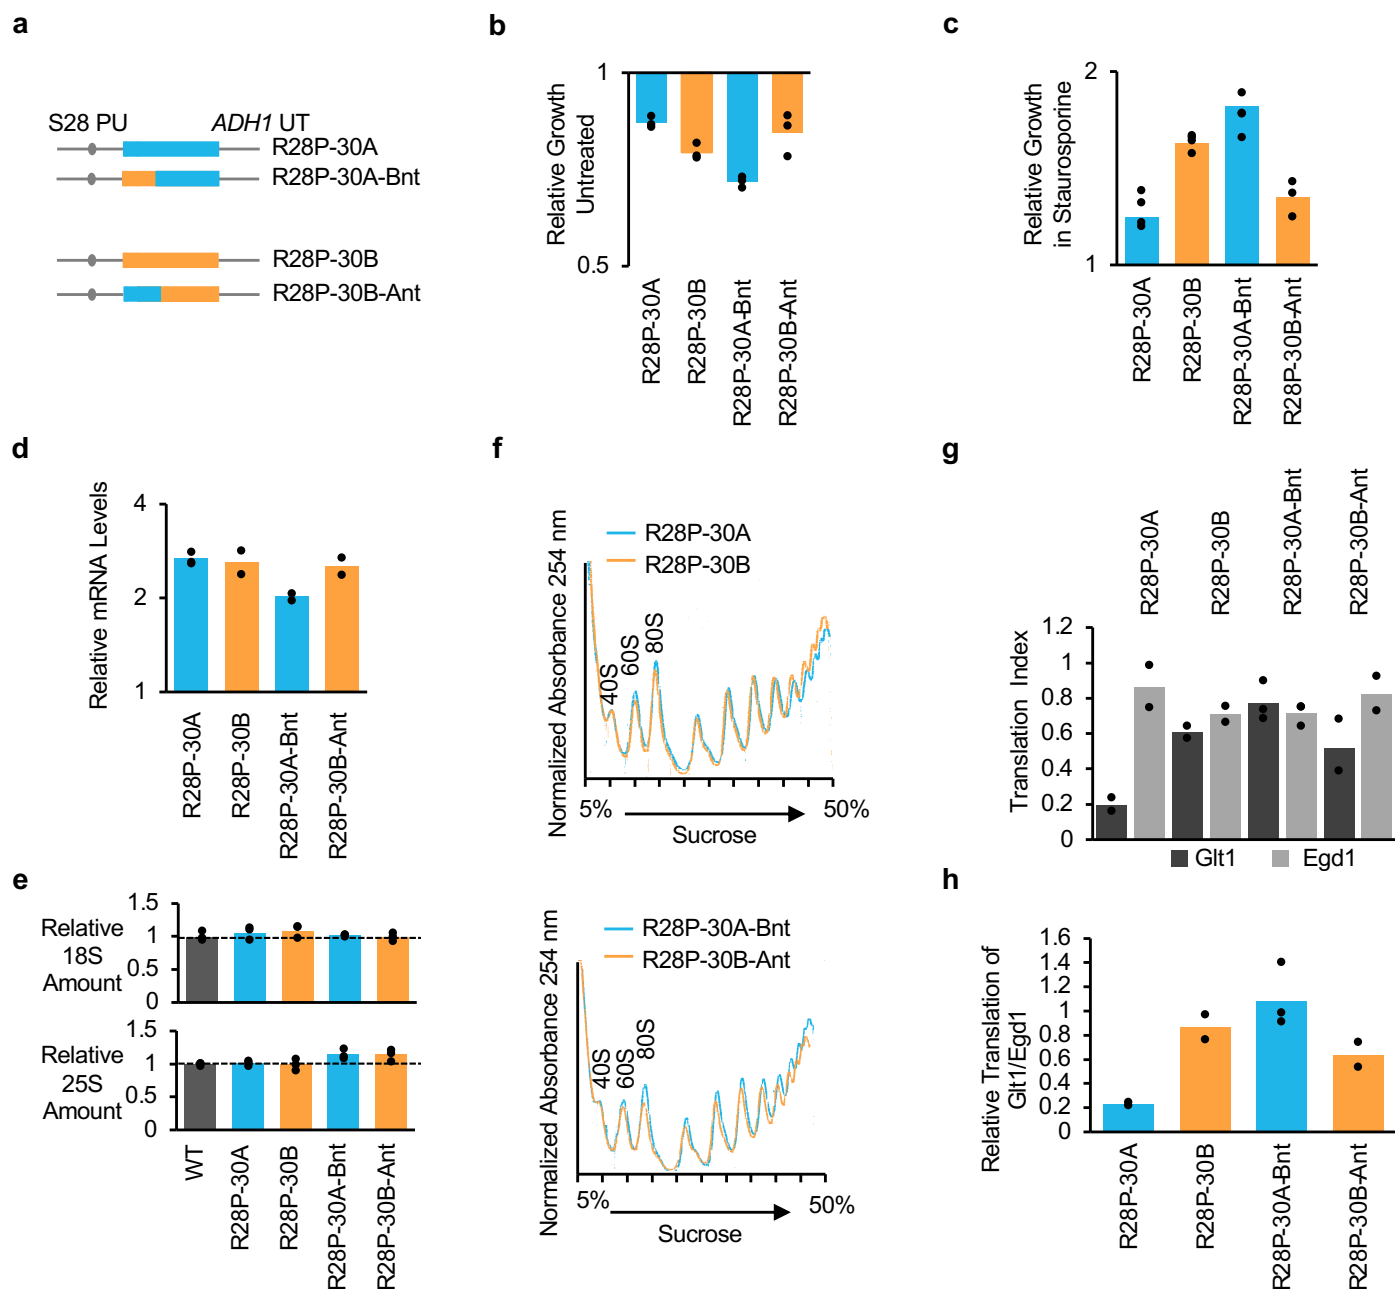

Supplementary Fig. 17. The difference in staurosporine resistance and mRNA size selection is included in the N-terminal part of uL30. **a**, The plasmid-borne uL30 paralogs and mutations used in (**b-h**) are schematically illustrated and the position of the mutations are indicated in the form of boxes. The ORFs of uL30A/RPL7A and uL30B/RPL7B are indicated as light blue and orange boxes. **b**, The relative growth rate of cells expressing one or the other uL30/RPL7 paralog from plasmid or the different mutations was determined in YC complete media and shown in the form of a bar graph with points representing  $n = 3$  biologically independent samples. **c**, The growth rate in the presence of staurosporine was calculated as in (**b**) for strains carrying the different constructs and relative growth effect on each strain compared to wt indicated in the form of a bar graph for  $n = 3$  R28P-30B-Ant and  $n = 4$  biologically independent samples of the other strains. **d**, The mRNA produced from the different constructs was determined using RT-qPCR from  $n = 3$  R28P-30A and  $n = 2$  biologically independent samples of the other strains. **e**, rRNA quantification using capillary electrophoresis and compared to WT for  $n = 3$  biologically independent samples. **f**, Comparison of the polyribosome profiles from cells expressing the different constructs. Representative curves from  $n = 3$  biologically independent samples are shown. **g**, The ratio of mRNA with long (Glt1, 6438 nt) and short (Egd1, 474 nt) open reading frame associated with heavy polyribosome was examined in cells expressing wild-type or mutated versions of uL30/RPL7 paralog using RT-qPCR as explained in Figure 3a for  $n = 3$  R28P-30A-Bnt and  $n = 2$  biologically independent samples for all other strains. **h**, Ratio of the translation index of long ORF Glt1 and short ORF Egd1 determined in (**g**). The data points of  $n = 3$  R28P-30A-Bnt and  $n = 2$  biologically independent samples of all other strains are shown.

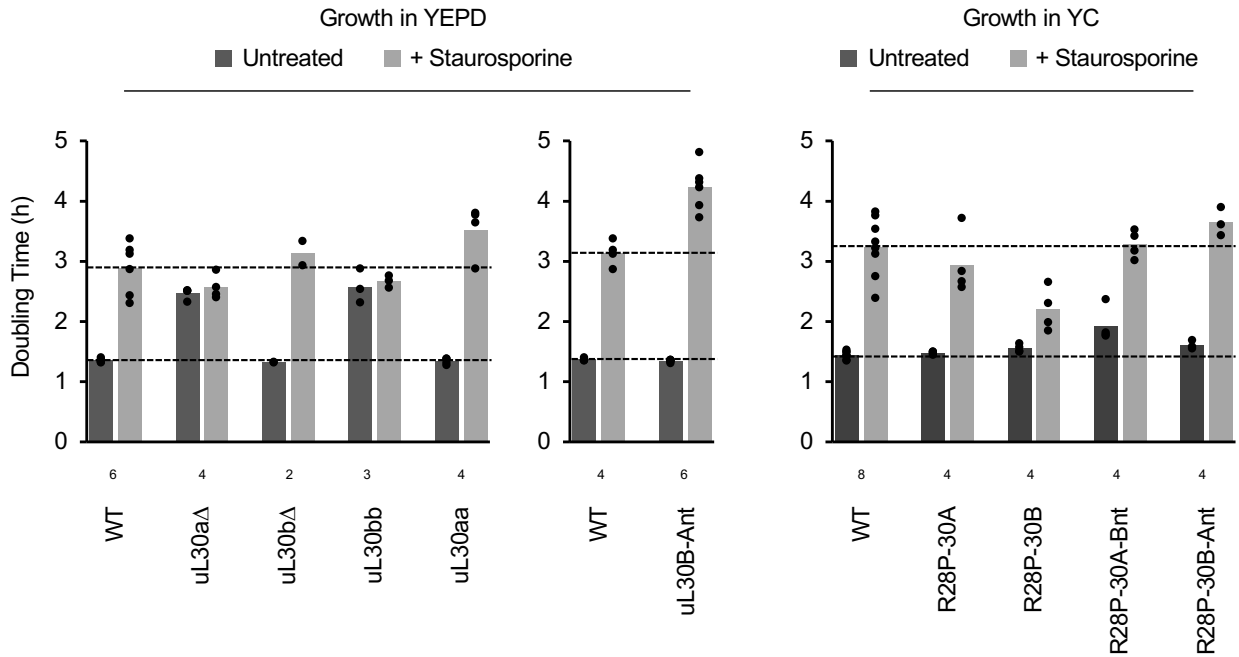

Supplementary Fig. 18. Summary of the effect of different mutations and treatment on cell growth. The doubling time of the different strains grown in either rich (YEPD) or selective (YC) media before or after exposure to staurosporine was calculated and the results shown in the form of bar graph. The data are an average n biologically independent samples as noted below and shown as black dots.

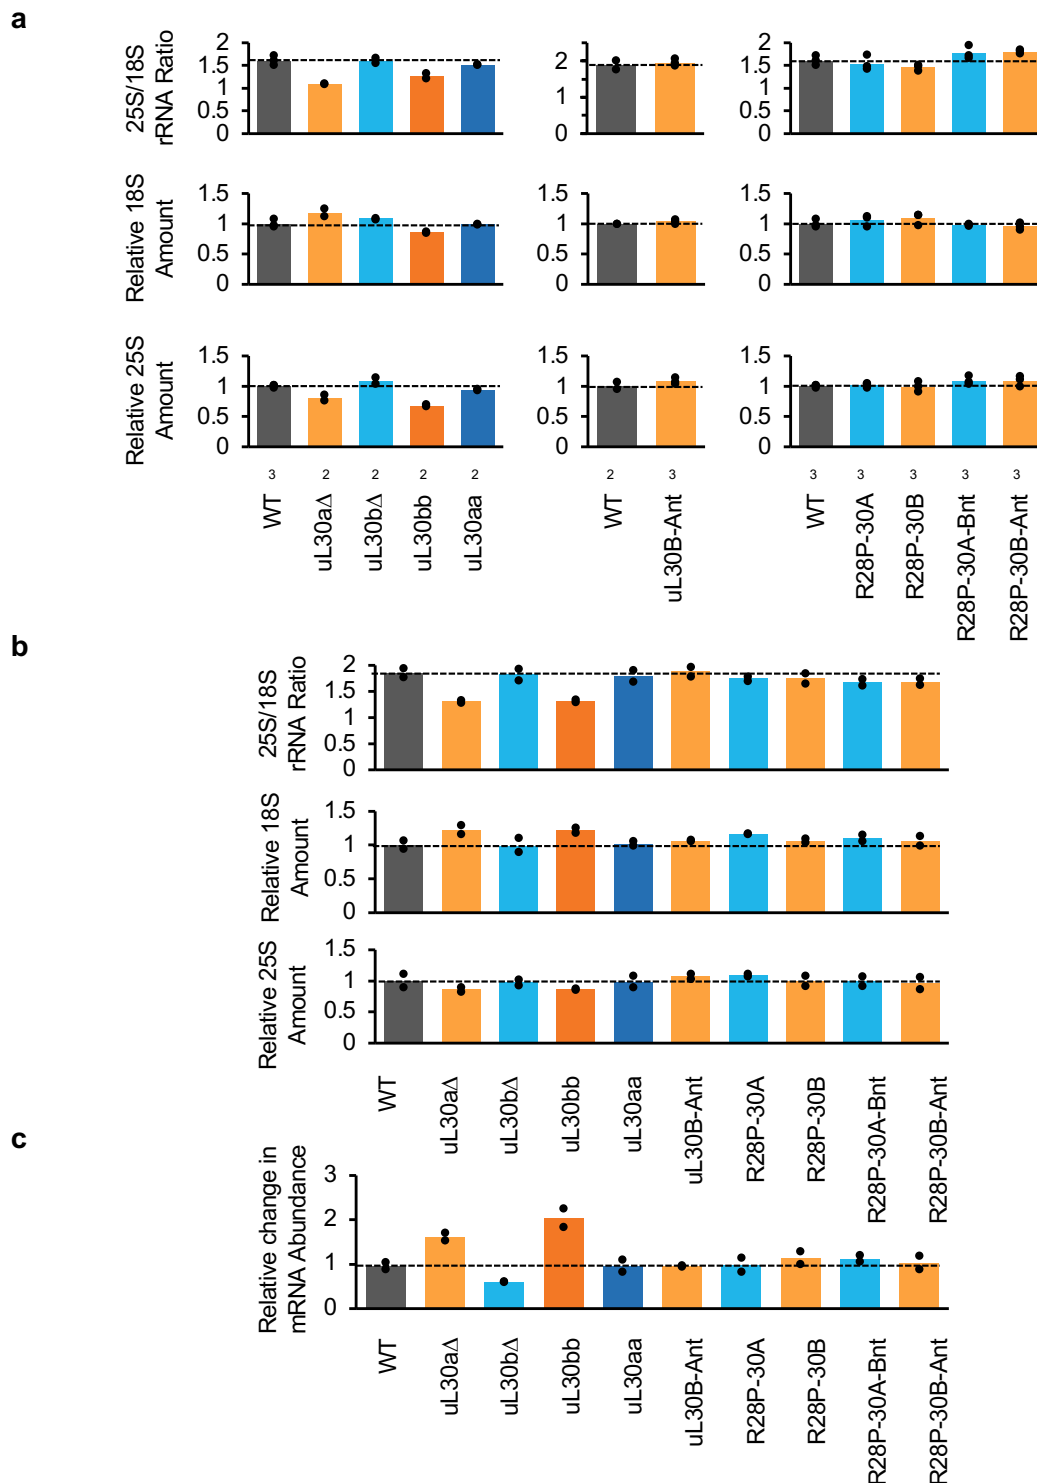

Supplementary Fig. 19. Summary of the effects of mutations and exposure to drugs on the abundance of rRNA and uL30 mRNA. **a**, Effect of uL30 paralog on the abundance of rRNA. The 18S and 25S RNA was extracted from strains expressing different versions of uL30 paralog and rRNA was quantified using capillary electrophoresis. The ratio of the 25S/18S (top panel) as well as the amount of 18S (middle panel) and 25S (bottom panel) rRNA are shown in the form of bar graphs. 18S and 25S values were normalized to wild type (WT) cells. The results of  $n = 3$  biologically independent samples (noted below) are indicated by the black dots. **b**, Effect of the exposure to staurosporine on the rRNA abundance. The RNA was extracted after 4 hours exposure to staurosporine and the data calculated and presented as in (a) for  $n = 2$  biologically independent samples. **c**, Effect of staurosporine on the expression of uL30. The RNA was extracted from strains carrying different version of uL30 genes before or after 4 hours exposure to staurosporine and abundance of uL30 mRNA detected using RT-qPCR. The bar graph showing the ratio of the RNA detected in treated and untreated cells. The results of  $n = 2$  biologically independent samples are indicated by the black dots.

# Supplementary material for: Duplicated ribosomal protein paralogs promote alternative translation and drug resistance
**Source:** Nat Commun. 2022 Aug 23;13:4938. doi: 10.1038/s41467-022-32717-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Strains Used in this Study

File Name: Supplementary Data 2

Description: Oligonucleotides Used in this Study

File Name: Supplementary Data 3

Description: Summary of Sequencing Data and Gene Analysis

File Name: Supplementary Data 4

Description: Doubling Times of uL30 Strains

File Name: Supplementary Data 5

Description: Translation Index of WT and homogenized strains

# Supplementary material for: Duplicated ribosomal protein paralogs promote alternative translation and drug resistance
**Source:** Nat Commun. 2022 Aug 23;13:4938. doi: 10.1038/s41467-022-32717-y
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Growth curve data was collected using Gen5 v.03.08.01  
25S and 18S rRNA was quantified using Agilent 2200 TapeStation Controller v.A.02.02  
qRT-PCR data was acquired using Bio-Rad CFX Maestro 2.0 v.5.0.021.0616  
ddPCR data was acquired using Bio-Rad Quantasoft v.1.7.4.0917  
Western blots chemiluminescence was imaged using ImageQuant LAS 4000 v.1.2

#### Data analysis

Microsoft Excel 365 v.2108 and GraphPad Prism v.8.3.0 were used for general data analysis  
25S/18S ratios were determined using Agilent TapeStation Analysis Software v.A.02.02  
ddPCR was quantified using Bio-Rad Quantasoft Analysis Pro v.1.0.5.96  
Western blots were quantified using Bio-Rad Quantity One v.4.6.9  
RNA sequencing data has been analyzed with STAR Aligner v.2.5 and Rsubread v.1.16.1  
Proteomic data has been analyzed with PeakView v.2.2, Skyline v.4.2 and MaxQuant v.2.0.1.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Additional RNA-seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo>) under the accession number GSE133457 and xxx. Proteomic data presented in this study has been submitted to the Peptide Atlas (<http://www.peptideatlas.org/>) under accession number PASS01404 and xxx. All strains are available upon request. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was not determined using statistical methods. At least 2 biological repeats were used for all experiments. Sample size was chosen based on previous experiments and reliability of the measures.                                                                                                                                  |
| Data exclusions | In RT-qPCR, technical replicates diverging by more than 1.5 SD were removed from the analysis. In mass spectrometry analysis, samples were rejected when target peptide could not be detected.                                                                                                                                                |
| Replication     | All data has been replicated in at least 2 independent biological samples as stated in the text. Special care has to be taken in growth assays from strains expressing uL30 on plasmids or mutants of uL30. Experiments have to be carried from freshly created strains (either from plasmid shuffle or spore dissection) to be reproducible. |
| Randomization   | No sample randomization was done other than picking random colonies on the petri dishes to inoculate the cultures.                                                                                                                                                                                                                            |
| Blinding        | No blinding was done. All of the analysis was based on unbiased measurements.                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse anti-L3, from Warner lab, 1:5000</p> <p>Rabbit anti-L5, from Woolford lab, 1:2000</p> <p>Rabbit anti-L7, #A300-741A-M Bethyl Laboratories, Lot# A300-741A-M-3, 1:1000</p> <p>Mouse anti-Pgk1, #459250 Invitrogen-Thermo Fisher, Lot#F1284, 1:10,000</p> <p>Donkey anti-rabbit IgG-HRP, #NA934V GE Healthcare, Lot#16953209, 1:5000</p> <p>Goat anti-mouse IgG-HRP, #NA931V GE Healthcare, Lot#172212127, 1:5000</p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Mouse anti-L3 and Rabbit anti-L5 antibodies have been used to detect yeast ribosomal proteins L3 and L5 respectively in several publications including Vilardell and Warner (1997) Mol. Cell. Biol.; Deshmukh et al. (1995) J. Biol. Chem; Rosado et al. (2007) Nucleic Acids Res. Bands of the expected size (44 and 34 kDa) were observed on blots.

Rabbit anti-L7 antibody made against the C-terminus of human ribosomal protein L7 has been successfully used to detect yeast L7 as in Palumbo et al. (2017) G3 Genes. Bands of expected size (28 kDa) were observed on blots.

Mouse anti-Pgk1 has been used as loading control in several articles including Petibon et al. (2016) Nucleic Acids Res. and Parenteau et al. (2019) Nature. Bands of expected size (45 kDa) were observed on blots.

How the deposited data were processed for this re-analysis (not part of the article)

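RNA sequencing of WT, R28P-30A and R28P-30B yeast was re-analysed from the deposited values, with 2 cultures per strain and 3 libraries per culture (total extract, light ribosome fraction and heavy polyribosome fraction), 18 libraries in all. Samples were grouped by the strain, fraction and replicate number in their labels. No library was left out. The libraries labelled R28P-30A kept that name, although their RPL7B, URA3, snR39 and snR59 reads go against it.

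The authors enriched poly(A) RNA, made directional libraries, aligned reads to the R64 genome with STAR and kept all valid positions of each read, and counted reads on genes with featureCounts. The authors deposited CPM for 7126 genes in 18 libraries and TPM for 7124 genes in 16 libraries, without columns for WT total extract replicate 2 and for the heavy fraction of R28P-30A replicate 1. The authors' CPM has the same total in each library, and 100% of its values lie within 0.05 of a whole read once divided by the value of 1 read, so reads per library were recovered. They ran from 17373839 to 31525927 per library, with a median of 26575904. The paper's methods section gives no separate depth for these libraries. The deposited TPM appears to follow the reads divided by the gene length minus 483 to 1397 nt, depending on the library. This form cannot hold for genes shorter than the number subtracted, so for them it stays open. The deposited TPM raises short genes 230 to 296 times over long ones. It leaves 2397 to 3532 coding genes above 1 TPM per library, where TPM recomputed from recovered reads and coding length leaves 5604 to 5729. The recomputed TPM was used. The alternative filter on the deposited TPM used WT total extract replicate 1, and it also selects genes by coding length. Coding lengths were those of the reference annotation for 6013 genes, and 100% were multiples of 3. The genes without a coding length held at most 0.47% of the reads of a library.

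The translation index was the heavy CPM over the light CPM of a culture, averaged over 2 cultures. Of 5682 genes above 1 TPM in the mean of the WT total extracts, 17 had 0 CPM in some polysome library, and 5665 were tested. The supplementary table of the paper's index values was read for its first 1994 of 5252 ORFs. All 5982 of its values for these strains lay within a relative tolerance of 1e-04 of the values computed here. The paper's rule counts genes whose index differs by more than log2 0.5. limma (version 3.58.1, R 4.3.3) was fitted on log2((heavy CPM + 0.1)/(light CPM + 0.1)) per culture with a trend and a spread shared by the 3 strains, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The same was done for log2(TPM + 1) of the 6 total extracts over 5685 genes above 1 TPM. In total extracts, differences between replicates correlated between strains at 0.117, 0.13 and 0.157 across genes, which are not independent replicates. These values do not show that the replicate numbers pair the cultures. Counts with the replicate number as a block are therefore given beside the planned ones. Cell periphery (576 genes tested of 600 in 7 gene ontology terms) and ribosomal protein genes (137) were tested with camera at a preset correlation of 0.01, with fry, and with an estimated correlation. Slopes of log2 index on log2 coding length were compared between strains by exact permutation, for which 2 cultures against 2 give no two-sided p below 0.33. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, edgeR 4.0.16 and DESeq2 1.42.0 did the rest.

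The tests were checked on simulated data of the same size with 200 genes changed by log2 1. limma recovered 95% of these 200 genes for the translation index and called 0.357% of the others. The rule of log2 0.5 recovered 98.5% and called 1.45% of the others. Recovery of changes smaller than log2 1 was not measured. A simulated difference in slope of 0.1 was measured as 0.0966.

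Comparisons, tests, thresholds, the rule for gene names to report and most alternatives were fixed before the data were examined. After the files were seen, the TPM of the expression filter was recomputed, and gene ontology terms took the place of the paper's own list of cell periphery genes, whose copy at hand is incomplete. Named genes were those the paper names for these strains (whose values in the paper's tables had been seen), the markers URA3, LEU2, LYS2 and HIS3, and, per comparison, the 3 largest increases and decreases past the adjusted p, above 10 TPM and changed alike in all 4 pairs of cultures. LYS2 and HIS3 had 0 reads in all 18 libraries and are not discussed further. Alternatives were other pseudocounts, filters and thresholds, centring on the median gene, scaling without ribosomal protein genes, a replicate block, a model without pairing of fractions, no trend, fits of 2 strains, edgeR and DESeq2 on recovered reads, leaving out each culture, and other set tests. Filtering on the deposited TPM, thinning to the shallowest library, length classes without genes called in the other strain, edgeR for total RNA and leaving out RPL7A, RPL7B, URA3 and LEU2, with or without rescaling, were added after the data were seen. Precision per gene is limited by 2 cultures per strain, and reads shared between paralogs make their separate values uncertain. The paper's other experiments were not analysed here.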

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

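The tests of reads shared between paralogs, of a mixture with WT RNA and of a swap with the WT libraries, and for total RNA those of a few genes taking most of the counts, of gene length, of thinning and of edgeR, were chosen only after the results were seen.

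Total extracts labelled R28P-30A held RPL7B at 208.9 CPM, although both chromosomal RPL7 genes are listed as deleted and the plasmid as carrying RPL7A alone. In the same libraries, snR39 stood at 85.5% and snR59 at 80.4% of WT. Both had 0 reads in total extracts of R28P-30B. LEU2, which the plasmid carries and WT lacks, stood at 84.5 CPM in total extracts labelled R28P-30A and at 626.0 CPM in R28P-30B, against 0.0365 CPM in WT. The paper does not report these signals. snR39 and snR59 were above their level in R28P-30B, which lacks both introns, and LEU2 was above its level in WT. For RPL7B no such comparison exists, since no other strain here is without a copy. Its level was below those in total extracts of WT (274.9 CPM) and R28P-30B (3363 CPM). Reads shared between the paralogs are argued against, since RPL7B took 10.4% of the pair's reads here (16.8% in WT), while RPL7A took 0.112% in R28P-30B, where it is deleted. A mixture with WT RNA would need 76% WT RNA, and the rest would bring about 82.6 CPM of URA3 if it resembled R28P-30B, but URA3 stood at 0.0703 CPM. A swap with WT libraries is argued against by the LEU2 level of 84.5 CPM, since WT has no LEU2, and no WT library has the markers of a plasmid strain. A candidate explanation is that these cells kept the chromosomal RPL7A and RPL7B genes and carried a LEU2 plasmid. The snoRNA levels of 80.4% and more are consistent with it, but the pattern was found and tested on the same data. Whether another strain was grown, or samples were exchanged with others outside the set, stays open. No biological explanation was tested. Differences drawn from the libraries labelled R28P-30A hold for that label only.

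For these strains the paper's text and legends report the level of uL30 mRNA, but not total RNA levels across genes. By limma at an adjusted p under 0.05, 61 genes differed from WT in the libraries labelled R28P-30A (50 higher, 11 lower). In R28P-30B 1376 genes differed from WT (608 higher, 768 lower, or 827 and 679 when centred on the median gene). More genes were also higher than lower in R28P-30B without R28P-30B replicate 1 and without WT replicate 2. R28P-30B differed from the libraries labelled R28P-30A in 693 genes. With the replicate number as a block, the 3 comparisons gave 126, 1895 and 1072 genes. Depth is argued against as the cause of the contrast between the strains, since thinning all libraries to the shallowest left 1218 genes in R28P-30B and 39 in the libraries labelled R28P-30A (1694 and 85 with the block). A share of the reads taken by RPL7A, RPL7B, URA3 and LEU2 is argued against, since 1344 and 54 genes were called with the TPM of the other genes rescaled without these 4 (1850 and 122 with the block). Gene length bias is argued against, since the slope of log2 CPM on log2 coding length in total extracts differed between R28P-30B and WT by −0.00607, within a spread of 0.0151. The count of 61 rests on few libraries: it became 2 without WT replicate 1, 1 without WT replicate 2, 220 without R28P-30A replicate 1, 145 without R28P-30B replicate 1 and 145 without R28P-30B replicate 2. edgeR called 23 genes, and 499 genes had an unadjusted p under 0.05 in limma. The count of 1376 became 730 without WT replicate 2, 871 without R28P-30B replicate 1 and 845 without R28P-30B replicate 2, and that of 693 became 350 without R28P-30B replicate 2. A strain left with 1 culture was assumed to vary like the others. The paralog expressed, the URA3 marker and the genotype of the libraries labelled R28P-30A differ together between the strains, so the biological difference stays open and untested, and the difference between the counts of 61 and 1376 was tested only through the direct comparison.

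The largest total RNA changes in R28P-30B against WT were LEU2 (log2 fold change 8.91), URA3 (8.51) and RPL7B (3.61) upward and RPL7A (−8.21), YDR524W-C (−1.42) and URA1 (−1.33) downward. Against the libraries labelled R28P-30A, MDH2 also fell by 1.23 and URA1 by 1.42. In the libraries labelled R28P-30A against WT, LEU2 rose by 6.03. TMA10 (0.93), HAP4 (0.84), PHO11 (−0.84), SPL2 (−0.50) and PRM7 (−0.49) were also called, but lost the call without WT replicate 1 (adjusted p 0.345, 0.34, 0.146, 0.343 and 0.343) and without WT replicate 2 (0.626, 0.201, 0.182, 0.331 and 0.689), and PRM7 also without R28P-30A replicate 2 (0.282). WT has almost no LEU2 or URA3 reads, so fold changes of these genes depend on the pseudocount.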

How the results depend on the processing

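The filter on the deposited TPM, thinning, length classes without genes called in the other strain, and edgeR and the removal of 4 genes for total RNA, with and without rescaling or the block, were chosen only after the results were seen. The filter on the deposited TPM also selects genes by coding length, so its values do not show the effect of expression alone. Directions against the libraries labelled R28P-30A take that label as given.

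By the rule of log2 0.5, the comparisons of the libraries labelled R28P-30A with WT, of R28P-30B with WT and of R28P-30B with the libraries labelled R28P-30A gave 745, 503 and 1416 genes. A threshold of log2 1 gave 66, 38 and 290, and a threshold passed in all 4 pairs of cultures 269, 161 and 898. The deposited TPM for the index gave 3454, 3572 and 3003, and the filter on the deposited TPM, with fewer genes tested, 210 (62 higher, 148 lower), 230 (71 and 159) and 380 (164 and 216), against 271 higher and 232 lower genes in R28P-30B and 1159 and 257 in the direct comparison without it. R28P-30B against WT also had more lower genes at log2 1 (18 higher, 20 lower), with scaling without ribosomal protein genes (247 and 251) and without R28P-30B replicate 2 (238 and 262). With cultures left out in turn the counts ran from 682 to 908, 413 to 765 and 1409 to 1527. The value of 765 came without WT replicate 1. Centring gave 182 higher and 383 lower genes in the libraries labelled R28P-30A, where deposited scaling gave 65 and 680, and 1005 and 427 in the direct comparison, where it gave 1159 and 257. Scaling without ribosomal protein genes gave 945 and 439 there. The other settings stayed within 1.5 times the counts.

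The limma counts of 1747 and 1282 genes against WT and 2609 in the direct comparison moved with the fit. For the libraries labelled R28P-30A against WT, edgeR on recovered reads called 1077. For R28P-30B against WT, a model without culture pairing called 780 and one without a trend 708. The filter on the deposited TPM left 456 (239 higher, 217 lower), 462 (120 and 342) and 895 (247 and 648), so the larger side changed in each comparison. With cultures left out in turn the counts ran from 1043 to 1687, 384 to 1465 and 1965 to 2584. For the libraries labelled R28P-30A the low values came without WT replicate 1 (1043) and without R28P-30A replicate 2 (1132). For R28P-30B they came without WT replicate 2 (384), R28P-30B replicate 2 (459) and R28P-30B replicate 1 (835). A lone culture was assumed to vary like the other strains. Centring moved the median gene of the libraries labelled R28P-30A from −0.13 to 0.04 and their calls from 315 higher and 1432 lower to 862 and 607, while edgeR gave 666 and 411, DESeq2 801 and 423, and scaling without ribosomal protein genes 403 and 917. In R28P-30B against WT, 704 higher and 578 lower became 658 and 668 when centred and 660 and 657 without ribosomal protein genes. In the direct comparison, 1738 higher and 871 lower became 1201 and 1862 when centred, 1155 and 1632 with edgeR, 1119 and 1642 with DESeq2, and 1401 and 1215 without ribosomal protein genes. The cause was not tested. For the translation index the replicate numbers do not pair the cultures, since differences between replicates correlated between strains at 0.149, −0.166 and 0.108, and a replicate block gave 1735, 1260 and 2616 genes. For total RNA, the replicate block called 126 genes in the libraries labelled R28P-30A against WT, 1895 in R28P-30B against WT and 1072 in the direct comparison, where no block gave 61, 1376 and 693. Of the genes picked or listed by name, GLT1 and OSH6 gained a call under it in R28P-30B against WT and SWI1 and MYO1 in the direct comparison. Without RPL7A, RPL7B, URA3 and LEU2 the block gave 120, 1891 and 1068, with the other genes rescaled without them 122, 1850 and 1051, and after thinning 85, 1694 and 925.

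The difference in length slope depended on the measure. The heavy fraction over the total extract gave 0.00136 for the libraries labelled R28P-30A against WT, −0.014 for R28P-30B against WT and −0.0154 in the direct comparison, and the light fraction over the total extract 0.103, −0.155 and −0.259, where the index gave −0.102, 0.141 and 0.243. The heavy differences lay within their pooled SD of 0.0221 and the cultures overlapped, so their signs carry no information. The light fraction is the denominator of the index, so its signs are opposite by construction. The filter on the deposited TPM gave 0.00316, 0.115 and 0.112, and the filter above 10 TPM 0.282 in the direct comparison. Without each culture in turn the differences ran from −0.129 to −0.0745, 0.114 to 0.169 and 0.231 to 0.255. Using medians over genes raised the ratio of the longest to the shortest bin from 2.59 to 3.25 in WT, 1.95 to 2.37 in the libraries labelled R28P-30A and 3.43 to 4.73 in R28P-30B.

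For total RNA in the libraries labelled R28P-30A against WT, limma called 61 genes, but 7 with no TPM filter, 1 when centred on the median gene, 23 with edgeR and 39 after thinning. With cultures left out in turn it called 1 to 220, and the count was 2 without WT replicate 1, 1 without WT replicate 2, 220 without R28P-30A replicate 1, and 145 without R28P-30B replicate 1 and again without R28P-30B replicate 2. R28P-30B against WT ranged from 730 (without WT replicate 2) to 1511, with 871 without R28P-30B replicate 1 and 845 without R28P-30B replicate 2, and the direct comparison from 350 (without R28P-30B replicate 2) to 674. At an unadjusted p under 0.05, limma had 499 genes for the first comparison.

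The cell periphery call for R28P-30B against WT (p = 0.0273) was lost, by unadjusted p, with an estimated correlation (0.0637) and against sets matched on length (0.78). Leaving out cultures gave 0.000509 to 0.511, and the call was lost without R28P-30B replicate 1 (0.511) and without WT replicate 2 (0.129). Leaving out cultures gave an unadjusted p of 0.00224 to 0.0443 for the libraries labelled R28P-30A against WT and 9.5e-05 to 0.0435 in the direct comparison. After adjustment the first was lost without WT replicate 1 (0.0531) and the second without R28P-30B replicate 1 (0.0653), and the direct comparison was also lost against sets matched on length (0.0542). With an estimated correlation, no call of either set held after adjustment (lowest adjusted p = 0.0856). For ribosomal protein genes, the direct comparison was lost with that correlation by unadjusted p too (0.0938). Leaving out cultures gave 5.53e-48 to 1.98e-34 for the libraries labelled R28P-30A against WT, 0.125 to 0.408 for R28P-30B against WT and 1.16e-24 to 1.58e-12 in the direct comparison.

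The uL30 sums kept their direction, at 1.18 to 1.27 times WT in the libraries labelled R28P-30A and 1.98 to 2.14 times in R28P-30B without each replicate in turn. RPL7A ran from 1.27 to 1.37 and 0.00268 to 0.00285 times WT, and RPL7B from 0.734 to 0.785 and 11.8 to 12.7 times. For single genes, 2135 of the alternative values kept the side of the threshold, 94 lost it and 46 gained it. Depth limits genes near 1 TPM, and 2 cultures per strain limit the exact tests to p = 0.33 or more.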

Differences from the paper's values

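For mRNAs up to 500 nt, the paper's mean log2 fold change of the translation index in R28P-30A against WT is −0.0014 and the value here, from the libraries labelled R28P-30A, is −0.0779 (SD over cultures 0.0629). Of the alternatives set before the data were examined, centring on the median gene gave 0.0518, which is within that spread of the paper's value but has the opposite sign, so it differs too. For mRNAs of 2000 to 2500 nt, the paper's value is −0.225 and the value here is −0.232 (SD 0.00665). Centring gave −0.102, which also differs. The paper lists 5252 ORFs and 5665 genes were tested here, so the gene sets behind the bins are unlike. Gene by gene, all 5982 index values that could be compared lay within a relative tolerance of 1e-04 of the paper's. Means over the 10 bins of coding length were counted as different only at a ratio above 1.5, and none was. In the shortest bin the paper's mean index for R28P-30A is 0.559, against 0.501 here (SD 0.0026). For R28P-30B its index per nt there is 0.00161, against 0.00207 here.

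The paper's RT-qPCR value for uL30 mRNA in R28P-30A relative to WT is 2.67 (SD 0.126), and the summed TPM of RPL7A and RPL7B in total extracts labelled R28P-30A was 1.23 times WT. With CPM in place of TPM, and without each replicate in turn, the values ran from 1.18 to 1.27, and all of them differ. The paper's value came from RT-qPCR and the one here from sequencing. In R28P-30B the paper's value is 2.60 (SD 0.324) and the one here 2.06 (SD 0.114), lower by more than either SD. It is not counted as a difference, because the ratio between the values is not above 1.5.

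The paper states that the plasmid copies raised total uL30 mRNA equally and were the sole source of uL30. In the sequenced total extracts the rise was 1.23 times in the libraries labelled R28P-30A and 2.06 times in R28P-30B, and RPL7B was read in the former at 0.759 times its WT level.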

Other observations

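Thinning of the libraries was chosen only after the data were seen, and the other tests of the length trend below were set before their results. The marker values are set out above, and the direction of each comparison takes the label R28P-30A as given.

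The difference in the slope of log2 translation index on log2 coding length between R28P-30B and the cultures labelled R28P-30A was 0.243 (pooled SD 0.0245). Depth is argued against as its cause, since thinning all libraries to 17373839 reads left it at 0.241. A length bias shared by all libraries of a strain is argued against, since the slopes of log2 CPM in total extracts differed by −0.00431. Ribosomal protein genes taking a large share of the counts would shift the log2 index of the other genes alike, which cannot change a slope. The test without them therefore cannot decide on that share. The difference of 0.24 without them shows only that it did not rest on these genes. GC content is argued against, since the difference was 0.225 with coding GC content as a second regressor. Reads shared between paralogs are argued against, since it was 0.243 without the 145 genes of an A and B pair. The trend arose in the light libraries, where the difference in slope over the total extract was −0.259, against −0.0154 in the heavy libraries. Differences in RNA breakage or in gradient fractionation between cultures may also act on the light fraction and were not tested, and the genotype of the libraries labelled R28P-30A stays open, so a biological effect of the paralogs remains one hypothesis among these.

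Ribosomal protein genes took 18% and 19.1% of the reads in light libraries labelled R28P-30A, 22.1% and 23% in WT light libraries, and 24% and 24.1% in R28P-30B light libraries. In total extracts they took 14.3% to 15.6% in all 6 libraries.

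LEU2 in total extracts of R28P-30B stood 7.41 times as high as in those labelled R28P-30A. The translation index of RPL7A was 1.08 in WT, 1.24 in the libraries labelled R28P-30A and 0.739 in R28P-30B. That of RPL7B was 0.367 in WT, 0.367 in the libraries labelled R28P-30A and 0.856 in R28P-30B. RPL7A in R28P-30B rests on few reads and can be reads shared with RPL7B.

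Of the 18 genes named for these strains and tested for total RNA, 4 passed an adjusted p of 0.05 in the libraries labelled R28P-30A against WT over all genes and 4 when adjusted over the list alone. The count of 4 over all genes fell to 1 without WT replicate 1 and to 1 without WT replicate 2. R28P-30B against WT gave 6 and 8, and the direct comparison 5 and 7. The corresponding counts for the translation index of 16 genes were 10 and 12 in the libraries labelled R28P-30A against WT, and 14 and 14 in the direct comparison.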
